# Comparing neoantigen cancer vaccines and immune checkpoint therapy unveils an effective vaccine and anti-TREM2 macrophage-targeting dual therapy

**DOI:** 10.1016/j.celrep.2024.114875

**Published:** 2024-10-23

**Authors:** Sunita Keshari, Alexander S. Shavkunov, Qi Miao, Akata Saha, Tomoyuki Minowa, Martina Molgora, Charmelle D. Williams, Mehdi Chaib, Anna M. Highsmith, Josué E. Pineda, Sayan Alekseev, Elise Alspach, Kenneth H. Hu, Marco Colonna, Kristen E. Pauken, Ken Chen, Matthew M. Gubin

## Abstract

The goal of therapeutic cancer vaccines and immune checkpoint therapy (ICT) is to promote T cells with antitumor capabilities. Here, we compared mutant neoantigen (neoAg) peptide-based vaccines with ICT in preclinical models. NeoAg vaccines induce the most robust expansion of proliferating and stem-like PD-1^+^TCF-1^+^ neoAg-specific CD8 T cells in tumors. Anti-CTLA-4 and/or anti-PD-1 ICT promotes intratumoral TCF-1^−^ neoAg-specific CD8 T cells, although their phenotype depends in part on the specific ICT used. Anti-CTLA-4 also prompts substantial changes to CD4 T cells, including induction of ICOS^+^Bhlhe40^+^ T helper 1 (Th1)-like cells. Although neoAg vaccines or ICTs expand iNOS^+^ macrophages, neoAg vaccines maintain CX3CR1^+^CD206^+^ macrophages expressing the TREM2 receptor, unlike ICT, which suppresses them. TREM2 blockade enhances neoAg vaccine efficacy and is associated with fewer CX3CR1^+^CD206^+^ macrophages and induction of neoAg-specific CD8 T cells. Our findings highlight different mechanisms underlying neoAg vaccines and different forms of ICT and identify combinatorial therapies to enhance neoAg vaccine efficacy.

## In brief

Keshari et al. demonstrate in preclinical models that neoantigen peptide-based vaccines, anti-PD-1, and anti-CTLA-4 each induce partially distinct tumor microenvironment remodeling. Targeting intratumoral macrophages via TREM2 blockade extends the therapeutic window of neoantigen vaccines and is associated with a decrease in CX3CR1^+^CD206^+^ macrophages and the promotion of neoantigen-specific T cells.

## INTRODUCTION

For many cancer immunotherapies, T cell recognition of tumor antigens is critical for efficacy.^1–4^ Tumor-specific neoantigens (neoAgs) formed from somatic alterations are largely omitted from immune tolerance and are exclusively expressed in cancer cells, making them favorable cancer vaccine targets.^1,3,4^ NeoAg vaccines have shown promise in early-phase clinical trials,^5–14^ but many fundamental questions regarding neoAg vaccines remain unclear,^15^ including how to best combine vaccines with other therapeutic modalities.

We previously used immunogenomic/mass spectrometry approaches to identify neoAgs and demonstrated that neoAg cancer vaccines could provoke tumor rejection in methylcholanthrene (MCA)-induced sarcoma models.^16^ Others used similar approaches to identify neoAgs.^3,6,7,17–20^ We further showed that neoAgs are major targets of T cells reactivated by immune checkpoint therapy (ICT) and that anti-CTLA-4 and anti-PD-1 ICT induces changes in both CD4 and CD8 T cells within the tumor microenvironment (TME),^16,21–24^ consistent with other studies.^25,26^ While both conventional CD4 and CD8 T cells drive immunotherapeutic responses to cancer,^16,23,27–29^ CD8 T cells are often the most potent direct inducers of tumor cell death.^30^ Intratumoral CD8 T cells expressing activation markers, including inhibitory receptors like PD-1, LAG-3, and TIM-3, often exist in a terminally differentiated state ranging from short-lived cytotoxic effectors to dysfunctional/exhausted states.^30–33^ The latter are characterized by reduced function, sustained inhibitory receptor expression, and unique transcriptional and epigenetic profiles, distinguishing them from memory and stem-like T cells (progenitor/precursor exhausted [Pex] CD8 T cells).^30,32,33^ Whereas the transcription factor TCF-1 supports stemness or memory-like attributes^34,35^ in Pex/Pex-like CD8 T cells, chronic antigen exposure and/or signals within the TME promote TOX expression, leading to a fixed epigenetic landscape in terminally dysfunctional/exhausted CD8 T (Tex) cells.^33,36–40^ PD-1^hi^TOX^+^TCF-1^−^ Tex cells likely lack the ability to recover potent effector function following immunotherapies such as PD-1/PD-L1 blockade.^30,31,41,42^ Instead, PD-1^+^TCF-1^+^ Pex/Pex-like CD8 T cells within tumors/lymph nodes expand and differentiate into PD-1^+^TCF-1^−^ CD8 T effector-like cells in response to anti-PD-1/PD-L1.^30–32,43–45^

While tumor lymphoid and myeloid immune compositions play a major role in response to immunotherapy,^24–26,46–51^ the heterogeneity and dynamics of immune infiltrates in response to immunotherapies such as ICT and neoAg cancer vaccines are not thoroughly characterized. We developed preclinical models to interrogate potential synergies between the mechanisms underlying neoAg synthetic long peptide (SLP) cancer vaccines and different ICTs. NeoAg SLP vaccines induced the most robust expansion of polyfunctional neoAg-specific CD8 T cells, including proliferating and stem-like/Pex-like CD8 T cells. Anti-CTLA-4 and/or anti-PD-1 ICT increased the frequency and effector function of intratumoral neoAg-specific CD8 T cells, with anti-CTLA-4-containing treatments also dramatically altering CD4 T cells. Both neoAg SLP vaccines and ICT promoted expansion of intratumoral M1-like inducible nitric oxide synthase (iNOS)^+^ macrophages, and while ICT reduced the frequency of M2-like CX3CR1^+^CD206^+^ macrophages, including those expressing the TREM2 receptor, CX3CR1^+^CD206^+^ macrophages were largely maintained in neoAg SLP vaccine-treated mice. NeoAg SLP vaccination in combination with either antiCTLA-4 or anti-PD-1 displayed enhanced efficacy, further supporting the rationale of combining neoAg SLP vaccines with ICT. Finally, based on our observations in the macrophage compartment upon neoAg SLP vaccination, we assessed a combination of neoAg SLP vaccination and anti-TREM2, demonstrating enhanced efficacy of this combination associated with a decrease in CX3CR1^+^CD206^+^ macrophages and promotion of interferon-γ (IFN-γ)^+^ neoAg-specific CD8 T cells.

## RESULTS

### NeoAg SLP vaccines and ICT induce T cell-dependent long-term tumor protection

For this study, we modified the genetically engineered mouse model (GEMM)-derived *Braf*^*V600E*^*Pten*^−/−^*Cdkn2a*^−/−^ YUMM1.7 melanoma line^52^ to express different combinations of major histocompatibility complex (MHC) class I (MHC-I) and MHC-II neoAgs. GEMM tumors are generally poorly immunogenic; however, they can be engineered to express neoAgs to study tumor-immune system interactions.^23,53–56^ We engineered YUMM1.7 to express known tumor neoAgs via introduction of minigenes encoding the G1254V mutation in Lama4 (mLama4^MHC-I^), the A506T mutation in Alg8 (mAlg8^MHC-I^), and the N710Y mutation in Itgb1 (mItgb1^MHC-II^) neoAgs^16,23^ in various combinations: mLama4^MHC-I^ + mItgb1^MHC-II^ (Y1.7LI line) or mAlg8^MHC-I^ + mItgb1^MHC-II^ (Y1.7AI line) (Figure S1A). Consistent with prior observations,^57^ the parental YUMM1.7 melanoma line was insensitive to anti-CTLA-4 and/or anti-PD-1 ICT (Figure S1B). In contrast, expression of mLama4^MHC-I^ or mAlg8^MHC-I^ neoAg along with mItgb1^MHC-II^ neoAg rendered YUMM1.7 melanoma lines (Y1.7LI and Y1.7AI) sensitive to anti-CTLA-4 ICT (Figure 1A).

We next asked whether therapeutic cancer vaccines composed of the SLP containing the minimal MHC-I neoAg epitope^16^ and the adjuvant poly(I:C) (pI:C) could induce regression of the Y1.7LI and Y1.7AI neoAg-expressing lines. Tumor-bearing mice treated with pI:C alone displayed outgrowth of Y1.7LI or Y1.7AI melanoma, whereas vaccines comprising relevant neoAg SLP + pI:C (neoAg SLP vax) induced rejection or delayed outgrowth of Y1.7LI or Y1.7AI (Figure 1B). NeoAg vaccine-induced tumor rejection was dependent upon specific neoAg expression, as mAlg8 SLP + pI:C did not induce Y1.7LI (mLama4 expressing) tumor rejection and vice versa with Y1.7AI (mAlg8 expressing) (Figure 1B). Mice that rejected Y1.7AI or Y1.7LI tumors upon neoAg SLP vax or anti-CTLA-4 were rechallenged in the absence of additional treatment with the same tumor lines 60+ days after rejection of the primary tumors. Upon secondary challenge, no detectable tumor was observed, indicating long-term protection against rechallenge with the same tumor (Figure S1C). In contrast, both Y1.7-neoAg-expressing lines grew out when injected into naive mice in the absence of treatment. When mice that previously rejected Y1.7LI tumors were rechallenged with parental YUMM1.7, progressive tumor growth was observed (Figure S1D), indicating that immunity was neoAg specific.

Y1.7AI or Y1.7LI tumors from anti-CTLA-4-treated mice contained greater frequencies of mAlg8- or mLama4-specific CD8 T cells compared to mice receiving control monoclonal antibody (mAb) (Figures 1C and S1E). Whereas pI:C alone had little effect on the frequency of neoAg-specific CD8 T cells, neoAg SLP vax induced a 4-fold or more increase in mAlg8- or mLama4-specific CD8 T cells (Figures 1C and S1E), including those co-expressing the inhibitory receptors PD-1 and TIM-3 (Figure S1F); however, this itself does not necessarily indicate reduced function.^30,58^

Next, we focused on Y1.7LI and delayed treatment initiation until day 7 post-transplant, a time point at which anti-CTLA-4, anti-PD-1, anti-CTLA-4 plus anti-PD-1, or neoAg SLP vax still induced tumor rejection in a majority of mice (Figure 1D). ICT- and neoAg SLP vax-induced tumor rejection was dependent on both CD4 and CD8 T cells, since depleting either subset abolished therapeutic efficacy (Figure S2A). Y1.7LI-rechallenged mice that rejected Y1.7LI upon neoAg SLP vax or anti-CTLA-4 and/or anti-PD-1 initiated on day 7, but not untreated naive mice, showed no detectable tumor upon secondary challenge (Figure S2B).

### TME remodeling induced by neoAg SLP vaccines and ICT

We next used an unbiased approach to assess whether effective neoAg SLP vaccines induced TME alterations that are distinct from or overlapping with different forms of ICT. Y1.7LI tumor-bearing mice were treated with control mAb, anti-CTLA-4 and/or anti-PD-1, control vax, or neoAg SLP vax beginning on day 7 (Figure 2A). 

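The scRNA-seq of this experiment comprised 6 droplet-based libraries of sorted CD45+ cells from Y1.7LI tumors, 1 per condition, and each library pooled the tumors of 5 mice. Control mAb or the ICT antibodies were given at 200 µg on days 7, 10 and 13. The vaccines held 10 µg of SLP with 50 µg of pI:C and were given on days 7 and 13. Control vax carried an SLP irrelevant to Y1.7LI (mAlg8), and neoAg SLP vax carried the mLama4 SLP. The authors aligned the reads to the mm10 mouse genome and counted UMIs per gene and cell barcode with Cell Ranger. The deposited values are these raw counts, without normalization. After cells with under 500 UMIs or over 10% mitochondrial UMIs were left out, 47847 of 49864 barcodes remained. The control mAb library kept 8203 cells with 48623380 UMIs and a median of 4343 UMIs per cell. The anti-CTLA-4 library kept 6965 cells with 38076146 UMIs (median 4088), the anti-PD-1 library 8084 cells with 47528383 UMIs (median 4176), and the library of anti-CTLA-4 plus anti-PD-1, called combination ICT here, 7408 cells with 30408341 UMIs (median 2994). The control vax library kept 9686 cells with 75559485 UMIs (median 5325.5) and the neoAg SLP vax library 7501 cells with 42000082 UMIs (median 3952). Cells were clustered across the libraries with Seurat after reciprocal PCA integration, and clusters were named after the marker genes the paper gives, with "-like" added because the names rest on these markers alone. Many of the genes the paper names for their level in these cells, such as Cx3cr1, Trem2, Nos2, Ifng and Icos, were kept out of the clustering genes. Others, such as Il1a and Chil3, were not, nor were Foxp3 and Arg1. A share of cells carries an exact (Clopper-Pearson) 95% interval, and a level, given in CPM (UMIs of a gene per 1000000 UMIs of a lineage), carries an exact Poisson 95% interval. With 1 library per condition, these intervals cover counting error only, the spread between mice cannot be measured, and no test compares conditions. Kinds of cell were compared within each library by an exact two-sided sign-flip test over the 6 libraries, whose smallest possible p is 0.03125.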

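The cells formed 29 clusters. T cell-like clusters held 48.5% with control mAb, 57.5% with anti-CTLA-4, 47.5% with anti-PD-1 and 60.0% with combination ICT, against 40.9% with control vax and 40.7% with neoAg SLP vax. Monocyte/macrophage-like clusters held 21.2% with control mAb, 19.6% with anti-CTLA-4, 25.6% with anti-PD-1, 20.8% with combination ICT, 19.1% with control vax and 17.8% with neoAg SLP vax. NK cell- and ILC-like clusters held between 4.45% (control vax) and 9.70% (anti-PD-1) of cells, and DC-like clusters between 3.43% (combination ICT) and 5.47% (anti-PD-1). B cell-like clusters held 8.87% (8.27% to 9.51%) with control mAb, 7.22% (6.62% to 7.86%) with anti-CTLA-4, 5.47% (4.98% to 5.99%) with anti-PD-1 and 2.16% (1.84% to 2.52%) with combination ICT, against 21.7% (20.9% to 22.6%) with control vax and 23.4% (22.5% to 24.4%) with neoAg SLP vax. Neutrophil-like cells stayed at or under 1.08% of each library. Clusters whose leading genes belonged to more than 1 lineage held 2.33% to 5.67% of cells. Clusters that no marker list named and that were counted with no kind of cell held 1.08% to 2.74%. Further clusters without a name, such as those of 4552 and 4306 cells, were counted with T cells, ILCs or monocytes/macrophages, whose markers scored highest in them. The B cell-like share of control vax moved most under a minimum of 1000 UMIs per cell, to 22.3%.

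**Figure D1:**
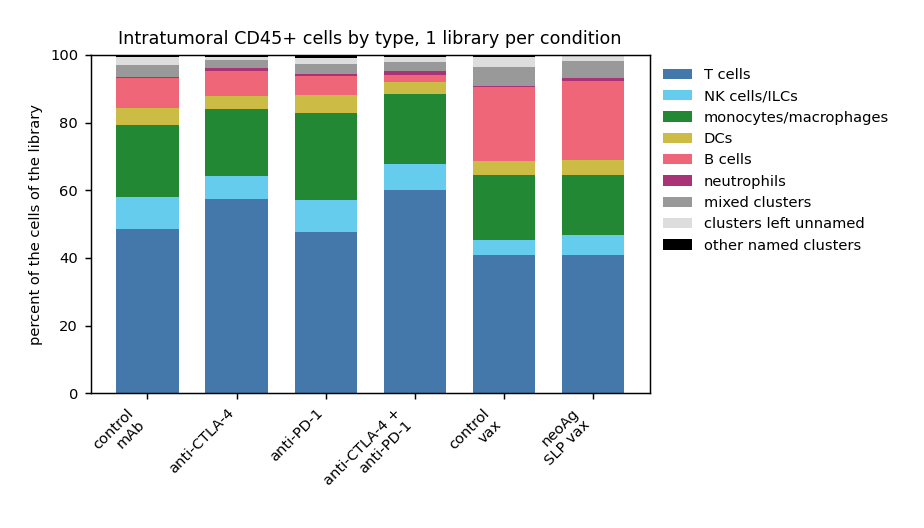
Share of each kind of cell, in percent of the cells of a library (y axis), for the 6 libraries (x axis), stacked by kind of cell. B cells reach 21.7% and 23.4% with control vax and neoAg SLP vax, and T cells hold the largest share in each library.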

Tumors were harvested on day 15 (a critical time point prior to tumor rejection), and CD45^+^ cells were sorted for single-cell RNA sequencing (scRNA-seq), revealing clusters of myeloid cells and lymphocytes (Figures 2B and 2C). scRNA-seq and flow cytometry both indicated that immunotherapy altered the proportions of different myeloid and lymphoid subsets (Figure S3A).

To gain more insights into how the different immunotherapies altered intratumoral T cells, clusters containing activated T cells were subclustered, yielding multiple subsets of conventional T cells, Foxp3^+^CD4^+^ T regulatory cells (Tregs), gamma delta T cells (gdT), and innate lymphoid cells (ILCs) (Figures 2D, 2E, S3B–S3E, and S4A; Table S1). 

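The cells subclustered here were the 27300 cells of all T cell- and ILC-like clusters, quiescent T cells included, which gave 24 subclusters. Of these, 12 carried the markers of a kind of cell the paper names, 3 were mixed with B cell or macrophage genes, and 9 could not be named. The named ones included an ICOShiBhlhe40hi Th1-like, a Th1_A-like, a Th2-like, a Tfh-like, a Cd8 Eff/Ex-like, an IFN-stimulated (iSTIM-like), a cycling, a Treg_3-like and a gamma delta (gd_2-like) subcluster. Shares below are given over these T cells and ILCs, between 3645 (neoAg SLP vax) and 5070 (combination ICT) cells per library. Quiescent T-like cells made up 5.77% with control mAb, 4.06% with anti-CTLA-4, 4.30% with anti-PD-1 and 4.20% with combination ICT, but 32.2% with control vax and 20.4% with neoAg SLP vax. Subclusters that were neither CD4, CD8, Treg, cycling, gamma delta nor NK-like by their marker UMIs held 26.6% with control mAb, 24.8% with anti-CTLA-4, 26.8% with anti-PD-1, 21.9% with combination ICT, 19.6% with control vax and 19.0% with neoAg SLP vax, and mixed ones 0.644% to 4.61%.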

Cluster Cd4/8_Cycling_ contained a mix of Tregs, CD4 T cells, and CD8 T cells and displayed a cell proliferation/cycling transcriptional signature (Figures 2D–2F, S4A, S4B; Table S1). 

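Cycling T-like cells fell into 2 subclusters in the reclustered data. In the larger, with 1318 cells, the 6 cell cycle markers were detected in 91.5% of cells on average, a Cd4 UMI in 38.2%, a Cd8a UMI in 47.0% and a Foxp3 UMI in 19.7%. In the smaller, with 831 cells and DNA replication genes such as Mcm5 and Mcm3 among its leading genes, the markers were detected in 56.1%, a Cd4 UMI in 21.4%, a Cd8a UMI in 62.5% and a Foxp3 UMI in 10.6%. Median UMIs per cell in these subclusters were 3.01 and 2.50 times the median of their libraries.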

Anti-CTLA-4-, anti-PD-1-, control vax-, or neoAg SLP vax-treated mice contained a greater frequency of cells within Cd4/8_Cycling_ compared to control mAb (Figure S4C). 

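Taken over both cycling subclusters, cycling T-like cells made up 5.29% (4.68% to 5.97%) of T cells and ILCs with control mAb. The share was 9.99% (9.13% to 10.9%) with anti-CTLA-4, 8.81% (8.01% to 9.65%) with anti-PD-1 and 7.06% (6.37% to 7.80%) with combination ICT, and 6.71% (6.01% to 7.47%) with control vax and 10.0% (9.08% to 11.1%) with neoAg SLP vax. The log2 ratio to control mAb was 0.92 for anti-CTLA-4, 0.73 for anti-PD-1, 0.42 for combination ICT, 0.34 for control vax and 0.92 for neoAg SLP vax, and each exceeded counting error. Under a denominator without quiescent T-like subclusters the log2 ratio of control vax moved most, to 0.82.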

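Cycling T-like cells with a Cd3 UMI were sorted by their Foxp3, Cd4 and Cd8 UMIs. Cells with a Foxp3 UMI made up 19.3% (14.6% to 24.7%) with control mAb, 5.71% (3.73% to 8.31%) with anti-CTLA-4, 10.8% (7.89% to 14.3%) with anti-PD-1 and 7.65% (5.06% to 11.0%) with combination ICT. Conventional CD4 T cells, with Cd4 but no Foxp3 or Cd8 UMIs, made up 11.6% (7.94% to 16.3%) with control mAb, 26.0% (22.0% to 30.4%) with anti-CTLA-4, 14.9% (11.5% to 18.8%) with anti-PD-1 and 25.6% (21.0% to 30.6%) with combination ICT. The CD8 share was 55.0% (48.6% to 61.3%) with control mAb, 57.3% (52.5% to 62.0%) with anti-CTLA-4, 60.7% (55.6% to 65.6%) with anti-PD-1 and 48.2% (42.8% to 53.7%) with combination ICT. The number of cycling CD8 T cells per cycling Foxp3+ cell was 2.85 (2.04 to 4.05) with control mAb, 10.0 (6.64 to 15.8) with anti-CTLA-4, 5.62 (4.03 to 8.00) with anti-PD-1 and 6.31 (4.15 to 9.94) with combination ICT. A limit of 5% mitochondrial UMIs took each of the 4 numbers below its interval, with a log2 ratio to the value given of -0.70 for control mAb, -0.79 for anti-CTLA-4, -0.79 for anti-PD-1 and -0.80 for combination ICT. A minimum of 1000 UMIs per cell did so for control mAb (-0.61) and anti-PD-1 (-0.73). Per cycling conventional CD4 T cell, the corresponding numbers were 4.72 (3.15 to 7.32), 2.20 (1.76 to 2.77), 4.07 (3.04 to 5.52) and 1.89 (1.44 to 2.47). With at most 5% mitochondrial UMIs, those of anti-CTLA-4 and combination ICT fell below their intervals, by log2 changes of -0.40 and -0.49. They also did under a minimum of 1000 UMIs per cell (-0.37 and -0.46), while those of control mAb and anti-PD-1 stayed within theirs. The control mAb library held 249 such cycling cells and the ICT libraries between 340 and 438. Of the alternatives, a gate on UMIs in place of clusters moved the log2 ratio of the Foxp3+ share between anti-CTLA-4 and control mAb most, to -1.31.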

Anti-CTLA-4 (±anti-PD-1) reduced proliferating Tregs and expanded CD4 T cells within Cd4/8_Cycling_, while the ratio of proliferating CD8 T cells to Tregs or CD4 T cells was higher with anti-PD-1 (Figures S4D–S4F). 

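Among cycling T-like cells of the vaccine libraries, CD8 T cells made up 34.2% (28.6% to 40.2%) with control vax and 58.3% (52.6% to 63.9%) with neoAg SLP vax, Foxp3+ cells 27.6% with control vax and 10.9% with neoAg SLP vax, and conventional CD4 T cells 12.9% with control vax and 9.29% with neoAg SLP vax. The number of cycling CD8 T cells per Foxp3+ cell was 1.24 (0.905 to 1.70) with control vax and 5.35 (3.70 to 7.97) with neoAg SLP vax, and per conventional CD4 T cell 2.66 (1.78 to 4.04) and 6.28 (4.22 to 9.64). With at most 5% mitochondrial UMIs, the numbers per Foxp3+ cell fell below their intervals, by log2 changes of -0.85 with control vax and -0.90 with neoAg SLP vax, as did that of neoAg SLP vax per conventional CD4 T cell, by -0.65. Under a minimum of 1000 UMIs per cell, that of control vax per Foxp3+ cell (-0.61) and that of neoAg SLP vax per conventional CD4 T cell (-0.57) did as well. Cycling CD8 T cells were 4.99% of all T cells and ILCs with neoAg SLP vax, 2.02% with control vax, 2.86% with control mAb, 5.57% with anti-CTLA-4 and 5.04% with anti-PD-1. Quiescent T-like cells weigh on these last shares most in the vaccine libraries, and without them cycling CD8 T cells were 6.27% with neoAg SLP vax, 2.98% with control vax, 3.03% with control mAb, 5.81% with anti-CTLA-4, 5.27% with anti-PD-1 and 3.38% with combination ICT, the intervals of neoAg SLP vax (5.42% to 7.22%) and anti-CTLA-4 (5.13% to 6.55%) overlapping.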

NeoAg SLP vax contained the greatest ratio of cycling CD8 T cells to other T cells in this cluster compared to all other conditions (Figure S4E).

We identified five exclusively CD8 T cell clusters, spanning a range of activation states, including proliferating (Cd8_Cycling_), CD69^hi^ IFN-stimulated (Cd8_iSTIM_), PD-1^+^TCF-1^+^ stem-like/Pex-like (Cd8_PE_), and PD-1^+^TCF-1^−^ terminal effectors or dysfunctional/exhausted CD8 T cells (Cd8_Eff/Ex_) (Figures 2D, 2E, S4A, and S5A–S5C; Table S1).

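At the resolution used here, a single activated subcluster was CD8-restricted, with 3422 cells, of which 81.6% had a Cd8a UMI and 3.24% a Cd4 UMI. Its score was highest for the Cd8 Eff/Ex markers, with Gzmk and Ccl5 among its leading genes. It held 15.7% (14.7% to 16.8%) with control mAb, 12.3% (11.3% to 13.2%) with anti-CTLA-4, 11.9% (11.0% to 12.8%) with anti-PD-1 and 18.9% (17.8% to 20.0%) with combination ICT, and 6.37% (5.68% to 7.11%) with control vax and 8.56% (7.67% to 9.52%) with neoAg SLP vax of T cells and ILCs. The IFN-stimulated subcluster mixed CD8 and CD4 T cells: of its 1052 cells, 43.2% had a Cd8a UMI and 22.5% a Cd4 UMI. No subcluster passed the naming rule for Cd8PE or Cd8Ccr7. A further 1414 cells formed a quiescent T-like subcluster in which 85.9% of cells had a Cd8b1 UMI.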

### Anti-PD-1 expands neoAg-specific CD8 effector T cells, including those with high Bhlhe40 expression, particularly when combined with anti-CTLA-4

We and others previously demonstrated that tumor-specific CD8 T cells have unique properties and that immunotherapy primarily affects tumor-reactive versus bystander CD8 T cells.^16,21,22,59–61^ Therefore, we analyzed mLama4 neoAg-specific CD8 T cells (Figure 3A). Anti-CTLA-4 and/or anti-PD-1 increased the overall frequency of intratumoral CD8 T cells (Figure 3B). Anti-CTLA-4 (±anti-PD-1) also drove a significant increase in mLama4-specific CD8 T cells as a percentage of CD8 T cells or CD45^+^ cells. Anti-PD-1 significantly increased mLama4-specific CD8 T cells as a percentage of CD45^+^ cells (Figures 3C, 3D, and S6A). NeoAg SLP vaccines drove the greatest increase in mLama4-specific CD8 T cells, from less than 2% (control mAb or control vax) to over 20% of CD8 T cells, which accounted for over 4% of intratumoral CD45^+^ cells (Figures 3C, 3D, and S6A).

Since scRNA-seq of CD45^+^ cells did not distinguish neoAg-specific CD8 T cells, we profiled sorted neoAg-specific CD8 T cells by scRNA-seq (Figure 3A). NeoAg-specific CD8 T cell clusters were annotated based on expression of select transcripts and comparisons with both mouse and human published datasets^31,41,59,60^ (Figures 3E–3H, 4A, 4B, S6B, and S7A; Table S1).

Clusters nAg.Cd8_Eff/Ex_ and nAg.Bhlhe40^Hi^Cd8 expressed *Pdcd1*, *Havcr2* (TIM-3), *Lag3*, and *Tigit*, as well as effector transcripts (e.g., *Nkg7*, *Ccl5*, *Gzmb*, *Gzmk*, *Prf1*, and *Cxcr6*). These two clusters also expressed *Tox* and exhibited little to no detectable expression of *Tcf7* (TCF-1) (Figures 3F–3H and S6B), consistent with activated effector or Tex CD8 T cells. Whereas the proportion of cells in nAg.Cd8_Eff/Ex_ increased with anti-PD-1 (±anti-CTLA-4), neoAg SLP vax reduced the proportion of nAg.Cd8_Eff/Ex_ cells compared to control mAb or control vax (Figure 4C). The top defining marker of cluster nAg.Bhlhe40- ^Hi^Cd8 was *Bhlhe40* (Figure 3G; Table S1), a transcription factor we previously demonstrated was upregulated in tumor-specific T cells and required for CD4 and/or CD8 T cell effector function and response to ICT.^24^ In addition to *Bhlhe40* (as well as *Pdcd1*, *Havcr2*, and *Lag3*), this cluster notably expressed other transcripts induced by T cell receptor (TCR) activation (e.g., *Ctla4*, *Cd69*, *Nr4a1*, and *Nr4a3*) and displayed high expression of *Tbx21* (T-bet) and *Ifng* (Figures 3G, 3H, and S6B). Compared to control mAb treatment, where nAg.Bhlhe40^Hi^Cd8 represented ~2.4% of mLama4-specific CD8 T cells, an ~2.6-fold increase occurred with anti-PD-1 (Figure 4C). Strikingly, anti-CTLA-4 and anti-PD-1 combination ICT increased this cluster to over 28% of mLama4-specific CD8 T cells.

In addition to increasing the frequency of cells within nAg. Cd8_Eff/Ex_ and nAg.Bhlhe40^Hi^Cd8, combination ICT increased the expression of *Bhlhe40*, *Fasl*, *Il7r*, *Icos*, and *Cd28* while decreasing *Tox*, *Pdcd1*, *Lag3*, *Entpd1*, and *Tigit* expression within both clusters (Figures 3H and S6B). The decrease in *Tox*, *Pdcd1*, *Lag3*, *Entpd1*, and *Tigit* was also observed with anti-CTLA-4 monotherapy (Figures 3H and S6B). In contrast, increased *Bhlhe40* expression was most prominent in the presence of anti-PD-1. Other features (e.g., increased *Icos*, *Cd28*, and *Fasl*) were unique to anti-CTLA-4 and anti-PD-1 combination ICT (Figure S6B).

### NeoAg SLP vaccination promotes PD-1^+^TCF-1^+^ stem-like/Pex-like and proliferating neoAg-specific CD8 T cells

NeoAg SLP vax drove an over 3- and 8-fold increase in the frequency of mLama4-specific CD8 T cells within cluster nAg.PD-1^+^TCF-1^+^Cd8 compared to control mAb and control vax, respectively (Figure 4C). Cluster nAg.PD-1^+^TCF-1^+^Cd8 displayed high expression of *Pdcd1*; low to moderate expression of *Ifng*, *Gzmk*, and *Prf1*; and little to no detectable expression of *Havcr2* or *Entpd1* (Figures 3G and 3H). nAg.PD-1^+^TCF-1^+^Cd8 also expressed *Ccr7*, *Bach2*, *Slamf6*, and *Tcf7* (TCF-1), indicative of plastic or stem-like features observed in Pex/Pex-like CD8 T cells (Figures 3G and 3H; Table S1). nAg.PD-1^+^TCF-1^+^Cd8 also expressed *Xcl1* (Table S1), encoding a chemoattractant for Xcr1^+^ type I conventional dendritic cells (cDC1s).^62^ While neoAg SLP vax promoted this population, the proportion of neoAg-specific CD8 T cells within this cluster was reduced with combination anti-CTLA-4 and anti-PD-1 (Figure 4C).

We annotated five clusters of “cycling” neoAg-specific CD8 T cells displaying a range of activation states (Figure 3G; Table S1). The frequency of total cells within cycling clusters was modestly increased by anti-CTLA-4 or anti-PD-1 ICT, whereas combination ICT decreased the frequency (Figure S7B). Within nAg.Cd8_Cycling__1, nAg.Cd8_Cycling__3, and nAg.Cd8_Cycling__4, either control vax or neoAg SLP vax increased the frequency of neoAg-specific CD8 T cells compared to control mAb (Figure 4C). nAg.Cd8_Cycling__2 represented 3.79% of neoAg-specific CD8 T cells with control mAb treatment and 10.6% under control vax conditions, whereas under neoAg SLP vax conditions, the frequency of cells within this cluster increased to 19.2% of neoAg-specific CD8 T cells (Figure 4C). Compared to the other cycling clusters, nAg.Cd8_Cycling__2 expressed higher *Tnfrsf4* (OX40), *Tnfrsf9* (4-1BB), *Prf1*, and *Ifng* (Figures 3G and S6B). Although both control vax and neoAg SLP vax promoted cycling neoAg-specific CD8 T cells, far more neoAg-specific CD8 T cells were observed within tumors treated with neoAg SLP vax compared to control vax (Figures 3C and 3D). These differences are likely because under control vax, significantly more intratumoral CD8 T cells are undergoing apoptosis than with neoAg SLP vax or control mAb (Figure S7C).

Most neoAg-specific CD8 T cells expressed PD-1 protein, with similar frequencies of PD-1^+^TIM-3^+^ or PD-1^+^LAG-3^+^ neoAg-specific CD8 T cells observed between the different ICT treatment conditions (Figures 4D and S6C). Expression of PD-1 on a per-cell basis was lower in ICT-treated groups. In contrast, an increase in the percentage of PD-1^+^TIM-3^+^ or PD-1^+^LAG-3^+^ neoAg-specific CD8 T cells was observed in mice treated with neoAg SLP vax compared to control mAb or control vax (Figures 4D and S6C). Intracellular cytokine staining (ICS) on isolated intratumoral CD8 T cells restimulated with the mLama4 neoAg peptide revealed that neoAg SLP vax or anti-CTLA-4 increased the frequency of IFN-γ^+^ or tumor necrosis factor (TNF)-α^+^ CD8 T cells, with neoAg SLP vax inducing the greatest expansion (>5-fold) compared to control mAb or control vax (Figure 4E). Among mLama4 neoAg-stimulated IFN-γ^+^ CD8 T cells, expression of IFN-γ increased significantly with anti-CTLA-4 and/or anti-PD-1, with neoAg SLP vax prompting the most robust increase (Figure 4E).

### Anti-CTLA-4 promotes Th1-like CD4 T cells expressing ICOS and Bhlhe40

Since effective neoAg SLP vax or ICT required not only CD8, but also CD4, T cells (Figure S2A), we examined CD4 T cells. Anti-CTLA-4 induced a higher frequency of conventional CD4 T cells and reduced the percentage of Tregs as assessed by scRNA-seq of CD45^+^ cells and flow cytometry (Figures S3A, S3B, S4D, and S4F). 

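Quiescent and cycling cells were left out of the conventional CD4 T-like subclusters, and with them a Naive/Mem-like subcluster of 1687 cells, in which 44.8% had a Cd4 UMI and 50.9% came from control vax. The remaining subclusters held, of T cells and ILCs, 16.7% (15.7% to 17.8%) with control mAb, 31.2% (29.8% to 32.5%) with anti-CTLA-4, 18.3% (17.2% to 19.5%) with anti-PD-1 and 28.0% (26.8% to 29.3%) with combination ICT, against 9.54% (8.70% to 10.4%) with control vax and 14.6% (13.5% to 15.8%) with neoAg SLP vax. The log2 ratio to control mAb was 0.90 for anti-CTLA-4, 0.74 for combination ICT and 0.13 for anti-PD-1. Treg-like subclusters, in which at least 40% of cells had a UMI of Foxp3 (chromosome X of GRCm38 from 7573644 to 7595245), held 11.4% (10.5% to 12.4%) with control mAb, 6.10% (5.42% to 6.84%) with anti-CTLA-4, 11.0% (10.1% to 11.9%) with anti-PD-1 and 6.61% (5.94% to 7.33%) with combination ICT, a log2 ratio of -0.90, -0.06 and -0.79 for the 3 ICT conditions in this order, of which that of anti-PD-1 was within counting error. The vaccine libraries held 10.4% (9.54% to 11.3%) with control vax and 10.3% (9.32% to 11.3%) with neoAg SLP vax. The log2 ratio of conventional CD4 T-like cells with anti-CTLA-4 moved most under clustering at resolution 1.2, to 1.17.

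**Figure D2:**
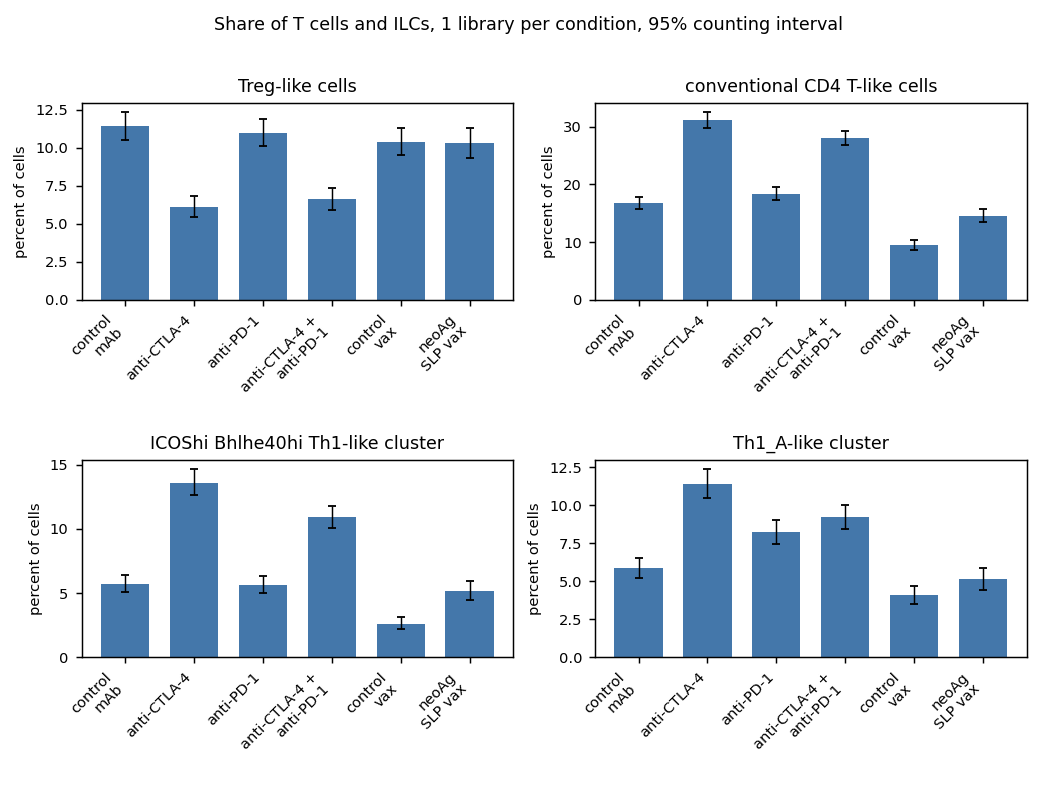
Share of Treg-like cells, conventional CD4 T-like cells, the ICOShiBhlhe40hi Th1-like subcluster and the Th1_A-like subcluster (panels), in percent of T cells and ILCs (y axis), for the 6 libraries (x axis), with exact 95% counting intervals as error bars. Treg-like cells fall to 6.10% and 6.61% in the anti-CTLA-4 and combination ICT libraries, where conventional CD4 T-like cells reach 31.2% and 28.0%.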

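Ifng (chromosome 10 of GRCm38 from 118441046 to 118445892) was measured in all conventional CD4 T-like cells at CPM of 263 (247 to 279.5) with control mAb, 517 (499 to 534) with anti-CTLA-4, 643 (618 to 668) with anti-PD-1 and 485 (465 to 505) with combination ICT, and at 423 (399 to 448) with control vax and 273 (252 to 295) with neoAg SLP vax. Bhlhe40 (chromosome 6 of GRCm38 from 108660629 to 108666925) stood at 1143 (1109.9 to 1178) with control mAb, 1267 (1240.0 to 1295) with anti-CTLA-4, 1171 (1138 to 1205) with anti-PD-1 and 1335 (1303 to 1368) with combination ICT. For Icos (chromosome 1 of GRCm38 from 60977927 to 61000320), the levels were 987 (956 to 1019) with control mAb, 817 (795 to 839) with anti-CTLA-4, 697 (671 to 724) with anti-PD-1 and 919.6 (893 to 947) with combination ICT. An ICOShiBhlhe40hi Th1-like subcluster held, of T cells and ILCs, 5.69% (5.05% to 6.38%) with control mAb, 13.6% (12.6% to 14.6%) with anti-CTLA-4, 5.64% (5.00% to 6.34%) with anti-PD-1 and 10.9% (10.1% to 11.8%) with combination ICT, log2 ratios to control mAb of 1.26, -0.01 and 0.94 for the 3 ICT conditions. Within each library, the subcluster was compared with the other conventional CD4 T-like cells in 10 genes, a comparison chosen after the data had been seen. Of these, 9 genes were higher in 6 of 6 libraries (exact sign-flip test, p = 0.03125 each, adjusted p = 0.0347 over the 10 genes). The mean log2 difference, with the lowest and highest library, was 1.12 (0.65 to 1.68) for Ifng, 0.69 (0.43 to 1.05) for Bhlhe40, 0.29 (0.11 to 0.49) for Icos and 1.36 (1.17 to 1.57) for Pdcd1. For Ctla4, Cxcr6, Csf2 and Fasl the means were 0.64, 1.21, 1.93 and 1.05, and Furin lay between 0.79 and 1.54. Tnfaip3 was higher in 5 of 6 libraries, by 0.15, short of the threshold (adjusted p = 0.125, exact sign-flip test). Under clustering at resolution 0.5 the Ifng difference of the ICOShiBhlhe40hi Th1-like subcluster against other conventional CD4 T-like cells no longer passed the threshold, at 0.11 with 3 of 6 libraries higher (exact sign-flip test, adjusted p = 0.594), and that of Csf2 no longer did under a minimum of 1000 UMIs per cell (0.54), a limit of 5% mitochondrial UMIs (0.45) and clustering at resolution 1.2 (0.39). Under lineage from a cell's own marker UMIs the log2 ratio of Ifng with anti-CTLA-4 moved most, to 0.86.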

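With every cell thinned to 1000 UMIs, an Ifng UMI was found in 12.5% with control mAb, 24.1% with anti-CTLA-4, 24.7% with anti-PD-1 and 21.6% with combination ICT of conventional CD4 T-like cells. In B cell-like cells, which should lack Ifng, the share was 0.699% with control mAb, 1.03% with anti-CTLA-4, 1.64% with anti-PD-1 and 0% with combination ICT. Median UMIs per conventional CD4 T-like cell were 4024, 4164.5, 3862.5 and 3061 in these libraries, and per B cell-like cell 3505, 3454, 3617.5 and 2476.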

Notably, anti-CTLA-4 (±anti-PD-1) induced subpopulations of Th1-like cells^63,64^ expressing *Ifng* and *Bhlhe40*, including cluster ICOS^hi^Bhlhe40^hi^CD4_Th1_, which also highly expressed *Icos*,^25,65,66^ *Pdcd1*, *Ctla4*, *Cxcr6*, *Csf2* (GM-CSF), *Fasl*, *Furin*, and *Tnfaip3* (Figures 2E, 5A, 5B, and S4A). ICOS^hi^Bhlhe40^hi^ CD4_Th1_ displayed enrichment in interleukin (IL)-2 STAT5 and IL-6 JAK STAT3 signaling, TNF-α signaling via NF-κB, and IFN-γ response gene sets, among others (Figure S8A). Although neoAg SLP vax exhibited a greater frequency of cells within this cluster compared to control vax, the frequency under neoAg SLP vax conditions was similar to that of control mAb (Figure 5B). 

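In the vaccine libraries the ICOShiBhlhe40hi Th1-like subcluster held, of T cells and ILCs, 5.16% (4.46% to 5.93%) with neoAg SLP vax and 2.61% (2.17% to 3.11%) with control vax, a log2 ratio of 0.98 between them. Against control mAb, the log2 ratio of neoAg SLP vax was -0.14, within counting error. Because quiescent T-like cells take a larger part of both vaccine libraries, the subcluster was also expressed over the other T cells and ILCs, of which it made up 6.48% with neoAg SLP vax, 3.85% with control vax and 6.04% with control mAb.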

Cd4_Th1__A also expressed *Icos* and *Bhlhe40*, but to less of an extent than ICOS^hi^Bhlhe40^hi^CD4_Th1_, and was further distinguished by lower *Furin*, *Cxcr6*, *Runx3*, *Tnfaip3*, *Pdcd1*, *Havcr2*, and *Lag3* expression and higher *Tbx21* expression (Figures 5A and S4A). 

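The Th1_A-like subcluster (2020 cells) was compared with the ICOShiBhlhe40hi Th1-like subcluster (2010 cells) inside each library, a comparison added once the data were known. Icos and Bhlhe40 were lower in 6 of 6 libraries, by a mean log2 difference of -0.44 (-0.75 to -0.23) and -1.23 (-1.72 to -0.83). So were Furin (-1.80), Cxcr6 (-1.20), Runx3 (-0.49), Tnfaip3 (-0.27), Pdcd1 (-1.56), Havcr2 (-1.24) and Lag3 (-1.29). For each of these 9 genes the exact sign-flip test gave p = 0.03125, or 0.0347 after adjustment over the 10 genes compared. Tbx21 was higher in 4 of 6 libraries, by 0.18 (-0.36 to 0.80), which did not pass the test (adjusted p = 0.375, exact sign-flip test). Of the alternatives, a limit of 5% mitochondrial UMIs moved the Icos difference most, to -0.95. The direction of the Havcr2 difference reversed under 4 alternatives, at 0.20 under clustering on the 2000 most variable genes with none left out, 0.12 under a minimum of 1000 UMIs per cell, 0.19 under a limit of 5% mitochondrial UMIs and 0.29 under clustering at resolution 0.5. The direction of the Lag3 difference reversed under 4 alternatives, at 0.24 under clustering on the 2000 most variable genes with none left out, 0.35 under a minimum of 1000 UMIs per cell, 0.37 under a limit of 5% mitochondrial UMIs and 0.25 under clustering at resolution 0.5.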

While anti-CTLA-4 and/or anti-PD-1 or neoAg SLP vax increased the frequency of CD4_Th1__A, the increase was most pronounced with anti-CTLA-4 (Figure 5B). 

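The Th1_A-like subcluster made up, of T cells and ILCs, 5.86% (5.21% to 6.56%) with control mAb, 11.4% (10.5% to 12.4%) with anti-CTLA-4, 8.23% (7.46% to 9.05%) with anti-PD-1 and 9.21% (8.43% to 10.0%) with combination ICT. Its share was 4.06% (3.51% to 4.67%) with control vax and 5.13% (4.44% to 5.90%) with neoAg SLP vax. The log2 ratio to control mAb was 0.96 for anti-CTLA-4, 0.49 for anti-PD-1, 0.65 for combination ICT and -0.19 for neoAg SLP vax, the last within counting error. Over T cells and ILCs without the quiescent T-like subclusters, the share was 6.22% with control mAb and 6.45% with neoAg SLP vax. The log2 ratio of anti-CTLA-4 moved most under clustering at resolution 1.2, to 2.04. Under clustering at resolution 1.2 that of neoAg SLP vax moved most, to 0.41.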

CD4_Th1__B was the smallest Th1-like cluster, and only subtle changes to its frequency occurred with treatment apart from control vax and combination ICT, where an increase was observed (Figure 5B). 

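The published signature of neoAg-specific CD4 TCR clonotypes from human tumors (Lowery_2022_CD4.neoAgTCR) lists 111 symbols, of which 104 matched a mouse gene by symbol and 103 were detected in conventional CD4 T-like cells. Each gene's mean log-normalized value was taken relative to 100 control genes of like expression, and each subcluster was compared with the other conventional CD4 T-like cells of its library. The ICOShiBhlhe40hi Th1-like subcluster scored higher in 6 of 6 libraries, by a mean of 0.0734 (0.0395 to 0.104; exact sign-flip test, p = 0.03125, adjusted p = 0.0481 over 20 comparisons). The Th1_A-like subcluster scored lower in 6 of 6 libraries, with a mean difference of -0.0274 (-0.0594 to -0.00129), at the same p-values of the exact test. No subcluster here carried the Th1_B markers. Of the alternatives, clustering at resolution 0.5 moved the difference of the ICOShiBhlhe40hi Th1-like subcluster most, to 0.00778. The direction of the Th1_A-like difference reversed under 5 alternatives, at 0.0494 under clustering on the 2000 most variable genes with none left out, 0.0377 under a minimum of 1000 UMIs per cell, 0.0391 under a limit of 5% mitochondrial UMIs, 0.0253 under clustering at resolution 1.2 and 0.0262 under clustering at resolution 0.5. Under these alternatives the Th1_A-like subcluster counted 1364 to 1691 cells, of which 67.2% to 80.1% had this name in the main clustering, a count made after the data were seen.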

Comparison with published gene signatures of neoAg-specific CD4 T cells indicated that ICOS^hi^Bhlhe40^hi^CD4_Th1_, CD4_Th1__A, and CD4_Th1__B displayed enrichment in signatures of tumor-specific CD4 T cells (Lowery_2022_CD4.neoAgTCR) derived from transcriptomic analysis of neoAg-specific TCR clonotypes from human metastatic tumor samples^61^ (Figure 5C). ICOS^hi^Bhlhe40^hi^CD4_Th1_, CD4_Th1__A, and CD4_cycling_ displayed features of neoAg-specific conventional CD4 T cells (isolated from human melanoma) that were previously described and phenotypically annotated (Oliveira_2022_Clust6_CD4.neoAg.Term.Exhaust, Oliveira_2022_Clust3_CD4.Follic/Progen.Exhaust, and Oliveira_2022_Clust8_CD4.neoAg.Proliferating)^67^ (Figure 5C).

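The 3 signatures from human melanoma matched 68 of 72 symbols (follicular/progenitor exhausted), 110 of 117 (terminally exhausted) and 280 of 305 (proliferating). The p-values below come from the same exact sign-flip test and were adjusted over the 20 comparisons. For terminal exhaustion, the mean difference from the other conventional CD4 T-like cells was 0.0185 (5 of 6 libraries higher, adjusted p = 0.184) in the ICOShiBhlhe40hi Th1-like subcluster and 0.0179 (5 of 6 libraries higher, adjusted p = 0.0833) in the Th1_A-like subcluster, neither of which passed the threshold. From summed counts, an alternative chosen after seeing the data, the difference was -0.0517 (2 of 6 libraries higher, adjusted p = 0.257) in the former and 0.131 (6 of 6 libraries higher, adjusted p = 0.0446) in the latter, which passed it. This alternative took the mean log2 difference of the signature genes without control genes, so it is a different measure from the score. Among the alternatives set in advance, the difference in the same signature also passed for the Th1_A-like subcluster under clustering on the 2000 most variable genes with none left out, a minimum of 1000 UMIs per cell, a limit of 5% mitochondrial UMIs and clustering at resolution 1.2, and for the ICOShiBhlhe40hi Th1-like subcluster under clustering with no integration. For the follicular/progenitor signature it was 0.0567 (6 of 6 libraries higher, adjusted p = 0.0481) in the Th1_A-like subcluster and -0.0624 (0 of 6 libraries higher, adjusted p = 0.0481) in the ICOShiBhlhe40hi Th1-like subcluster. From summed counts, the first of these fell short of the threshold, at 0.0938 (5 of 6 libraries higher, adjusted p = 0.0781). Cycling CD4 T cells differed most in the proliferating signature, by 0.250 (6 of 6 libraries higher, adjusted p = 0.0481), which follows in part from how these cells were found, since 7 markers used in naming are among its genes. Without naming markers, a choice made after seeing the data, the difference was 0.236 (6 of 6 libraries higher, adjusted p = 0.0481). They scored below the other conventional CD4 T-like cells in both exhaustion signatures, by -0.0965 (0 of 6 libraries higher, adjusted p = 0.0481) and -0.119 (0 of 6 libraries higher, adjusted p = 0.0481).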

The increase in IFN-g-expressing Th1-like cells most prominently induced by anti-CTLA-4 was reflected by ICS on intratumoral CD4 T cells restimulated *ex vivo* with the mItgb1 MHC-II neoAg peptide. Anti-CTLA-4 (±anti-PD-1) induced the strongest increase in the overall frequency of conventional CD4 T cells and IFN-γ^+^ CD4 T cells (Figures 5D and 5E), with anti-PD-1 also increasing IFN-γ ^+^ CD4 T cells (Figure 5E). Interestingly, under combination ICT, a small cluster (Cd4_Th2_) expressing *Icos* and *Bhlhe40*, as well as *Furin*, *Tnfaip3*, *Cd28*, and *Il7r*, was noted. 

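The Th2-like subcluster (747 cells) held, of T cells and ILCs, 2.50% (2.08% to 2.98%) with control mAb, 3.31% (2.80% to 3.87%) with anti-CTLA-4, 1.37% (1.05% to 1.74%) with anti-PD-1 and 5.64% (5.02% to 6.31%) with combination ICT, and 0.847% (0.603% to 1.16%) with control vax and 2.44% (1.97% to 3.00%) with neoAg SLP vax. Combination ICT had a log2 ratio to control mAb of 1.17. Compared inside each library with the other conventional CD4 T-like cells, a comparison chosen after the data were seen, the subcluster was higher in 6 of 6 libraries for Icos (0.50), Furin (0.78), Tnfaip3 (1.03) and Cd28 (0.42; mean log2 differences, exact sign-flip test, adjusted p = 0.0352 over 9 genes). Bhlhe40 was higher in 5 of 6 libraries, by 0.21 (-0.12 to 0.42), short of the threshold (adjusted p = 0.0625, exact sign-flip test).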

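In the Th2-like subcluster, Ifng was lower than in the other conventional CD4 T-like cells in 6 of 6 libraries, by a mean log2 difference of -2.96 (-3.57 to -2.36), as were Havcr2 (-2.53, -3.30 to -1.93) and Lag3 (-4.27, -7.54 to -1.72). Gata3 was higher in 6 of 6 libraries, by 2.48 (1.70 to 2.98). The exact sign-flip test gave p = 0.03125 for each of the 4 genes. Il4, Il5 and Il13 were among the markers that named the subcluster, so their level is given for all conventional CD4 T-like cells. There Il13 stood at CPM of 125 (114 to 137) with control mAb, 108 (99.7 to 116) with anti-CTLA-4, 25.8 (21.1 to 31.4) with anti-PD-1 and 198 (186 to 211) with combination ICT, and at 13.8 (9.79 to 19.0) with control vax and 48.9 (40.3 to 58.8) with neoAg SLP vax. Il5 was measured at 96.0 (86.5 to 106) with control mAb and 86.8 (78.8 to 95.4) with combination ICT, and Il4 at 16.2 (12.4 to 20.7) with control mAb and 30.4 (25.7 to 35.6) with combination ICT.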

Un-like the other ICOS^+^Bhlhe40^+^ clusters, *Ifng*, *Havcr2*, and *Lag3* were barely detectable, and instead, Cd4_Th2_ expressed *Gata3*, *Il4*, *Il5*, and *Il13*, indicative of Th2-like cells^63,64^ (Figures 5A, S4A, and S8B).

Monocle^68^ pseudotime/trajectory analysis of scRNA-seq data suggested that the starting point for conventional CD4 T cells corresponds to cells within cluster Cd4_Naive/Mem_ (expressing *Tcf7*, *Il7r*, and *S1pr1*) or CD4 T cells within cluster Cd4/8_Cycling_ (Figure 5F) with Cd4_Tfh_ (displaying T follicular helper-like transcriptional features^64^) connecting Cd4/8_Cycling_ CD4 T cells to the main trajectory toward Cd4_Naive/Mem_ and the branch to more activated, polarized CD4 T cells. Notably, a pseudotime trajectory branchpoint occurs whereby activated CD4 T cells occupy Th1-like ICOS^hi^Bhlhe40^hi^Cd4_Th1_ driven by anti-CTLA-4 (±anti-PD-1) or encounter another branch whereby they become either Th1-like cells within Cd4_Th1__A or Th2-like Cd4_Th2_, with Cd4_Th1__A being induced by anti-CTLA-4 and/or anti-PD-1 or neoAg SLP vax and Cd4_Th2_ primarily being driven by combination anti-CTLA-4 and anti-PD-1 (Figure 5F).

We also identified three Treg clusters (Figure S3B). 

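Treg-like cells fell into 2 subclusters. In the larger, of 2319 cells, 77.5% of cells had a Foxp3 UMI, and its markers did not separate Treg_1 from the other Treg clusters of the paper. The smaller, of 207 cells with a Foxp3 UMI in 59.4%, was named Treg_3-like, and the median UMIs of its cells were 0.593 times the median of their libraries.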

Treg_1 and Treg_3 appeared to be the most activated (Figure S4A). 

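The Treg_3-like subcluster made up, of T cells and ILCs, 1.40% (1.08% to 1.77%) with control mAb, 0.488% (0.306% to 0.738%) with anti-CTLA-4, 0.855% (0.611% to 1.16%) with anti-PD-1 and 0.394% (0.241% to 0.609%) with combination ICT, and 0.673% (0.458% to 0.955%) with control vax and 0.741% (0.489% to 1.08%) with neoAg SLP vax. It counted between 20 (combination ICT) and 67 (control mAb) cells per library.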

Mice treated with anti-CTLA-4 ± anti-PD-1 experienced a decrease in the frequency of Treg_1 and Treg_3 (Figure S3B). The anti-CTLA-4 mAb we used (mouse IgG2b; clone 9D9) is known to partially deplete Tregs, especially those highly expressing CTLA-4.^22,24–26,69–71^ Alterations to the overall frequency of Tregs most prominently observed with anti-CTLA-4 were corroborated by flow cytometry analysis (Figure S3A).

### Intratumoral myeloid compartment during neoAg SLP vaccine or ICT treatment

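In the clusters of monocytes, macrophages and DCs, 13309 cells formed 18 subclusters, of which 11 were monocyte/macrophage-like and 4 DC-like. The remaining 3 were mixed with lymphocyte genes. Of the monocyte/macrophage-like subclusters, 5 could not be named from the paper's markers, and they held 47.8% (control vax) to 63.3% (combination ICT) of monocytes/macrophages.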

To characterize monocytes/macrophages and DCs, we subclustered myeloid cell-containing clusters excluding the single neutrophil cluster (Figures 2B, 2C, 6A, and S9A). In addition to a plasmacytoid DC (pDC) cluster, four other DC clusters were identified (Figures S9A–S9E). 

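The 4 DC-like subclusters found here were pDC-like (338 cells), cDC1-like (206), Ccr7+ DC-like (808) and Mgl2+ DC-like (753). pDC-like cells made up between 0.594% (combination ICT) and 0.878% (anti-PD-1) of all cells, Ccr7+ DC-like cells between 1.21% and 1.95%, and Mgl2+ DC-like cells between 1.11% and 1.94%.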

Cluster CD103^+^cDC1 expressed multiple cDC1 transcripts including *Itgae* (*Cd103*), *Xcr1*, and *Clec9a* (Figures S9B and S9E). 

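The cDC1-like subcluster, with Xcr1 and Itgae among its leading genes, made up, of all cells, 0.354% (0.237% to 0.507%) with control mAb, 0.388% (0.256% to 0.564%) with anti-CTLA-4, 0.792% (0.610% to 1.01%) with anti-PD-1 and 0.405% (0.273% to 0.578%) with combination ICT, and 0.237% (0.151% to 0.356%) with control vax and 0.440% (0.303% to 0.617%) with neoAg SLP vax.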

CD63^+^Ccr7^+^cDC and Ccr7^+^cDC expressed *Ccr7*, *Cd1d1*, *Cd200*, *Fscn1*, *Cd274* (PD-L1), and *Pdcd1lg2* (PD-L2). 

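The Ccr7+ DC-like subcluster was not divided further here. Its Ccr7 and Fscn1 served to name it. Against the other DC-like cells of the same library, a comparison chosen after the data were seen, it was higher in 6 of 6 libraries for Cd1d1 (mean log2 difference 3.51, 2.20 to 4.27), Cd274 (1.32, 0.47 to 1.91) and Pdcd1lg2 (1.23, 0.69 to 2.37). Cd63 (4.68), Cd40 (2.27) and Cd70 (5.27) were also higher in 6 of 6 libraries (exact sign-flip test, adjusted p = 0.0365 over 7 genes), and Btla in 5 of 6, by 0.38 (-0.06 to 0.81), short of the threshold (adjusted p = 0.0625, exact sign-flip test).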

Compared to Ccr7^+^cDC, CD63^+^Ccr7^+^cDC expressed higher *Cd63*, *Cd40*, *Btla*, and *Cd70* (Figures S9D and S9E). These two migratory cDC clusters are consistent with mregDCs, which are cDC1s and cDC2s that express maturation as well as immunoregulatory markers (although they are not necessarily immunosuppressive).^72,73^ In addition, two small undefined clusters expressed transcripts predominantly associated with non-myeloid cells and instead expressed by lymphocytes/ILCs (Undef_1) and Tregs (Undef_2).

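Here 3 myeloid subclusters had leading genes of other lineages: 751 cells with T cell genes (Cd3e, Trac), 408 with B cell genes (Cd79a, Ms4a1) and 143 with NK cell genes (Ncr1, Klrb1c). Their cells had medians of 2.48, 2.49 and 2.22 times the median UMIs of their libraries. With doublets called at 0.8% per 1000 barcodes from their Scrublet score, 76.0%, 71.6% and 72.7% of these cells were called, against 6.73% of all cells.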

### Distinct macrophage remodeling induced by neoAg SLP vaccines and ICT

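Counted over all CD45+ cells, monocyte/macrophage-like cells numbered 1743 with control mAb, 1366 with anti-CTLA-4, 2067 with anti-PD-1, 1539 with combination ICT, 1852 with control vax and 1335 with neoAg SLP vax, against 3979, 4002, 3843, 4442, 3960 and 3053 T cell-like cells. They were the largest myeloid lineage in each library.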

Monocytes/macrophages represented a plurality of intratumoral CD45^+^ cells and displayed a range of phenotypic states^74,75^ (Figures 6A, S3A, and S10A–S10C). Ccr2^+^M_c1 was a small (~1% of myeloid compartment) cluster that displayed transcripts consistent with monocytes, including *Ccr2* and *Chil3*, and the frequency of cells within this cluster remained largely unchanged (Figures 6A, 6B, and S10C).

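The Ccr2+ monocyte-like subcluster, named from markers that include Ccr2 and Chil3, held 629 cells, 4.73% of the subclustered monocytes, macrophages and DCs. By condition this share was 4.33% (3.55% to 5.22%) with control mAb, 4.28% (3.38% to 5.32%) with anti-CTLA-4, 5.05% (4.26% to 5.95%) with anti-PD-1 and 4.24% (3.38% to 5.23%) with combination ICT, and 4.51% (3.74% to 5.38%) with control vax and 5.98% (4.96% to 7.14%) with neoAg SLP vax.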

Macrophages within CX3CR1^+^CD206^hi^M_c2 highly expressed *Cx3cr1* (fractalkine receptor transcript), *Mrc1* (CD206), *Trem2*,^76–78^ *Vcam1*, *Cd63*, and *Cd72*. 

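The CD206hi macrophage-like subcluster (1599 cells) was compared with the other monocytes/macrophages of its library, a comparison added after the data were seen. Mrc1 (chromosome 2 of GRCm38 from 14229392 to 14332057) was higher in 6 of 6 libraries, by a mean log2 difference of 1.81 (1.49 to 2.01). Cx3cr1 was higher by 1.62 (0.87 to 2.00), Trem2 by 1.11 (0.84 to 1.53), Vcam1 by 0.97 (0.26 to 1.42), Cd63 by 1.31 (1.13 to 1.51) and Cd72 by 1.62 (1.16 to 1.94), each in 6 of 6 libraries (exact sign-flip test, adjusted p = 0.03125 over the 6 genes). These genes took no part in the clustering.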

A reduced frequency of CX3CR1^+^CD206^hi^M_c2 macrophages was observed with anti-CTLA-4 ± anti-PD-1 compared to control mAb, with expression of *Cx3cr1* within this cluster decreasing under all ICT treatment conditions or with neoAg SLP vax (Figures 6A–6C, S10A, and S10C). 

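CD206hi macrophage-like cells made up, of all cells, 3.27% (2.89% to 3.67%) with control mAb, 1.97% (1.65% to 2.32%) with anti-CTLA-4, 3.36% (2.98% to 3.78%) with anti-PD-1 and 2.69% (2.33% to 3.08%) with combination ICT, and 4.98% (4.55% to 5.43%) with control vax and 3.21% (2.83% to 3.64%) with neoAg SLP vax. The log2 ratio to control mAb was -0.73 for anti-CTLA-4, 0.04 for anti-PD-1, -0.28 for combination ICT, 0.61 for control vax and -0.02 for neoAg SLP vax. Those of anti-PD-1 and neoAg SLP vax were within counting error. Under a minimum of 1000 UMIs per cell (-0.69), a limit of 5% mitochondrial UMIs (-0.92) and clustering at resolution 1.2 (-0.70), 3 of the 5 alternatives that gave a value, that of anti-PD-1 fell below its interval. Inside the subcluster, Cx3cr1 stood at CPM of 308 (285 to 331) with control mAb, 214 (187 to 244) with anti-CTLA-4, 241 (221 to 262) with anti-PD-1 and 223 (196 to 252) with combination ICT, and at 294 (281 to 308) with control vax and 168 (151 to 187) with neoAg SLP vax. The log2 ratio of anti-CTLA-4 moved most under a limit of 5% mitochondrial UMIs, to -1.14. The direction of the control vax ratio reversed under 3 alternatives, at -0.0254 under a minimum of 1000 UMIs per cell, -0.20 under a limit of 5% mitochondrial UMIs and -0.12 under clustering at resolution 1.2. Under these alternatives the subcluster counted 441 to 527 cells, against 1599 in the main clustering.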

CX3CR1^+^CD206^+^ M_c3 was a small cluster that also expressed *Cx3cr1*, as well as *Mrc1*, *Trem2*, *Vcam1*, and *Cd72*, with the latter transcripts being expressed less than in CX3CR1^+^CD206^hi^M_c2 (Figure 6A). CX3CR1^+^CD206^+^M_c3 also displayed high expression of *Mki67*. 

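A cycling macrophage-like subcluster of 391 cells had Birc5 and Cenpf among its leading genes, and Mki67 was one of the markers that named it. Set against the CD206hi macrophage-like cells of each library, after the data had been seen, it was lower in 6 of 6 libraries for Cx3cr1 (mean log2 difference -0.45, -0.76 to -0.11), Mrc1 (-1.80, -2.15 to -1.28), Trem2 (-1.45, -2.16 to -0.99), Vcam1 (-1.98, -2.80 to -1.52) and Cd72 (-0.96, -1.56 to -0.53; exact sign-flip test, adjusted p = 0.03125 over 5 genes). Inside it, Cx3cr1 was measured at 126 to 198 CPM. Of its cells, 18.7% were called doublets. The direction of the Cx3cr1 difference reversed under 1 alternative, at 0.25 under removal of the cells with the highest doublet scores.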

M_c8 macrophages expressed *Cx3cr1* and *Mrc1* under control mAb conditions, with ICT reducing expression of *Cx3cr1* within these clusters (Figures 6C and S10A). Other clusters also expressed *Cx3cr1* under certain treatment conditions, but overall, monocytes/macrophages from ICT-treated mice displayed reduced expression of *Cx3cr1* compared to control mAb (Figures 6A, 6C, 6D, S10A, and S10C). In contrast, monocytes/macrophages from control vax and neoAg SLP vax groups displayed similar or even higher expression of *Cx3cr1* compared to control mAb. It was also notable that *Trem2* was expressed highest in control vax and neoAg SLP vax groups, with macrophages co-expressing *Cx3cr1* and *Mrc1* also expressing *Trem2* (Figures 6D and S10C).

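Cx3cr1 (chromosome 9 of GRCm38 from 119901616 to 120069879) was summed over all monocytes/macrophages of a library, 6585141 (combination ICT) to 20146925 (control vax) UMIs. Its level in CPM was 123 (117 to 130.0) with control mAb, 75.3 (69.3 to 81.6) with anti-CTLA-4, 93.5 (88.2 to 99.0) with anti-PD-1 and 101 (93.9 to 109) with combination ICT. The log2 ratios to control mAb were -0.71, -0.40 and -0.28 for the 3 ICT conditions, and 1.40%, 6.60% and 14.6% of the 500 genes nearest in expression had a lower ratio. With each cell thinned to 1000 UMIs, 9.29% (control mAb), 5.90% (anti-CTLA-4), 7.56% (anti-PD-1) and 7.02% (combination ICT) of monocytes/macrophages had a Cx3cr1 UMI. In T cell-like cells the share was 0.807%, 1.00%, 0.992% and 1.24%. Median UMIs per cell were 6070, 5029, 5239 and 3574 in monocytes/macrophages and 4008, 3955.5, 3861 and 2761 in T cell-like cells of these libraries. With the subclusters weighted to their sizes under control mAb, Cx3cr1 was at 86.8, 91.0 and 103 CPM with anti-CTLA-4, anti-PD-1 and combination ICT. Under lineage from a cell's own marker UMIs the log2 ratio of anti-CTLA-4 moved most, to -0.46. The direction of the combination ICT ratio reversed under 1 alternative, at 0.0191 under the mean of per-cell values.

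**Figure D3:**
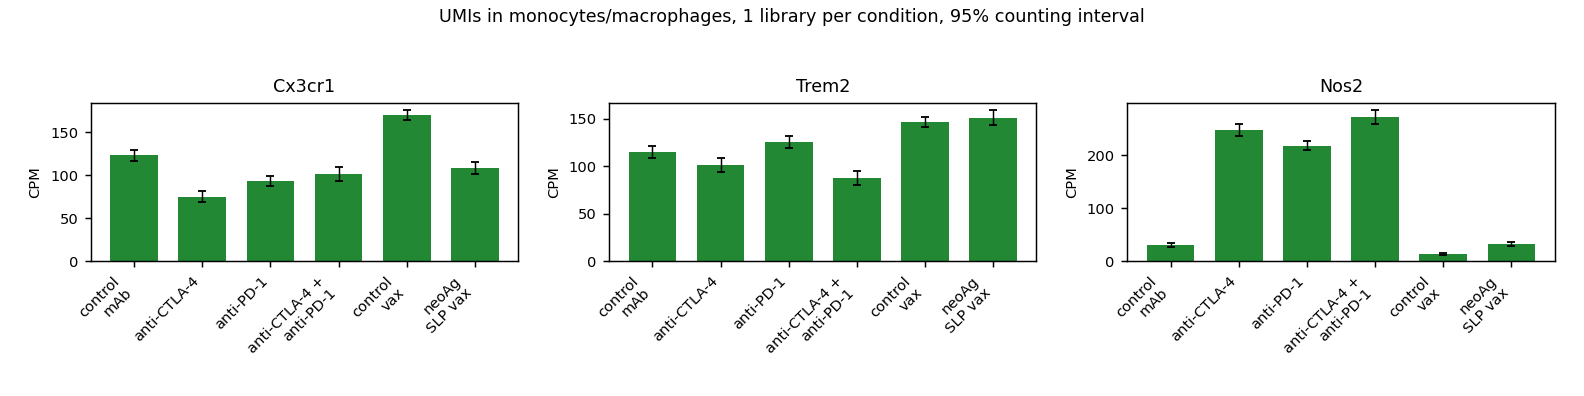
Cx3cr1, Trem2 and Nos2 in monocytes/macrophages (panels), in CPM (y axis), for the 6 libraries (x axis), with exact Poisson 95% intervals as error bars. Cx3cr1 is highest with control vax at 170.1, and Nos2 lies between 219 and 273 in the 3 ICT libraries.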

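In the vaccine libraries, Cx3cr1 in monocytes/macrophages was at CPM of 170.1 (164 to 176) with control vax and 109 (102 to 115) with neoAg SLP vax, log2 ratios of 0.46 and -0.19 to control mAb. The thinned share of cells with a Cx3cr1 UMI was 13.0% with control vax and 8.85% with neoAg SLP vax. Weighted to the subcluster sizes of control mAb, the levels were 129 and 99.1, where the interval of control mAb itself ends at 130.0.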

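Trem2 (chromosome 17 of GRCm38 from 48346401 to 48354147) was measured in monocytes/macrophages at CPM of 147 (141 to 152) with control vax and 151 (143 to 159) with neoAg SLP vax, against 115 (109 to 121) with control mAb, 101 (94.0 to 108) with anti-CTLA-4, 126 (119 to 132) with anti-PD-1 and 87.6 (80.6 to 95.1) with combination ICT. The log2 ratio to control mAb was 0.35 for control vax and 0.40 for neoAg SLP vax, above 77.4% and 88.6% of the 500 genes nearest in expression. The thinned share of cells with a Trem2 UMI was 10.6% and 12.4% in the vaccine libraries and 6.95% to 9.19% in the others, with 0.0264% to 0.0827% of T cell-like cells. Monocytes/macrophages with both a Cx3cr1 and a Mrc1 UMI after thinning were then compared with the rest of their library in the unthinned counts, a comparison set in advance. Trem2 was higher in them in 6 of 6 libraries, by a mean log2 difference of 1.18 (0.81 to 1.64; exact sign-flip test, p = 0.03125). For this comparison the cells were thinned in a random draw of its own, in which the group counted 16 to 64 cells per library. Of the alternatives, a limit of 5% mitochondrial UMIs moved this difference most, to 1.38.

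**Figure D4:**
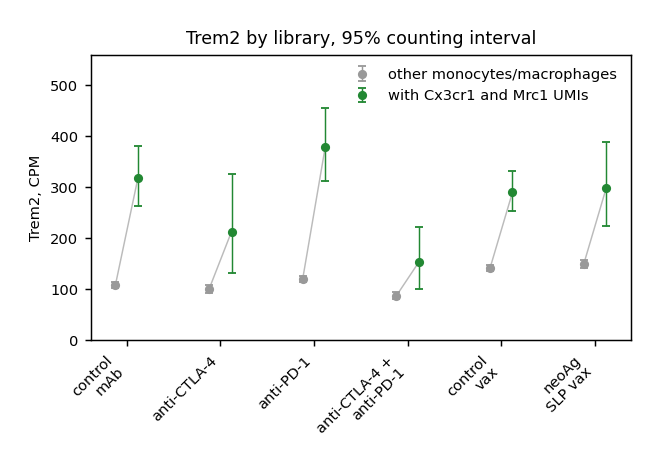
Trem2 in CPM (y axis) in monocytes/macrophages with Cx3cr1 and Mrc1 UMIs (green) and in the others (grey) of each of the 6 libraries (x axis), with exact Poisson 95% intervals. In each library the green point lies above the grey one, from 153 against 87.2 with combination ICT to 379 against 120.5 with anti-PD-1.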

Several monocyte/macrophage clusters expressed *Nos2* (iNOS) (Figures 6C, S10B, and S10C). 

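Nos2 (chromosome 11 of GRCm38 from 78920787 to 78960254) stood at CPM of 30.9 (27.8 to 34.3) with control mAb in all monocytes/macrophages, and at 249 (238 to 260.1) with anti-CTLA-4, 219 (211 to 227) with anti-PD-1 and 273 (260.3 to 286) with combination ICT. The log2 ratios were 3.01, 2.82 and 3.14, each above 99.8% or more of the 500 genes nearest in expression. In the vaccine libraries it was at 13.9 (12.3 to 15.6) with control vax and 32.1 (28.7 to 35.9) with neoAg SLP vax. A Nos2 UMI was found after thinning in 1.92% (control mAb), 11.2% (anti-CTLA-4), 10.8% (anti-PD-1), 12.3% (combination ICT), 1.19% (control vax) and 2.07% (neoAg SLP vax) of monocytes/macrophages, and in 0.0260% to 0.290% of T cell-like cells.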

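Of the monocyte/macrophage-like subclusters found here, 2 carried the inflammatory markers the paper gives. Together they held, of all cells, 4.40% (3.97% to 4.87%) with control mAb, 3.98% (3.53% to 4.46%) with anti-CTLA-4, 3.80% (3.39% to 4.24%) with anti-PD-1 and 2.96% (2.58% to 3.37%) with combination ICT and 20.7% with control mAb, 20.3% with anti-CTLA-4, 14.9% with anti-PD-1 and 14.2% with combination ICT of monocytes/macrophages, against 9.18% with control vax and 13.5% with neoAg SLP vax. Within them Nos2 stood at CPM of 58.4 (49.4 to 68.6) with control mAb, 586 (551 to 622) with anti-CTLA-4, 603 (571 to 637) with anti-PD-1 and 808 (754 to 864) with combination ICT, and at 70.3 (58.5 to 83.8) with control vax and 128 (109 to 149) with neoAg SLP vax. In the other monocytes/macrophages it was 23.3, 147, 140.3 and 172 with control mAb, anti-CTLA-4, anti-PD-1 and combination ICT.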

While the overall frequency of these iNOS^+^ M1-like clusters only modestly increased with ICT, the frequency of cells within these clusters expressing *Nos2* and/or *Nos2* expression increased under all ICT conditions (Figures 6B, 6C, and S10B). Nos2^hi^M_c4 and Nos2^hi^M_c6 expressed *Nos2*, *Il1a*, *Il1b*, *Cxcl2*, *Inhba*, and *Nfkb1*, signatures of inflammatory macrophages (Figures 6A and S10C). 

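The 2 inflammatory macrophage-like subclusters held 912 and 602 cells, with Il1a and Cxcl2 among the leading genes of both. Compared after the data were seen with the other monocytes/macrophages of their library, they were higher in Nos2 in 6 of 6 libraries, by a mean log2 difference of 2.23 (1.29 to 2.91), and lower in Mrc1 in 6 of 6, by -0.52 (-0.77 to -0.14). The exact sign-flip test gave p = 0.03125 for both, which did not pass after adjustment over the 5 genes compared (adjusted p = 0.0521). This is the smallest p the test can give, so passing depended on how many of the 5 genes reached it.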

While Nos2^hi^M_c4 displayed classic features of M1-like macrophages, including low *Mrc1* expression, Nos2^hi^ M_c6 moderately expressed *Mrc1* and exhibited higher *F13a1*, *Trem2*, and *Il1a* compared to Nos2^hi^M_c4 (Figures 6A and S10B). 

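Between the 2 inflammatory subclusters, the smaller was higher in Mrc1 in 6 of 6 libraries, by a mean log2 difference of 1.66 (1.29 to 2.08), and in Trem2, by 2.44 (1.58 to 3.78), while Cxcl9 was lower in 6 of 6, by -1.24 (-1.99 to -0.80). After adjustment over the 5 genes compared, a comparison chosen after the data were seen, these fell short of the threshold (exact sign-flip test, adjusted p = 0.0521). Its Nos2 was higher in 5 of 6 libraries, by 1.36 (-0.54 to 2.42).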

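Against the other monocytes/macrophages of each library, the 2 inflammatory subclusters together were higher in Spp1 (chromosome 5 of GRCm38 from 104435118 to 104441050) in 6 of 6 libraries, by a mean log2 difference of 1.90 (1.32 to 2.83), and higher in Cxcl9 in 1 of 6, with a mean of -0.22 (-0.73 to 0.36), and neither passed the exact test after adjustment over 5 genes. In all monocytes/macrophages, Spp1 stood at CPM of 96.5 (91.0 to 102) with control mAb, 85.7 (79.3 to 92.5) with anti-CTLA-4, 58.4 (54.2 to 62.8) with anti-PD-1 and 57.7 (52.0 to 63.8) with combination ICT, and at 54.1 (50.9 to 57.4) with control vax and 56.3 (51.6 to 61.2) with neoAg SLP vax. In T cell-like cells Spp1 was 6.52, 19.5, 11.3, 12.4, 61.1 and 49.8 CPM in the same order of libraries, so T cells carry it too in the vaccine libraries. Cxcl9 in all monocytes/macrophages was 842 (825 to 858) with control mAb, 904 (883 to 925) with anti-CTLA-4, 1378 (1358 to 1399) with anti-PD-1 and 1220.2 (1194 to 1247) with combination ICT, and 788 (776 to 801) with control vax and 713 (696 to 729.9) with neoAg SLP vax.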

Nos2^hi^M_c4 displayed high expression of *Cxcl9* and *Spp1*,^79^ with expression of the latter diminished with ICT or neoAg SLP vax (Figure S10C). Nos2^hi^M_c5 highly expressed *Nos2* in the presence of ICT, with ICT also increasing the frequency of macrophages within this cluster (Figures 6B, 6C, and S10B). This cluster also expressed moderate levels of *Mki67* and other cellcycle-related transcripts, indicative of iNOS^+^ macrophages with proliferative capabilities (Figures 6A and S10C). Nos2^hi^M_c7 was the smallest iNOS^+^ macrophage cluster and, in addition to *Nos2* expression under ICT conditions, Nos2^hi^M_c7 expressed IFN-stimulated genes (ISGs) (Figures 6A, 6C, S10B, and S10C).

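The ISG macrophage-like subcluster (265 cells, with Ifit3b, Cmpk2 and Ifit1 among its leading genes) held, of monocytes/macrophages, 3.38% (2.59% to 4.34%) with control mAb, 2.42% (1.67% to 3.38%) with anti-CTLA-4, 1.98% (1.43% to 2.68%) with anti-PD-1 and 1.62% (1.05% to 2.39%) with combination ICT, and 3.35% (2.58% to 4.27%) with control vax and 3.37% (2.47% to 4.48%) with neoAg SLP vax. Nos2 inside it, in CPM, was 14.6 (5.86 to 30.0) with control mAb, 169.7 (121 to 231) with anti-CTLA-4, 366 (298 to 446) with anti-PD-1 and 244 (172 to 335) with combination ICT. Compared with the other monocytes/macrophages it was higher in 1 of 6 libraries, with a mean log2 difference of -0.37 (-1.07 to 0.76) (exact sign-flip test, p = 0.219).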

These same overall patterns were manifested at the protein level, where in anti-CTLA-4- and/or anti-PD-1-treated mice, the frequency of intratumoral CX3CR1^+^CD206^+^ macrophages decreased with a concomitant increase in iNOS^+^ macrophages (Figures 6E and 6F), consistent with our findings in mouse MCA sarcomas.^22,24^ While neoAg SLP vaccine-treated mice also displayed a greater frequency of iNOS^+^ macrophages compared to control mAb or control vax, CX3CR1^+^CD206^+^ macrophages were only slightly reduced by neoAg SLP vax compared to control vax but were maintained at a frequency similar to that seen in control mAb-treated mice (Figures 6E and 6F). These results reveal that, despite a relatively similar abundance of CX3CR1^+^CD206^+^ macrophages that were previously associated with progressively growing tumors,^22,24^ neoAg SLP vax induces tumor regression equivalent to ICT when initiated at day 7 post-transplant.

### ICT and myeloid-targeting strategies broaden the therapeutic window for neoAg SLP vaccines

We noted changes that were not only shared between treatment conditions, but also distinct depending upon which treatment was employed, prompting us to ask whether neoAg SLP vax could synergize with ICT. While neoAg SLP vax or ICT led to robust rejection of Y1.7LI when initiated on day 7 post-transplant (Figure 1D), a majority of mice displayed tumor outgrowth when treatment with anti-CTLA-4, anti-PD-1, or neoAg SLP vax was initiated on day 12 post-transplant (Figure S11A). We therefore used a day 12 treatment start to assess whether combining neoAg SLP vax with anti-CTLA-4 or anti-PD-1 improved efficacy. Mice treated with neoAg SLP vax in combination with anti-CTLA-4 or anti-PD-1 displayed enhanced tumor control compared to control vax + anti-PD-1 or control vax + anti-CTLA-4 (Figure S11A). Further, neoAg SLP vax used in combination with anti-CTLA-4 or anti-PD-1 provided superior tumor growth inhibition compared to combination anti-CTLA-4 and anti-PD-1. We also assessed neoAg SLP vax and ICT combination therapy using the MC38 tumor model, which has several known endogenous MHC-I tumor neoAgs^20,80,81^ that we previously confirmed were expressed in our MC38 line. As with Y1.7LI, neoAg SLP vax in combination with anti-CTLA-4 or anti-PD-1 provided superior protection versus monotherapy against MC38 outgrowth (Figure S11B).

We were struck by the notable presence of intratumoral CX3CR1^+^CD206^+^ macrophages that also express the TREM2 receptor transcript in neoAg SLP vax-treated mice (Figures 6A and 6D). 

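After thinning to 1000 UMIs per cell, Cx3cr1 and Mrc1 UMIs were found together in 30 of 1254 monocytes/macrophages with neoAg SLP vax, 2.39% (1.62% to 3.40%). The share was 3.05% with control vax, 3.53% with control mAb, 1.89% with anti-CTLA-4, 2.23% with anti-PD-1 and 2.24% with combination ICT. These shares come from 1 random draw of the thinning. The separate draw used for the Trem2 comparison found 23 such cells with neoAg SLP vax, in which Trem2 stood at 298 (223 to 389.6) CPM, and 64 with control vax and 42 with control mAb, so the order of control vax and control mAb depends on the draw.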

We reasoned that CX3CR1^+^CD206^+^ macrophages might play a role in blunting neoAg SLP vaccine efficacy in the day 12 post-transplant treatment initiation setting. In the day 12 neoAg SLP vax setting, expression of *Trem2* was indeed enriched on sorted intratumoral CX3CR1^+^CD206^+^ macrophages (compared to the non-CX3CR1^+^CD206^+^ macrophages) (Figure 7A). We intratumorally injected sorted CX3CR1^+^CD206^+^ macrophages from day 12 neoAg SLP vax-treated mice into a separate cohort of Y1.7LI tumor-bearing mice on days 4, 7, and 10 post-transplant and initiated neoAg SLP vax on day 7 (Figure 7B). As expected, neoAg SLP vax initiated on day 7 induced tumor regression in the absence of additional exogenous CX3CR1^+^CD206^+^ macrophages (Figure 7C). In contrast, intratumoral injection of additional CX3CR1^+^CD206^+^ macrophages rendered neoAg SLP vax initiated on day 7 ineffective. The inhibition of neoAg SLP vax efficacy by the injected CX3CR1^+^CD206^+^ macrophages was reversed by giving a non-depleting TREM2-blocking mAb. We previously demonstrated that anti-TREM2 reshaped tumor-associated macrophages, reducing CX3CR1^+^CD206^+^ macrophages while concomitantly expanding macrophages expressing immunostimulatory molecules.^77^ We hypothesized that targeting the CX3CR1^+^CD206^+^ macrophages in our vaccine setting could extend the therapeutic window for neoAg SLP vaccines. Indeed, we found that anti-TREM2 used in combination with neoAg SLP vax (initiated on day 12 post-transplant) enhanced efficacy in Y1.7LI tumor-bearing mice (Figure 7D). This enhanced efficacy was associated with a reduction of intratumoral CX3CR1^+^ CD206^+^ macrophages, promotion of iNOS^+^ macrophages, and increased IFN-γ^+^ mLama4 neoAg-specific CD8 T cells (Figures 7E–7H). Altogether, these findings support the rationale for combination neoAg-based therapies, including those targeting the myeloid compartment.

## DISCUSSION

In this study, we compared distinct immunotherapies in mouse melanoma models with relevant genetic perturbations^52^ and defined neoAgs. Although prior studies have explored neoAg vaccines,^16,17,20,82–85^ few compared them extensively to different ICTs as we did in this study, making several key observations. First, neoAg SLP vaccines and ICT work by mechanisms related to the CD8 T cell response, with key differences in the overall magnitude of the response and phenotype of neoAg-specific CD8 T cells observed. NeoAg SLP vaccines induce the greatest expansion of functional intratumoral neoAg-specific CD8 T cells, including proliferating and PD-1^+^TCF-1^+^ stem-like (Pex/Pex-like) CD8 T cells. Systemic nanoparticle neoAg vaccines were also shown to generate TCF-1^+^ stem-like neoAg-specific CD8 T cells in mice.^83^ Anti-PD-1, especially in combination with anti-CTLA-4, induced Bhlhe40^hi^ neoAg-specific CD8 T cells. We previously found that ICT promotes Bhlhe40 upregulation in tumor neoAg-specific T cells and that expression of Bhlhe40 in CD4 and/or CD8 T cells is vital for effective anti-CTLA-4 or anti-PD-1 ICT,^24^ with a separate study also demonstrating that Bhlhe40 is critical in CD8 T cells for anti-PD-1/PD-L1 efficacy.^86^ A more recent study identified Bhlhe40 as modulating a key differentiation point between progenitor and intermediate subsets of exhausted T cells in an *in vitro* exhaustion model and chronic lymphocytic choriomeningitis virus (LCMV) infection.^87^ Altogether, our data suggest that anti-PD-1 predominantly provokes neoAg-specific effector CD8 T cells, and anti-CTLA-4, either directly or indirectly through induction of CD4 T helper cells, promotes neoAg-specific effector CD8 T cells with reduced expression of inhibitory receptors. In contrast, the predominant mechanisms underlying neoAg vaccines are likely driven by activation of naive CD8 T cells to PD-1^+^TCF-1^+^ stem-like/Pex-like CD8 T cells, which may provide a source of precursor cells that become PD-1^+^TCF-1^−^ CD8 effector T cells and robust expansion of neoAg-specific CD8 T cells.

In addition to modulating CD8 T cells, ICT impacted the CD4 T cell compartment as well. Anti-CTLA-4 notably induced ICOS^+^ Th1-like CD4 T cells displaying high expression of Bhlhe40,^24^ again consistent with a critical role for Bhlhe40 in not only CD8, but also CD4, T cells. Bhlhe40 has been shown to promote Th1 cells,^88–90^ and subsets of Bhlhe40^+^ Th1-like CD4 T cells were found to be enriched in patients with colorectal cancer with microsatellite instability, which display more favorable outcomes in response to anti-CTLA-4.^91^ Further, studies in both preclinical models and patients with melanoma revealed that anti-CTLA-4 induces ICOS^+^ CD4 T cells expressing IFN-g,^65,66^ together suggesting the human relevance of our findings.

Although CD4 T cells and MHC-II neoAgs are critical components of anti-tumor immunity,^23,27,28,56,92–94^ we chose to utilize an SLP vaccine against a single MHC-I neoAg to definitively link the MHC-I neoAg vaccine response to a specific defined neoAg. The neoAg SLP vaccines we used predominantly altered CD8 T cells, although these neoAg SLP vaccines still require CD4 T cells for efficacy. While SLPs offer several advantages over short peptides, including the potential to provoke both CD4 and CD8 T cell responses,^95,96^ the neoAg SLPs we used (mAlg8/mLama4) provoke only neoAg-specific CD8 T cell responses.^16^ Whether incorporating an MHC-II neoAg such as mItgb1 enhances the efficacy of neoAg vaccines in our models is of future interest. A recent study found that inclusion of low doses of MHC-II-restricted neoAg SLPs (along with MHC-I-restricted neoAg SLPs) promoted tumor rejection, whereas neoAg SLP vaccines containing higher concentrations of the same MHC-II neoAg induced type 1 regulatory T cells (Tr1) and blunted tumor rejection.^97^ Although this inhibition could be overcome with additional treatment modalities, it nevertheless suggests that inclusion of MHC-II neoAgs improves vaccine efficacy, but the dose is critical.

While certain alterations induced by combination ICT were distinct from either anti-CTLA-4 or anti-PD-1, several features of combination ICT were also observed with anti-CTLA-4, whereas other changes were more akin to those observed with anti-PD-1. These findings add to the accumulating evidence that the enhanced anti-tumor activity of combination anti-CTLA-4 and anti-PD-1 is mediated not only through additive effects, but also through mechanisms distinct from the monotherapies.^22,26,98^ While anti-CTLA-4 and anti-PD-1 combination ICT outperforms monotherapy in patients with metastatic melanoma, immune-related adverse events are problematic.^99–102^ We found that neoAg SLP vaccines combined with either anti-CTLA-4 or anti-PD-1 drove anti-tumor responses against Y1.7LI or MC38 that were equal to or better than combination ICT. Therefore, combining neoAg vaccines with favorable safety profiles^6,7,9^ along with single-agent ICT^83–85,103,104^ may yield robust anti-tumor immunity with less toxicity.

Beyond T cells, we noted that both ICT and neoAg SLP vax increased M1-like iNOS^+^ macrophages. Whereas ICT reduced the frequency of intratumoral M2-like CX3CR1^+^CD206^+^ macrophages, neoAg SLP vaccine-treated mice displayed an equal or greater frequency of CX3CR1^+^CD206^+^ macrophages compared to control mAb- or ICT-treated mice, albeit less than with control vax. Our study (in particular the scRNA-seq data) also supports the concept that, although macrophages may have “M1-like” or “M2-like” features, they display a spectrum of activation states and do not fit exclusively into M1/M2 states.^74,105^

The differences noted between neoAg SLP vaccines and ICT on the macrophage compartment likely involve multiple signals within the TME. We previously found that ICT-driven induction of iNOS^+^ macrophages was dependent upon IFN-γ, whereas ICT-driven depletion of CX3CR1^+^CD206^+^ macrophages was partially independent of IFN-γ.^22^ In our vaccine setting, we hypothesize that T cell-derived IFN-γ and other factors drive monocyte polarization to iNOS^+^ macrophages upon entering the tumor, but other signals promote CX3CR1^+^CD206^+^ macrophages as well. These signals are yet unknown but are likely induced by the pI:C (contained in control vax and neoAg SLP vax), which acts as an endosomal TLR3 agonist to induce a type I IFN response and can also activate RIG-I/MDA-5 in the cytosol to promote IL-12 production.^106,107^ Although type I IFN is usually associated with M1-like inflammatory macrophages, a recent study found that pI:C-induced type I IFN unexpectedly provoked IL-4 production by monocytes and skewed tumor macrophages toward an M2-like phenotype.^108^ In the MC38 tumor model, the Seder group recently found that a systemic neoAg-TLR7/8 agonist nanoparticle vaccine altered the intratumoral monocyte/macrophage compartment by potently reducing *Chil3*^*+*^ monocytes.^82^ 

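Counted over all CD45+ cells, the Ccr2+ monocyte-like subcluster made up 1.27% (1.04% to 1.53%) with control mAb, 1.09% (0.861% to 1.36%) with anti-CTLA-4, 1.68% (1.41% to 1.99%) with anti-PD-1 and 1.11% (0.881% to 1.37%) with combination ICT, and 1.21% (1.000% to 1.45%) with control vax and 1.52% (1.26% to 1.82%) with neoAg SLP vax.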

We did not observe neoAg SLP vax-induced alterations in Chil3^+^ monocytes, which represented ~1% of cells in Y1.7LI, much less than in MC38.

CX3CR1^+^CD206^+^ macrophages from neoAg SLP vaccine-treated mice displayed high expression of the transcript for TREM2, a myeloid cell receptor^109^ that recently emerged as a regulator of macrophage function in tumors.^76–78^ TREM2 is widely expressed on macrophages in human tumors, and expression of TREM2 is generally associated with worse prognosis.^76,110^ Intratumoral injection of CX3CR1^+^CD206^+^ macrophages rendered neoAg SLP vax initiated on day 7 ineffective, providing evidence that the CX3CR1^+^CD206^+^ macrophages are indeed immunosuppressive and that TREM2 is a relevant target, since effects of the injected CX3CR1^+^CD206^+^ macrophages could be reversed by a non-depleting TREM2-blocking mAb. However, it is possible that TREM2 blockade is also affecting endogenous macrophages in this context. We previously demonstrated that targeting TREM2 with a non-depleting anti-TREM2 mAb reduced CX3CR1^+^CD206^+^ macrophages while concomitantly expanding macrophages expressing immunostimulatory molecules.^77^ Further, anti-PD-1 treatment along with TREM2 deficiency in mice alters the gut microbiome and induces proinflammatory programs in intestinal macrophages to enhance anti-PD-1 efficacy.^111^ We hypothesized that combining neoAg SLP vaccines that maintain or promote CX3CR1^+^CD206^+^ macrophages expressing TREM2 with treatments targeting this macrophage population^77,78^ might enhance the efficacy of neoAg SLP vaccines. Indeed, we found that anti-TREM2 mAb used in combination with neoAg SLP vax enhanced efficacy. This enhanced efficacy was associated with a reduction of intratumoral CX3CR1^+^CD206^+^ macrophages, promotion of iNOS^+^ macrophages, and increased IFN-g^+^ mLama4 neoAg-specific CD8 T cells.

This study provides key insights into the changes that occur within major immune cell populations within the TME following different forms of cancer immunotherapy. Although we did not fully elaborate on every immune cell population, the myeloid and lymphoid subsets and potential biomarkers we have described herein should inform the development of improved personalized neoAg vaccines and combinatorial therapies in patients.

### Limitations of the study

This study offers insights into processes underlying different forms of ICT and neoAg SLP cancer vaccines, uncovering rational combination therapies, including those targeting the immunosuppressive myeloid compartment. While we focused on mLama4/mAlg8/mItgb1 neoAg-specific T cells, we did not elaborate on how much of the T cell response is tumor reactive or determine whether T cell responses to other yet undefined tumor antigens are relevant. Although we compared our T cell subpopulations to those in humans, the applicability of our findings to patients needs validation. Further, many vaccine platforms exist, including RNA-based vaccines, and our results may be more specific to SLP plus pI:C vaccines. Although vaccinating against a single neoAg with Y1.7LI/Y1.7AI and three with MC38 was efficacious, targeting multiple neoAgs and possibly non-mutant antigens will likely be required in patients due to tumor heterogeneity and therapy-induced immunoediting.^112,113^

### RESOURCE AVAILABILITY

#### Lead contact

Requests for further information and resources and reagents should be directed to and will be fulfilled by the lead contact, Matthew Gubin ().

#### Materials availability

Modified mouse melanoma lines and plasmids generated in this study are available from the lead contact upon request.

#### Data and code availability

- scRNA-seq data have been deposited with NCBI GEO under accession nos. GEO: GSE276902 and GEO: GSE276904 and are publicly available as of the date of publication.
- This paper does not report original code.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Mice

All mice used were on a C57BL/6J background. Wildtype (WT) C57BL/6J mice were purchased from Jackson Labs. All *in vivo* experiments used 8- to 12-week-old male or female mice (to match the sex and strain of the tumors). Mice were housed in a specific pathogen-free animal facility. All animal studies were performed in accordance with, and with the approval of the Institutional Animal Care and Use Committee (IACUC) of The University of Texas MD Anderson Cancer Center (Houston, TX).

#### Plasmids

Gene blocks for mAlg8 + mItgb1 or mLama4 + mItgb1 were purchased from Integrated DNA Technologies. Minigene constructs were cloned into the BglII site of pMSCV-IRES GFP using the Gibson Assembly method (New England Biolabs). To generate neoantigen-expressing Y1.7 melanoma cell lines, constructs were transiently transfected into Phoenix Eco cells using Fugene (Promega). After 48 hours, viral supernatants were filtered and subsequently used for infection of *Braf*^*V600E*^ *Cdkn2a*^−/−^ *Pten*^−/−^ YUMM1.7 parental line (Y1.7). Y1.7 mLama4 ^MHC-I^.mItgb1 ^MHC-II^ (Y1.7LI) and Y1.7 mAlg8 ^MHC-I^.mItgb1 ^MHC-II^ (Y1.7AI) were sorted based on GFP positivity and clones were verified for neoantigen expression.

#### Tumor cell lines

The *Braf*^*V600E*^ *Cdkn2a*^−/−^ *Pten*^−/−^ YUMM1.7 parental line was originally generated in a male GEMM as described^45^. Parental YUMM1.7 was purchased from ATCC (CRL-3362) and was modified to generate neoAg-expressing Y1.7 lines. The MC38 line was obtained from B. Schreiber (Washington University in St. Louis School of Medicine). All tumor cell lines were found to be free of common mouse pathogens and Mycoplasma as assessed by IDEXX IMPACT I mouse pathogen testing [PCR evaluation for: Corynebacterium bovis, Corynebacterium sp. (HAC2), Ectromelia, EDIM, Hantaan, K virus, LCMV, LDEV, MAV1, MAV2, mCMV, MHV, MNV, MPV, MTV, MVM, Mycoplasma pulmonis, Mycoplasma sp., Polyoma, PVM, REO3, Sendai, TMEV] in December 2023. Tumor cell lines from the same cryopreserved stocks that were used in this study tested negative for Mycoplasma and were authenticated and found to be free of non-mouse cells as assessed by mouse cell STR profiling (IDEXX CellCheck mouse 19 plus Mycoplasma spp. testing) in December 2023.

### Tumor transplantation

The Phoenix Eco cells, *Braf*^*V600E*^ *Cdkn2a*^−/−^ *Pten*^−/−^ YUMM1.7 parental melanoma, Y1.7LI melanoma, Y1.7AI melanoma, and the MC38 colorectal cancer cell lines were propagated in R-10 plus BME media [RPMI media (HyClone) supplemented with 1% l-glutamine, 1% penicillin–streptomycin, 1% sodium pyruvate, 0.5% sodium bicarbonate, 0.1% 2-mercaptoethanol, and 10% heat-inactivated fetal bovine serum (FBS) (HyClone) upon thawing. Tumor cell lines were passaged 3 to 6 times before experimental use. Prior to injection, cells were washed extensively, resuspended at a concentration of 2.33 × 10^6^ cells/ml; for YUMM1.7 and Y1.7AI; 2.33 × 10^6^, 3.33 × 10^6^, or 5.0 × 10^6^ cells/ml for Y1.7LI; or 10 × 10^6^ cells/ml for MC38 in 150 μL of endotoxin-free PBS and 150 mL was injected subcutaneously into flank of recipient mice. The viability of tumor cells at the time of injection was >90% as assessed by Trypan blue exclusion assay. Tumor growth was quantified by caliper measurements and expressed as the average of two perpendicular diameters. Lack of survival was defined as mouse death or mean tumor diameter size of 20 mm.

### METHOD DETAILS

#### Tumor rechallenge

For tumor rechallenge, mice that rejected primary tumors after treatment with anti-CTLA-4, anti-PD-1, anti-CTLA-4 + anti-PD-1, or neoAg SLP vaccines were then rechallenged with same number of cells used in primary challenge with either the same tumor line used in the primary tumor challenge, or a different tumor line as indicated at least 60 days after complete rejection of the primary tumor.

#### *In vivo* antibody treatments

For ICT treatment, YUMM1.7 parental, Y1.7LI, or Y1.7AI tumor-bearing mice were treated intraperitoneally with 200 μg of anti-CTLA-4 and/or anti-PD-1 on day 3, 6, 9, 12, 18, and 22 or day 7, 10, 13, 16, 22, and 28; or day 12, 15, 18, 21, 27 and 33 post-tumor transplant. For control groups, mice were injected with 200 μg of IgG2a isotype control antibodies. MC38 tumor-bearing mice were treated intraperitoneally with 200 μg of anti-CTLA-4 and/or anti-PD-1 on day 12, 15, 18, and 22 post-transplant. For anti-TREM2, mice were treated via intraperitoneal injection on day 7, 12, and 17, 22 and 27 post-tumor transplant with 200 μg of anti-TREM2 or relevant isotype control mAb. Anti-mouse TREM2 [Fc mutated (Clone 178 (LALAPG)) was used for non-depleting, TREM2 blocking. For antibody depletion studies, 250 μg of control mAb, anti-CD4, or anti-CD8α was injected intraperitoneally into mice at day —1 and every 7 days thereafter until day 20. CD4 and CD8 depletion was verified by flow cytometry analysis of surface-stained peripheral blood monocytes (PBMC) and intratumoral immune cells. For *in vivo* experiments, “*In vivo* Platinum”-grade antibodies that were verified to be free of mouse pathogens (IDEXX IMPACT I mouse pathogen testing) were purchased from Leinco Technologies: anti-PD-1 (rat IgG2a clone RMP1-14), anti-CTLA-4 (murine IgG2b clone 9D9), anti-CD4 (rat IgG2b clone GK1.5), anti-CD8α (rat IgG2b clone YTS-169), anti-TREM2 (Fc Muted Clone 178), and isotype controls [rat IgG2a clone 1-1, mouse IgG2a clone C1.18.4, or anti-Human ILT1 (Fc Muted Clone 135.5; Isotype Control for anti-TREM2)].

#### Peptides

Mutant Lama4 8-mer (VGFNFRTL), mutant Lama4 SLP (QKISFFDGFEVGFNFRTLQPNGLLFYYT), mutant Adpgk SLP (HLELASMTN MELMSSIVHQ), mutant Rpl18 SLP (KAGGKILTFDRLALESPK), mutant Dpagt1 SLP (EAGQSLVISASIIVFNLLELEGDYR), mutant Alg8 8-mer (ITYTWTRL), mutant Alg8 SLP (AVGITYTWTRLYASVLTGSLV), and mutant Itgb1 SLP (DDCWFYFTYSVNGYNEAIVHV VETPDCP) peptides were custom ordered from Peptide 2.0. All peptides were HPLC purified to >95% purity.

#### Vaccination

Y1.7LI or Y1.7AI tumor bearing male mice were vaccinated subcutaneously with 10 μg of mLama4 or mAlg8 synthetic long peptide (SLP) in combination with 50 μg of VacciGrade^™^ high molecular weight Polyinosinic-polycytidylic acid (pI:C) (InvivoGen) diluted in endotoxin-free sterile PBS to a total volume of 150 μL on day 3, 9, and 15 post-tumor transplant. In separate experiments, Y1.7LI tumor bearing male mice were vaccinated subcutaneously with 10 μg of mLama4 or mAlg8 SLP in combination with 50 μg of pI:C (diluted with endotoxin-free sterile PBS to a total volume of 150 μL) on day 7, 13, and 19 or day 12, 18, and 24 post-tumor transplant. MC38 tumor bearing female mice were vaccinated subcutaneously with 20 μg of mAdpgk SLP plus 20 μg of mRpl18 SLP plus 20 μg of mDpagt1 plus 50 μg pI:C adjuvant or control vaccine composed of 40 μg of irrelevant human papillomavirus (HPV) SLP + 50 μg of pI:C on day 12 and 19 post-tumor transplant. For SLP, peptide sequence used for mLama4; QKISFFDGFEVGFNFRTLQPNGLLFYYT, for mAlg8; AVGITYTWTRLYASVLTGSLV, for mAdpgk; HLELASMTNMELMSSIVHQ, for mRpl18; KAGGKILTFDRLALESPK and for mDpagt1; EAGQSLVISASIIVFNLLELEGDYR. mLama4 SLP served as a relevant SLP for the Y1.7LI line and an irrelevant SLP for the Y1.7AI line. mAlg8 served as a relevant SLP for the Y1.7AI line and an irrelevant SLP for the Y1.7LI tumor.

#### Tumor and spleen harvest

Established tumors were excised from mice, minced, and treated with 1 mg/mL type IA collagenase (Sigma-Aldrich) in HBSS (Hyclone) for 45 minutes at 3°C. Cells were washed thrice. Red blood cells were lysed using ACK lysis buffer (Gibco). To remove aggregates and clumps, cells were passed through a 40-μm strainer. Spleens were harvested, crushed, and vigorously resuspended to make single-cell suspensions. To remove aggregates and clumps, cells were passed through a 70-μm strainer and subsequently through a 40-μm strainer.

#### Tetramer staining

For tetramer staining, cells were incubated for 5 min at room temperature with 500 ng of rat anti-mouse anti-CD16/32 (mouse BD Fc Block; clone 2.4G2, BD Biosciences) at 1 μg/million cells. Peptide-H-2K^b^ tetramers conjugated to PE (1:50) or APC (1:25) for mutated Alg8, mutated Lama4, or OVA-I (SIINFEKL; irrelevant control tetramer) were added to cells and incubated for 20 min at 37°C. Tetramer-stained cells were further stained with an antibody master mix consisting of anti-CD45, anti-CD90.2/Thy1.2, anti-CD8α, anti-CD4, anti-PD-1, anti-TIM-3, and anti-LAG-3 antibodies and live/dead dye (NIR) in 100 μl FACS buffer (PBS with 2% FBS, 2 mmol/L EDTA, and 0.05% NaN3; Sigma) for 20 min at 4 °C. OVA-I (SIINFEKL)-H-2K^b^, mutant Alg8-H-2K^b^, and mutant Lama4-H-2K^b^ tetramers conjugated to PE or APC fluorophores, were obtained from the Baylor College of Medicine MHC Tetramer Production Facility.

#### Dextramer staining

For dextramer staining, cells were incubated with Fc block as described above (see tetramer staining section). Peptide-H-2K^b^ dextramer conjugated to PE for mutated Lama4 was added to cells at a 1:10 dilution and incubated for 20 min at 37°C. Dextramer-stained cells were further stained with an antibody master mix consisting of anti-CD45, anti-CD90.2/Thy1.2 and anti-CD8α antibodies and live/dead dye (NIR) in 100 μl FACS buffer for 20 min at 4 °C. Mutant Lama4-H-2K^b^ dextramer conjugated to PE fluorophore was obtained from Immudex LLC, Fairfax, VA, USA.

#### Apoptosis assay

For apoptosis assay, cells were incubated with Fc Block as described above (see tetramer staining section) and then surface stained with an antibody master mix consisting of anti-CD45, anti-CD90.2/Thy1.2 and anti-CD8a antibodies and live/dead dye (NIR) in 100 μl FACS buffer for 20 min at 4 °C. Surface stained cells were washed twice with cold BioLegend’s Cell Staining Buffer, and then resuspended in Annexin V Binding Buffer (BioLegend) at a concentration of 0.25–1.0 × 10^7^ cells/ml. Cell suspensions were stained with 5 ml of Annexin V-FITC (BioLegend) Staining Solution, vortexed, and incubated for 15 min at 25°C in the dark. Next, 400 mL of Annexin V Binding Buffer was added to each tube and analyzed by flow cytometry.

#### Flow cytometry

For flow cytometry, cells were incubated with Fc Block as described above (see tetramer staining section) and then stained with surface flow antibodies for 20 minutes at 4°C. Surface antibodies were diluted in FACS staining buffer. Anti-mouse CD45-BV605, CD90.2/Thy1.2-PE-Cy7, CD8α-BV786, CD4-BV711, CD19-BV650, CD20-BV421, CD45R/B220-BUV395, Nkp46/CD335-FITC, γδ TCR-PE-Cy7, PD-1-BV421, TIM-3-BV711, LAG-3-PerCP-Cy5.5, CD3ε-APC, CD64-BV421, Ly6G-Alexa Fluor 700, CX3CR1-FITC, I-A/I-E-BV650, CD103-BV421, CD24-BV711, CD11c-BV786, CD11b-APC, F4/80-BUV395, CD64-APC, CD117-FITC, CD11b-PerCP-Cy5.5, PDCA-1/BST-2-BV650, CD172a-APC, PD-L1-PE, and FcεRI-PE-Cy7 were used for surface staining at the indicated dilutions. Zombie NIR Viability dye was added at 1:500 during surface staining.

For intracellular staining to detect CD206 and iNOS, surface-stained cells were fixed and permeabilized with Fixation/Permeabilization Solution Kit (BD Bioscience). Fixed and permeabilized cells were then stained with anti-mouse CD206-PE-Cy7 and anti-mouse iNOS-PE for 30 minutes at 4°C. The exception was for sorting of live CX3CR1^+^ CD206^+^ macrophages used for intratumoral injection (Figure 7C), where anti-CD206 was instead included in surface staining and intracellular staining was not performed.

For intracellular cytokine staining of lymphocytes, cells from tumors, isolated as described above (see tumor and spleen harvest section), were stained, and CD4 and CD8 T cells were sorted. For sorting CD4 and CD8 T cells, tumor cells were stained with Fc block as described above (see tetramer staining section) for 5 min at room temperature and then stained with antibodies to CD45, CD3ε, CD4 or CD8α and Zombie NIR Viability dye in 100 μl of staining buffer. Cells were incubated for 30 minutes at 4°C. Live CD45^+^Cd3ε^+^CD4^+^ and live CD45^+^Cd3ε^+^CD8α^+^ were then sorted on a BD FACSAria II (BD Biosciences). 100,000 splenocytes harvested from naïve mice were then pulsed with 1 mM of mLama4 8-mer peptide or mItgb1 28-mer peptide and 100,000 CD8 or CD4 T cells were subsequently added and incubated at 37 °C. After 1 h, BD GolgiPlug (BD Bioscience) was added in, and cells were incubated for an additional 5 h at 37 °C. Cells were then washed and stained for 5 minutes at room temperature with Fc block at 1 mg/million cells and then surface stained for 30 minutes at 4°C, and then fixed and permeabilized with BD Fixation and Permeabilization Kit. Fixed and permeabilized cells were then stained with anti-mouse IFN-γ-APC and anti-mouse TNF-PE-Cy7 for 30 minutes at 4°C.

For FOXP3 staining, surface-stained cells were fixed and permeabilized using the eBioscience FOXP3/Transcription Factor Staining Buffer Set. Fixed and permeabilized cells were then stained with anti-mouse FOXP3-FITC for 30 minutes at 4°C. All flow cytometry was performed on an BD Fortessa X-20, or BD LSR II, and analyzed using FlowJo software. Gating strategy used is depicted in Figure S12.

#### Quantitative RT-PCR

RNA was extracted from sorted macrophages using RNAeasy Plus Mini Kit (Qiagen). 100 μg of RNA was reverse-transcribed and subjected to qRT-PCR using the SuperScript III Platinum Two-Step qRT-PCR Kit with SYBR Green (Invitrogen). qPCR was performed on the StepOne Real-Time PCR System (Applied Biosystems). Each sample was run in triplicate for each gene and the cDNA from each sample was divided equally per reaction in a 20 μl volume. The qPCR conditions were as follows: 50°C for 2 minutes and 95°C for 2 minutes, followed by 40 cycles of 95°C for 15 seconds and 59°C for 30 seconds. Melting curve analysis was performed to confirm a single amplicon. Differences in gene expression were determined using the equation 2-ΔΔCt, where the Ct value of *Trem2* was subtracted from the Ct value of the *Gapdh* control to yield the DCt value. For each sample, the ΔCt value *Trem2* done in triplicate was averaged and compared to give one ΔΔCt value per sample. Mouse qPCR *Trem2* primers were as follows: forward primer-5’ CTGGAACCGTCACCATCACTC3’ and reverse primer-5’CGAAACTCGATGACTCCTCGG3’. Mouse qPCR *Gapdh* primers were as follows: forward primer-5’AGGTCGGTGTGAACGGATTTG3’ and reverse primer-5’TGTAGACCATGTAGTTGAGGTCA3’.

#### scRNAseq

For scRNAseq profiling of intratumoral live CD45^+^ cells, tumors from 5 individual mice per treatment group were pooled and processed and for neoAg-specific CD8 T cells, tumors from 5 individual mice per treatment group were pooled and processed.

#### Antibody hashing for multiplexing

Antibody hashing and multiplexing was utilized for scRNAseq of neoAg-specific CD8 T cells. For the CD45^+^ scRNAseq experiment, antibody hashing and multiplexing was not performed. For the neoAg-specific CD8 T cells scRNAseq experiment, cell labeling was performed according to an adapted BioLegend cell hashing protocol (TotalSeq^™^-C Antibodies and Cell Hashing with 10x Single Cell 5’ Reagent Kit v1.1 Protocol, BioLegend). Single cell suspensions of harvested tumors from treated mice were resuspended in BioLegend Cell Staining Buffer containing Fc block and stained with mLama4 PE and APC labelled tetramers as described above (see tetramer staining section). Tetramer-stained cells from control mAb, Control Vax, and neoAg SLP Vax treatment conditions were immediately surface stained with an antibody master mix consisting of anti-CD90.2/Thy1.2-PE-Cy7, anti-CD8α-BV786 antibodies and live/dead dye (NIR) and incubated for 20 min at 4°C. Tetramer-stained samples from anti-CTLA-4-, anti-PD-1-, and anti-CTLA-4 plus anti-PD-1-treated groups were incubated with mixture of surface stained (antibody master mix consisting of anti-CD90.2/Thy1.2-PE-Cy7, anti-CD8α-BV786 antibodies and live/dead dye (NIR)) and barcoded antibodies with unique hashtags for each treatment condition [anti-CTLA-4: Hashtag 1 Total Seq^™^-C0301 anti-mouse Hashtag 1 Antibody; anti-PD-1: Hashtag 2 (Total Seq^™^-C0302 anti-mouse Hashtag 2 Antibody); anti-CTLA-4 + anti-PD-1 combination: Hashtag 3 (Total Seq^™^-C0303 anti-mouse Hashtag 3 Antibody)] for 30 min at 4°C. Hashtag antibodies were used at a concentration of 1 μg per 2 million cells. Cells were then washed 3X with BioLegend Cell Staining Buffer. mLama4 tetramer-specific CD8 T cells from each treatment condition were sorted on a BD FACSAria II. Sorted mLama4 tetramer-specific CD8 T cells in anti-CTLA-4, anti-PD-1, and anti-CTLA-4 + anti-PD-1 treated samples with unique hashtags were pooled for single-cell library generation and CITE-seq (cellular indexing of transcriptomes and epitopes by sequencing) through multiplexing. Separate libraries were generated for control mAb, Control Vax, and neoAg SLP Vax samples and, thus, these were not multiplexed. Cells were counted on a Countess 3 FL automated cell counter (Life Technologies) and viabilities were determined using trypan blue exclusion assay. Cell capture processing and gene expression and feature barcode library preparations were performed following 10X Genomics’ guidelines for 5’ scRNAseq [CG000330_Chromium Next GEM Single Cell 5’ v2 (Dual Index) with Feature Barcode technology-Rev F]. QC steps after cDNA amplification and library preparation steps were carried out by running ThermoFisher Qubit HS dsDNA Assay along with Agilent (Santa Clara, CA) HS DNA Bioanalyzer for concentration and quality assessments, respectively. Library sample concentrations were verified using qPCR using a KAPA Biosystems KAPA Library Quantification Kit prior to pooling. Libraries were normalized to 5 nM for pooling. The pool was sequenced using a NovaSeq6000 S4-XP, 200-cycle flow cell lane. The run parameters used were 26 cycles for read 1, 90 cycles for read2, 10 cycles for index1, and 10 cycles for index2 as stipulated in the protocol mentioned above. Raw sequencing data (fastq file) was demultiplexed and analyzed using 10X Genomics Cell Ranger v.7.1.0 software utilizing standard default settings and the cellranger count command to generate html QC metrics and coupé/vloupe files for each sample. We profiled between 937 to 1762 mLama4 tetramer-specific CD8 T cells for each of the different ICT treatment conditions and 4459, 6723, and 7646 mLama4-specific CD8 T cells for control mAb, Control Vax, and neoAg SLP Vax, respectively.

#### CD45^+^ scRNAseq library generation

Droplet-based 5′ end massively parallel scRNAseq was performed by encapsulating sorted live CD45^+^ tumor-infiltrating cells into droplets and libraries were prepared using Chromium Next GEM Single-cell 5′ Reagent Kit v2 (10x Genomics) according to manufacturer’s protocol. The generated scRNAseq libraries were sequenced using an Illumina NovaSeq6000 S2 flow cell.

#### scRNAseq alignment, barcode assignment, and unique molecular identifier counting

The Cell Ranger Single-Cell Software Suite available at https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome was used to perform sample demultiplexing, barcode processing, and single-cell 5′ counting. Cellranger mkfastq was used to demultiplex raw base call files from the NovaSeq6000 sequencer, into sample-specific fastq files. Files were demultiplexed with 81.9% to 97.1% perfect barcode match, and 90%+ q30 reads. Afterward, fastq files for each sample were processed with Cellranger count, which was used to align samples to mm10 genome, filtered, and quantified. For each sample, the recovered cells’ parameter was specified as 10,000 cells that we expected to recover for each individual library.

#### Preprocessing analysis with Seurat package

The Seurat pipeline was applied to each dataset following tutorial specifications from https://satijalab.org/seurat/articles/archive; version 4.3 and https://hbctraining.github.io/scRNA-seq_online/. Data from all groups were merged into a single Seurat object, and integration was performed using the reciprocal principal component analysis (PCA) workflow to identify integration anchors. After integration, genes that were expressed in fewer than 3 cells and cells that contained fewer than 500 transcripts (unique molecular identifiers; UMI) were excluded. Cells with more than 10% of mitochondrial transcripts were also excluded from analysis. The cutoffs used were set based on the characteristics of the cell population in each dataset. Data were normalized using LogNormalize method (counts for each cell divided by the total counts for that cell, multiplied by the scale factor of 10^4^ and natural-log transformed using log1p). PCA was performed on about 2,000 genes with PCA function. A uniform manifold approximation and projection (UMAP) dimensional reduction was performed on the scaled matrix (with most variable genes only) using the first 40 or 50 principal components (PCA) for mLama4 tetramer-specific CD8 T cells and CD45^+^ cells, respectively, to obtain a two-dimensional representation of the cell states. For clustering, we used the function FindClusters that implements SNN (shared nearest neighbor) modularity optimization–based clustering algorithm on 30 PCA components, leading to 33 clusters.

#### Identification of cluster-specific genes and marker-based classification

To identify marker genes, the FindAllMarkers function was used with likelihood-ratio test for single-cell gene expression. To characterize clusters, we used ImmGen database. For heat map representation, mean expression of markers inside each cluster was used. To compare gene expression for the clusters inside cohorts (e.g., T cells, macrophages) we used FindMarkers function to calculate average log2 fold change and identify differentially expressed genes between each pair of experimental conditions using a Wilcoxon rank-sum test for calculating P values and Bonferroni correction for Padj values.

#### T cell population analysis

To gain more insights into different immunotherapies-induced T cells remodeling in the TME, we subclustered activated T cells (excluding quiescent T cell clusters 10 and 12). Identification of most variable genes, PCA, UMAP, clustering, and marker selection analysis were performed as described above.

#### Gene set enrichment analysis (GSEA)

To identify if MSigDB hallmark gene sets are up-regulated or down-regulated between clusters and treatments, we performed gene set enrichment analysis. Fold-changes of gene expression between comparisons were calculated using Seurat R package v.4.3.0.1, and normalized enrichment scores as well as p-values of given gene sets were then estimated using the gage R package v.2.46.1.

#### Pseudotime trajectory analysis

To determine the potential lineage differentiation within CD4 T cell subpopulations, we used the Monocle3 R package to construct CD4 differentiation trajectories after specifying the corresponding cells as root nodes. Subsequently, graph test was used to find the pseudotime trajectory difference genes, and the obtained genes were used to plot the heat map. The origin of the inferred pseudotime was assigned with pseudotime score 0, and geodesic distances and pseudotime score among other CD4 T cells are calculated from there based on transcripts associated cell states.

#### Comparison to published datasets

The gene lists defining phenotype of intratumoral T cells were retrieved from published human or mouse scRNAseq datasets^31,41,59–61,67^, (Table S2) to compare the cluster annotation between published study and our current study. The module scores for individual cells were calculated using the “AddModuleScore” function in the Seurat package. The results were visualized using the normalized average module scores for each cluster (Figures 4A, 4B, and 5C).

### QUANTIFICATION AND STATISTICAL ANALYSIS

Samples were compared using an unpaired, two-tailed Student t test, two-way ANOVA, or log-rank (Mantel–Cox) test unless specified otherwise.

## Supplementary Material

1

2

3

## Figures and Tables

**Figure 1.**
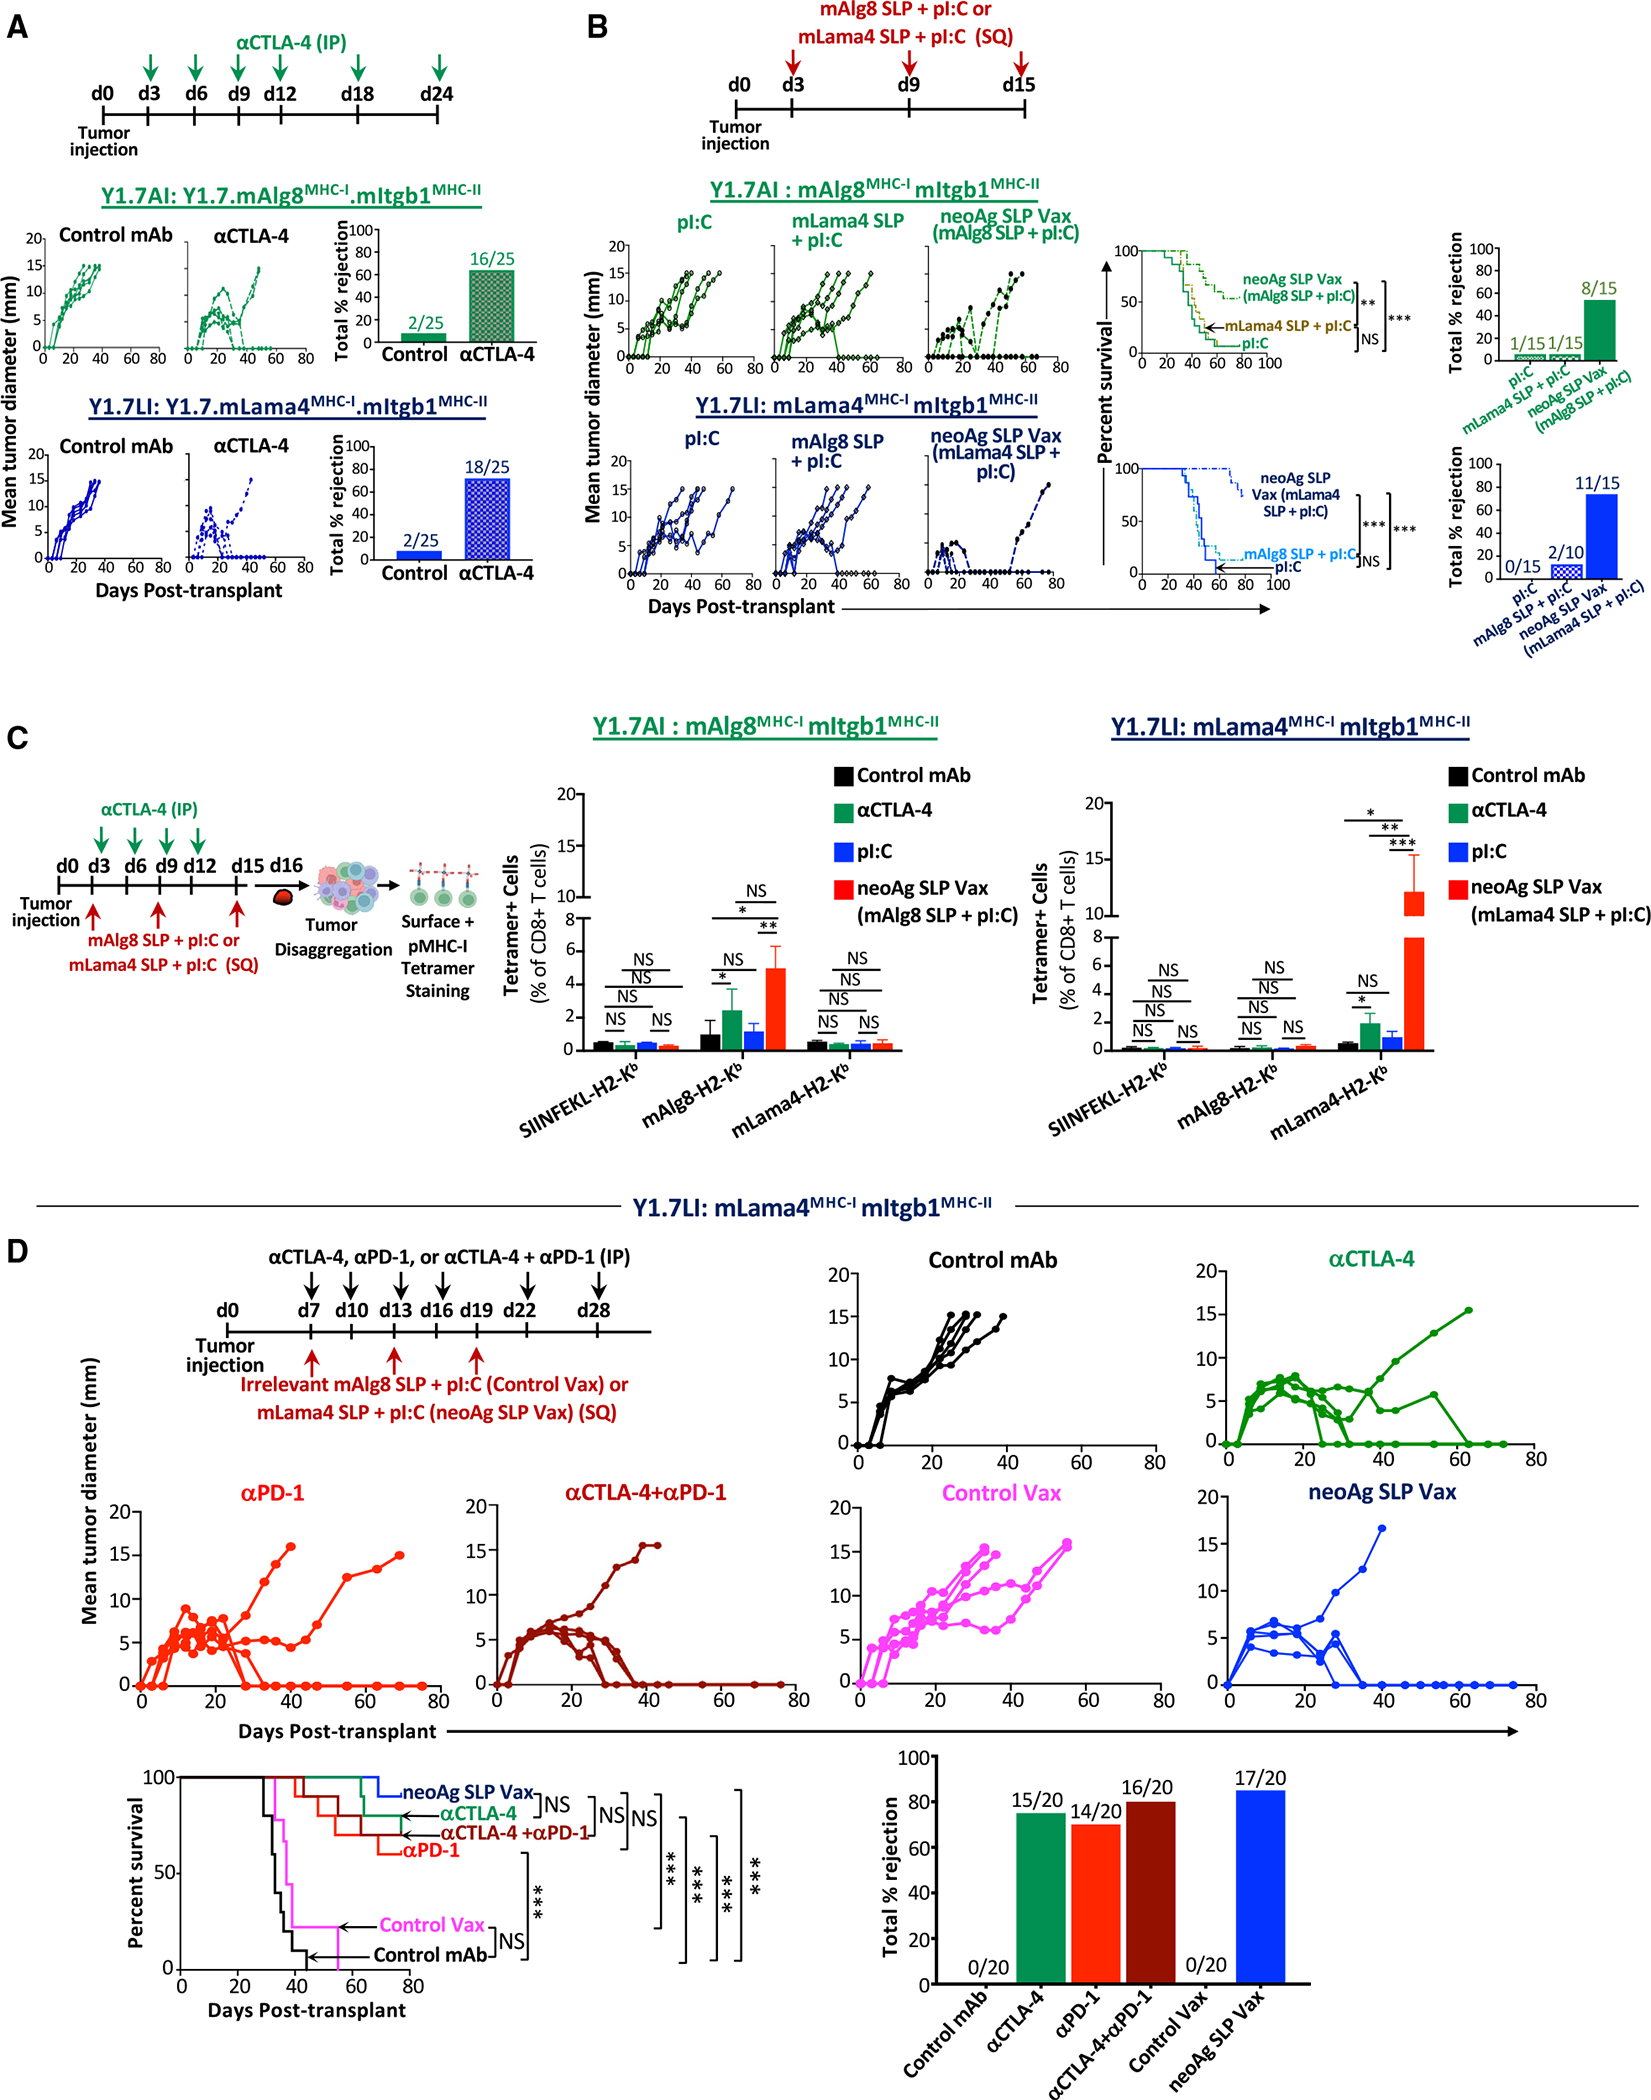
NeoAg SLP vaccines or ICTs inhibit neoAg-expressing *Braf*^*V600E*^*Pten*^−/−^*Cdkn2a*^−/−^ melanoma outgrowth (A) Tumor growth and percentage tumor rejection in mice transplanted with Y1.7mA^MHC-I^.mI^MHC-II^ (Y1.7AI) or Y1.7mL^MHC-I^.mI^MHC-II^ (Y1.7LI) melanoma cells and treated with control mAb or anti-CTLA-4 ICT starting on day 3 post-tumor transplant. (B) Tumor growth, cumulative mouse survival, and percentage tumor rejection in Y1.7AI and Y1.7LI melanoma-bearing mice treated with mAlg8 or mLama4 neoAg SLP (plus pI:C) vaccines or pI:C alone starting on day 3 post-tumor transplant. (C) mAlg8 or mLama4 tetramer-specific CD8 T cells in Y1.7AI and Y1.7LI tumors treated with control mAb, anti-CTLA-4, pI:C, mAlg8 SLP + pI:C (neoAg SLP vaccine for Y1.7AI), or mLama4 SLP + pI:C (neoAg SLP vaccine for Y1.7LI) as in (A) and (B) and harvested on day 16 post-tumor transplant. SIINFEKL-H2-K^b^ tetramer served as an irrelevant control. (D) Tumor growth, cumulative mouse survival, and percentage tumor rejection in Y1.7LI tumor-bearing mice treated with control mAb, anti-CTLA-4, anti-PD-1, anti-CTLA-4 + anti-PD-1, irrelevant (for Y1.7LI) mAlg8 SLP + pI:C (control vax), or relevant mLama4 SLP + pI:C (neoAg SLP vax) starting on day 7 post-tumor transplant. For (A), (B), and (D), tumor growth is presented as mean tumor diameter of individual mice, tumor rejection graphs display cumulative percentage of mice with complete tumor rejection, and cumulative survival curves include mice from at least three independent experiments (**p < 0.01, ***p < 0.001; NS, not significant; log-rank [Mantel-Cox] test). Bar graphs in (C) display mean ± SEM and are representative of at least three independent experiments (*p < 0.05, **p < 0.01, ***p < 0.005; NS, not significant; unpaired, two-tailed Student’s t test). See also Figure S1.

**Figure 2.**
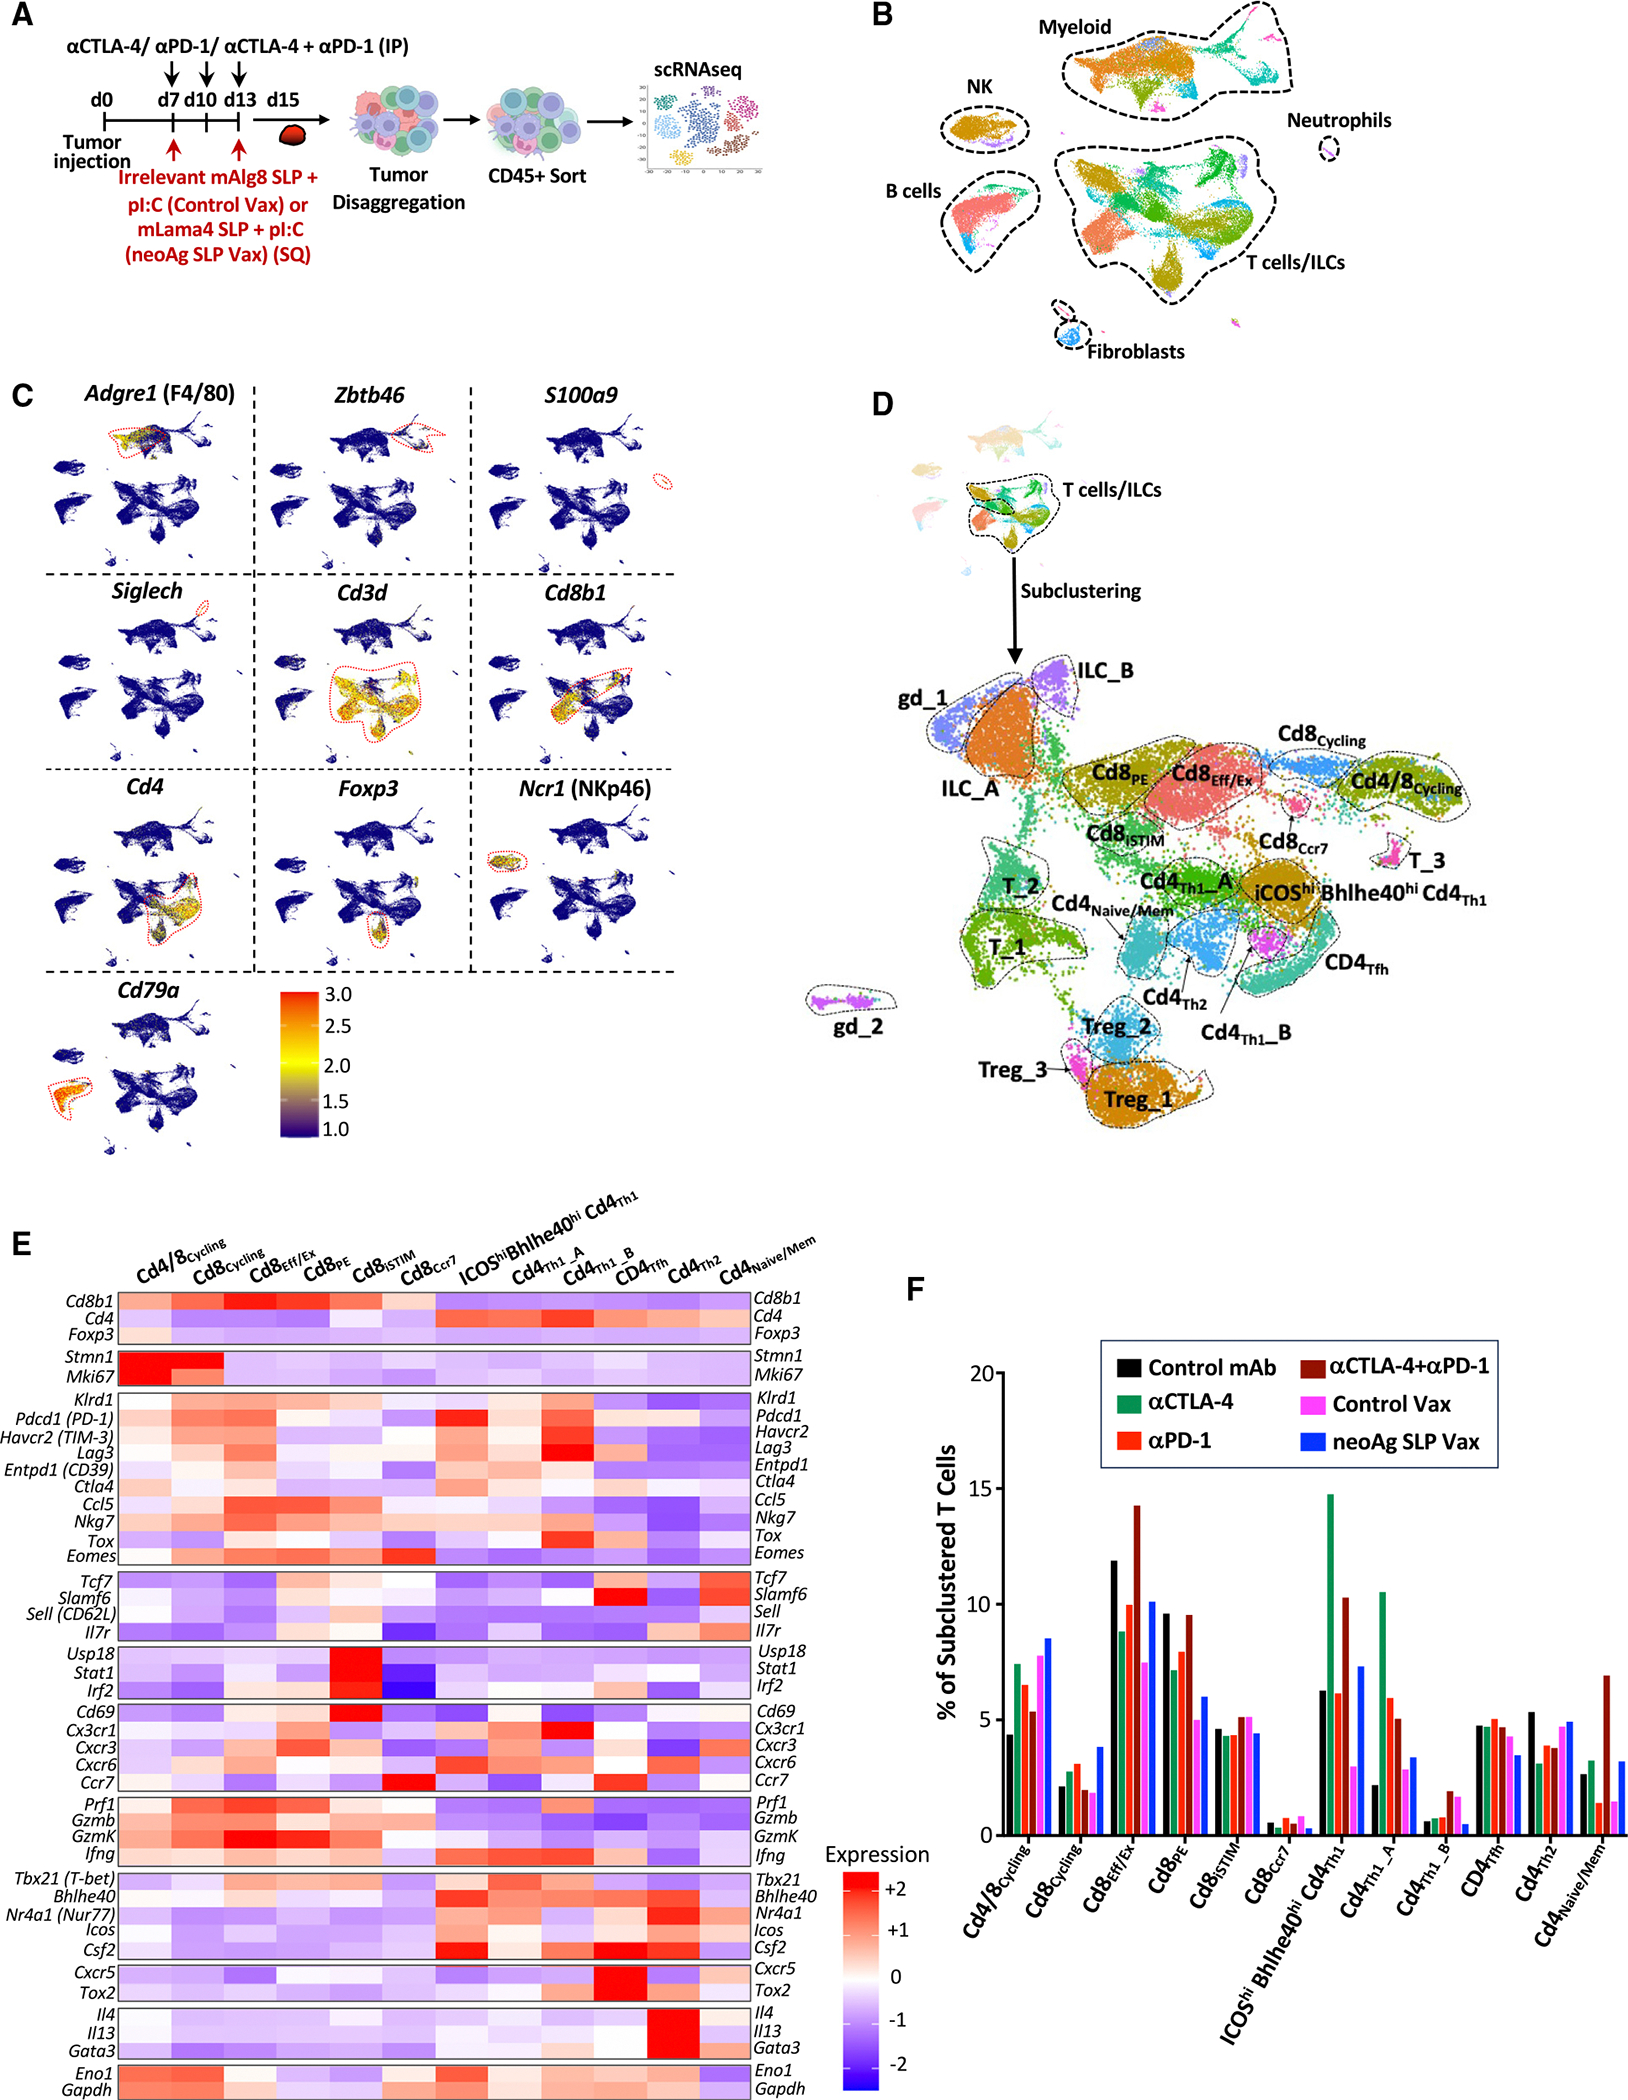
scRNA-seq of intratumoral immune cells from Y1.7LI melanoma-bearing mice treated with neoAg SLP vaccines or ICT (A) Y1.7LI melanoma-bearing mice were treated as indicated beginning on day 7 post-tumor transplant. Tumors from individual mice were harvested on day 15, pooled, and processed, and live CD45^+^ cells were sorted and analyzed by scRNA-seq. (B) Uniform manifold approximation and projection (UMAP) plot from scRNA-seq of intratumoral CD45^+^ cells with annotated cell types. (C) Feature plot showing lineage-specific transcripts. (D) Feature plots displaying subclustering of activated T cell-containing clusters. (E) Heatmap displaying average expression of select transcripts by cluster. (F) Frequency of subclustered T cell-containing clusters by treatment. See also Figure S4 and Table S1.

**Figure 3.**
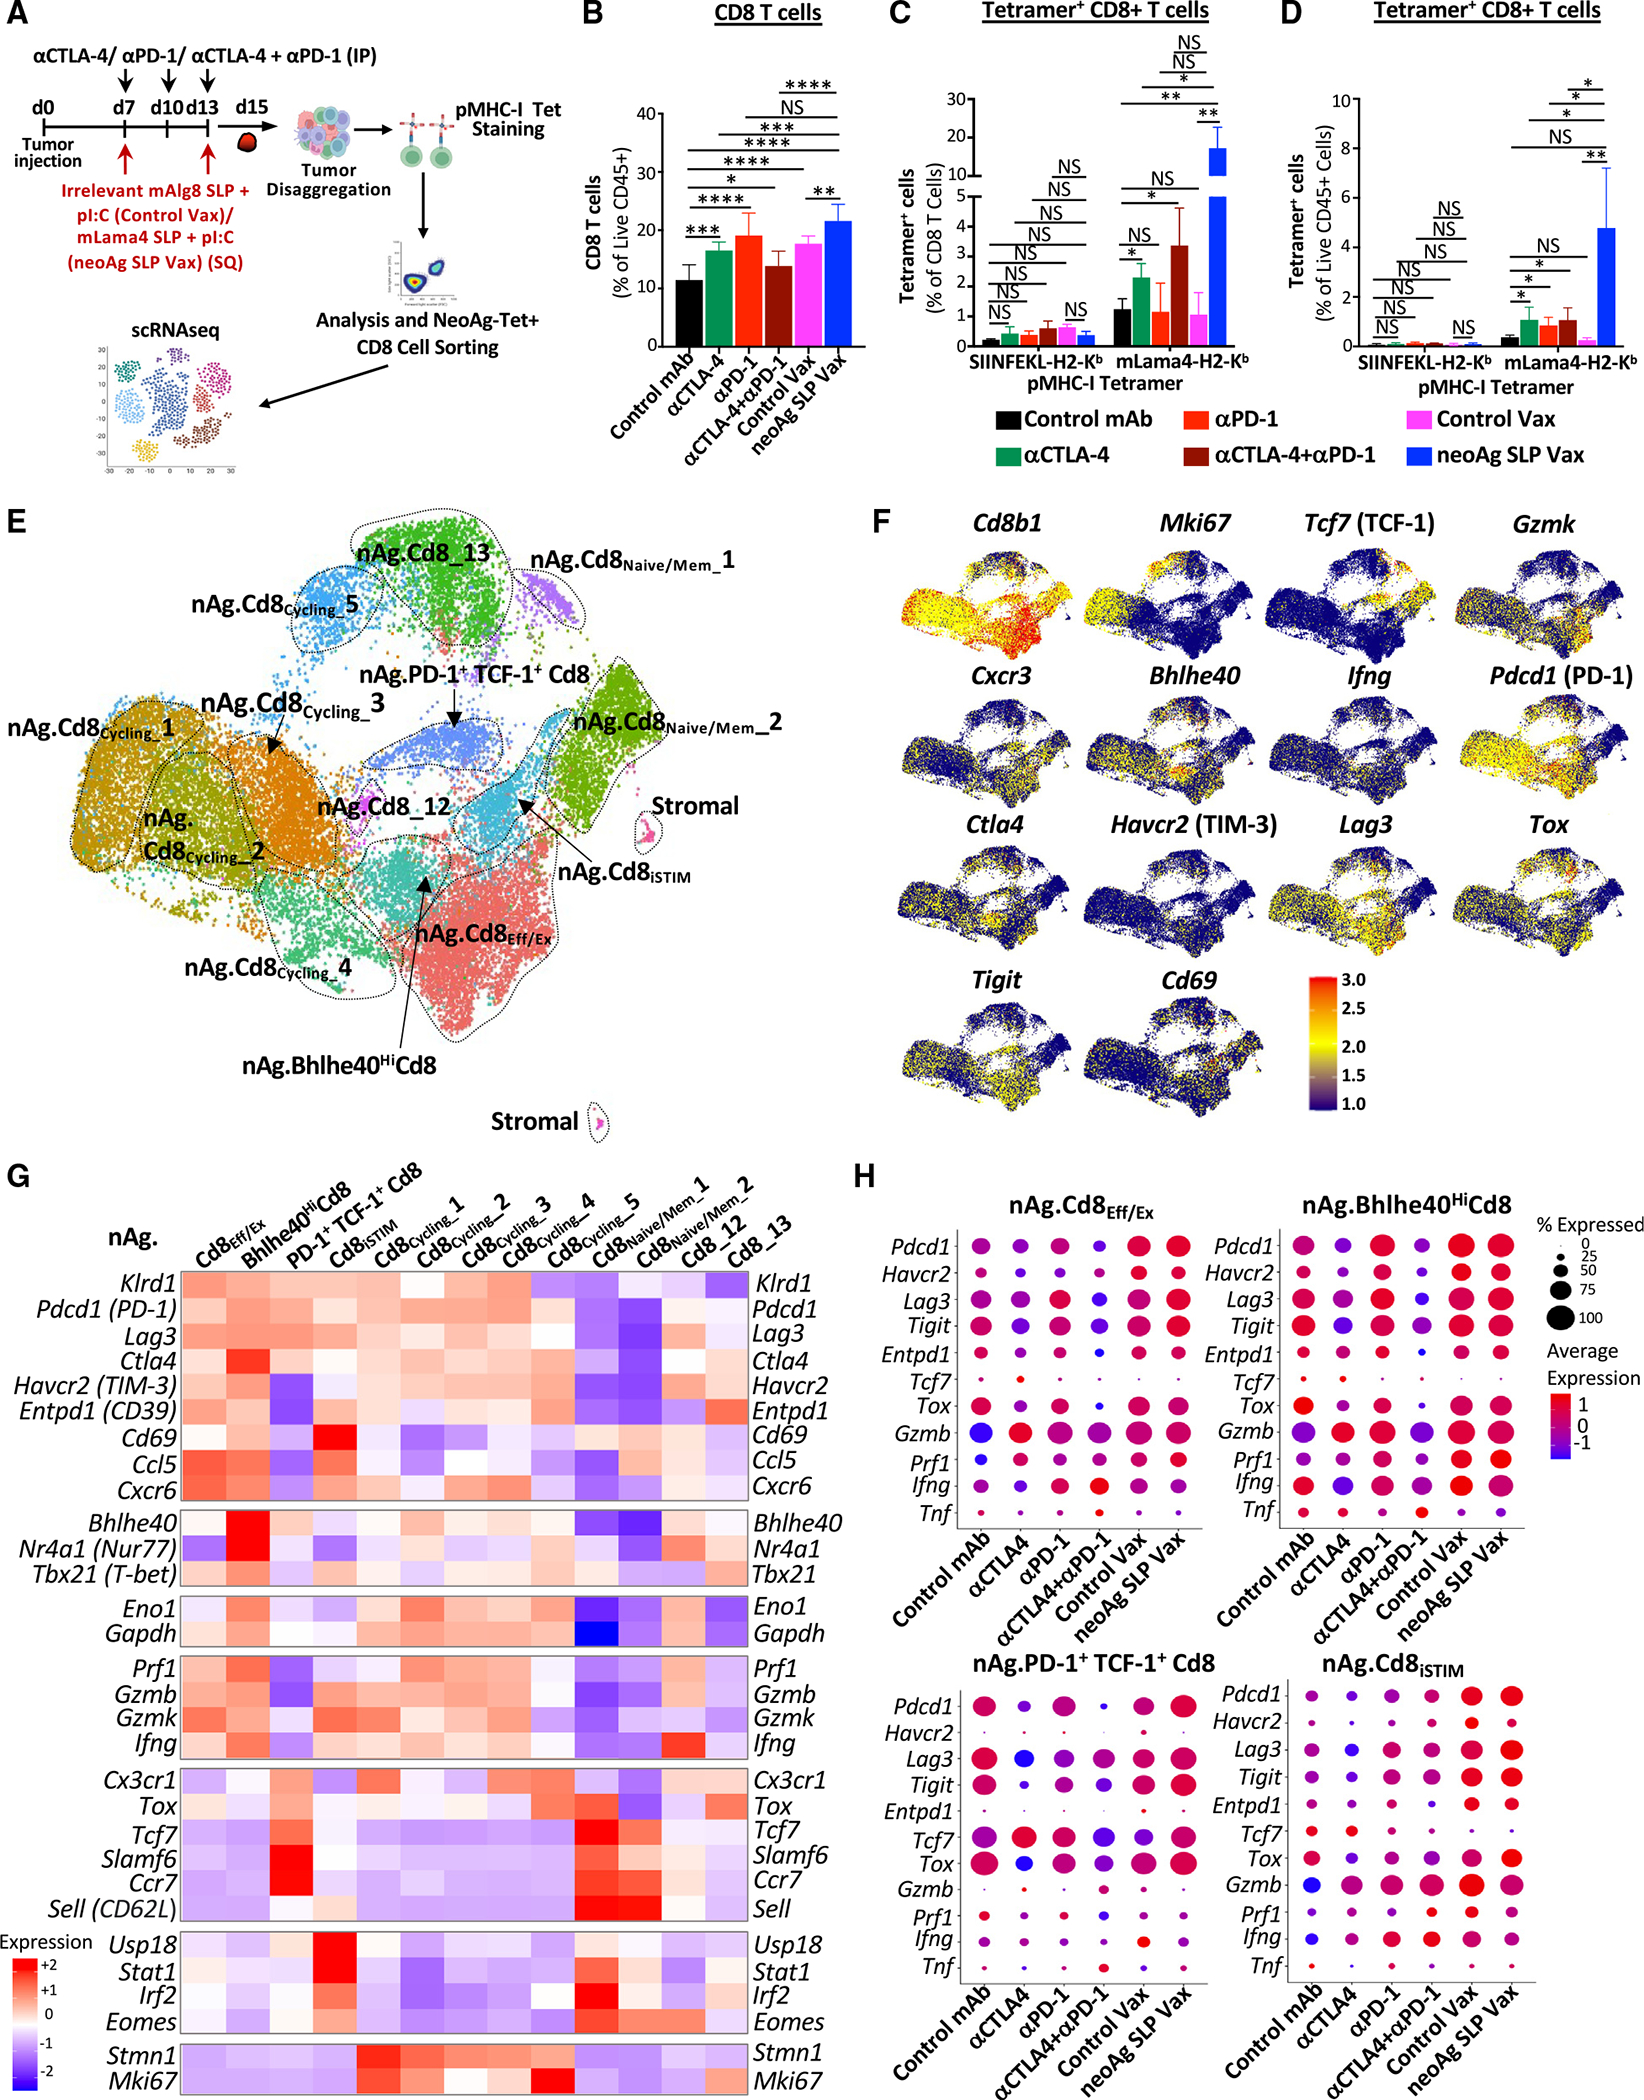
Characterization of neoAg-specific CD8 T cells in neoAg SLP vaccine- and ICT-treated mice (A) Y1.7LI melanoma-bearing mice were treated as indicated beginning on day 7 post-tumor transplant. Tumors from individual mice were harvested on day 15, pooled, processed, and stained with mLama4-H2-K^b^ tetramers for analysis (B–D) or for sorting of mLama4 tetramer-positive CD8 T cells for scRNA-seq (E–H). (B) Graph displaying CD8 T cells as a percentage of intratumoral live CD45^+^ cells. (C and D) Graphs displaying irrelevant SIINFELK tetramer- or mLama4 tetramer-positive CD8 T cells as a percentage of (C) CD8 T cells and (D) CD45^+^ cells. (E) UMAP plot and cell-type annotations from scRNA-seq of mLama4 neoAg-specific CD8 T cells. (F) Feature plots displaying expression of select phenotype and lineage transcripts. (G) Heatmap displaying average expression of select transcripts by cluster. (H) scRNA-seq dot plot depicting select transcripts within select mLama4 neoAg-specific CD8 T cell clusters by treatment. Bar graphs in (B), (C), and (D) display the mean ± SEM and are representative of at least three independent experiments (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.0001; NS, not significant, unpaired t test). See also Figures S6A and S6B and Table S1.

**Figure 4.**
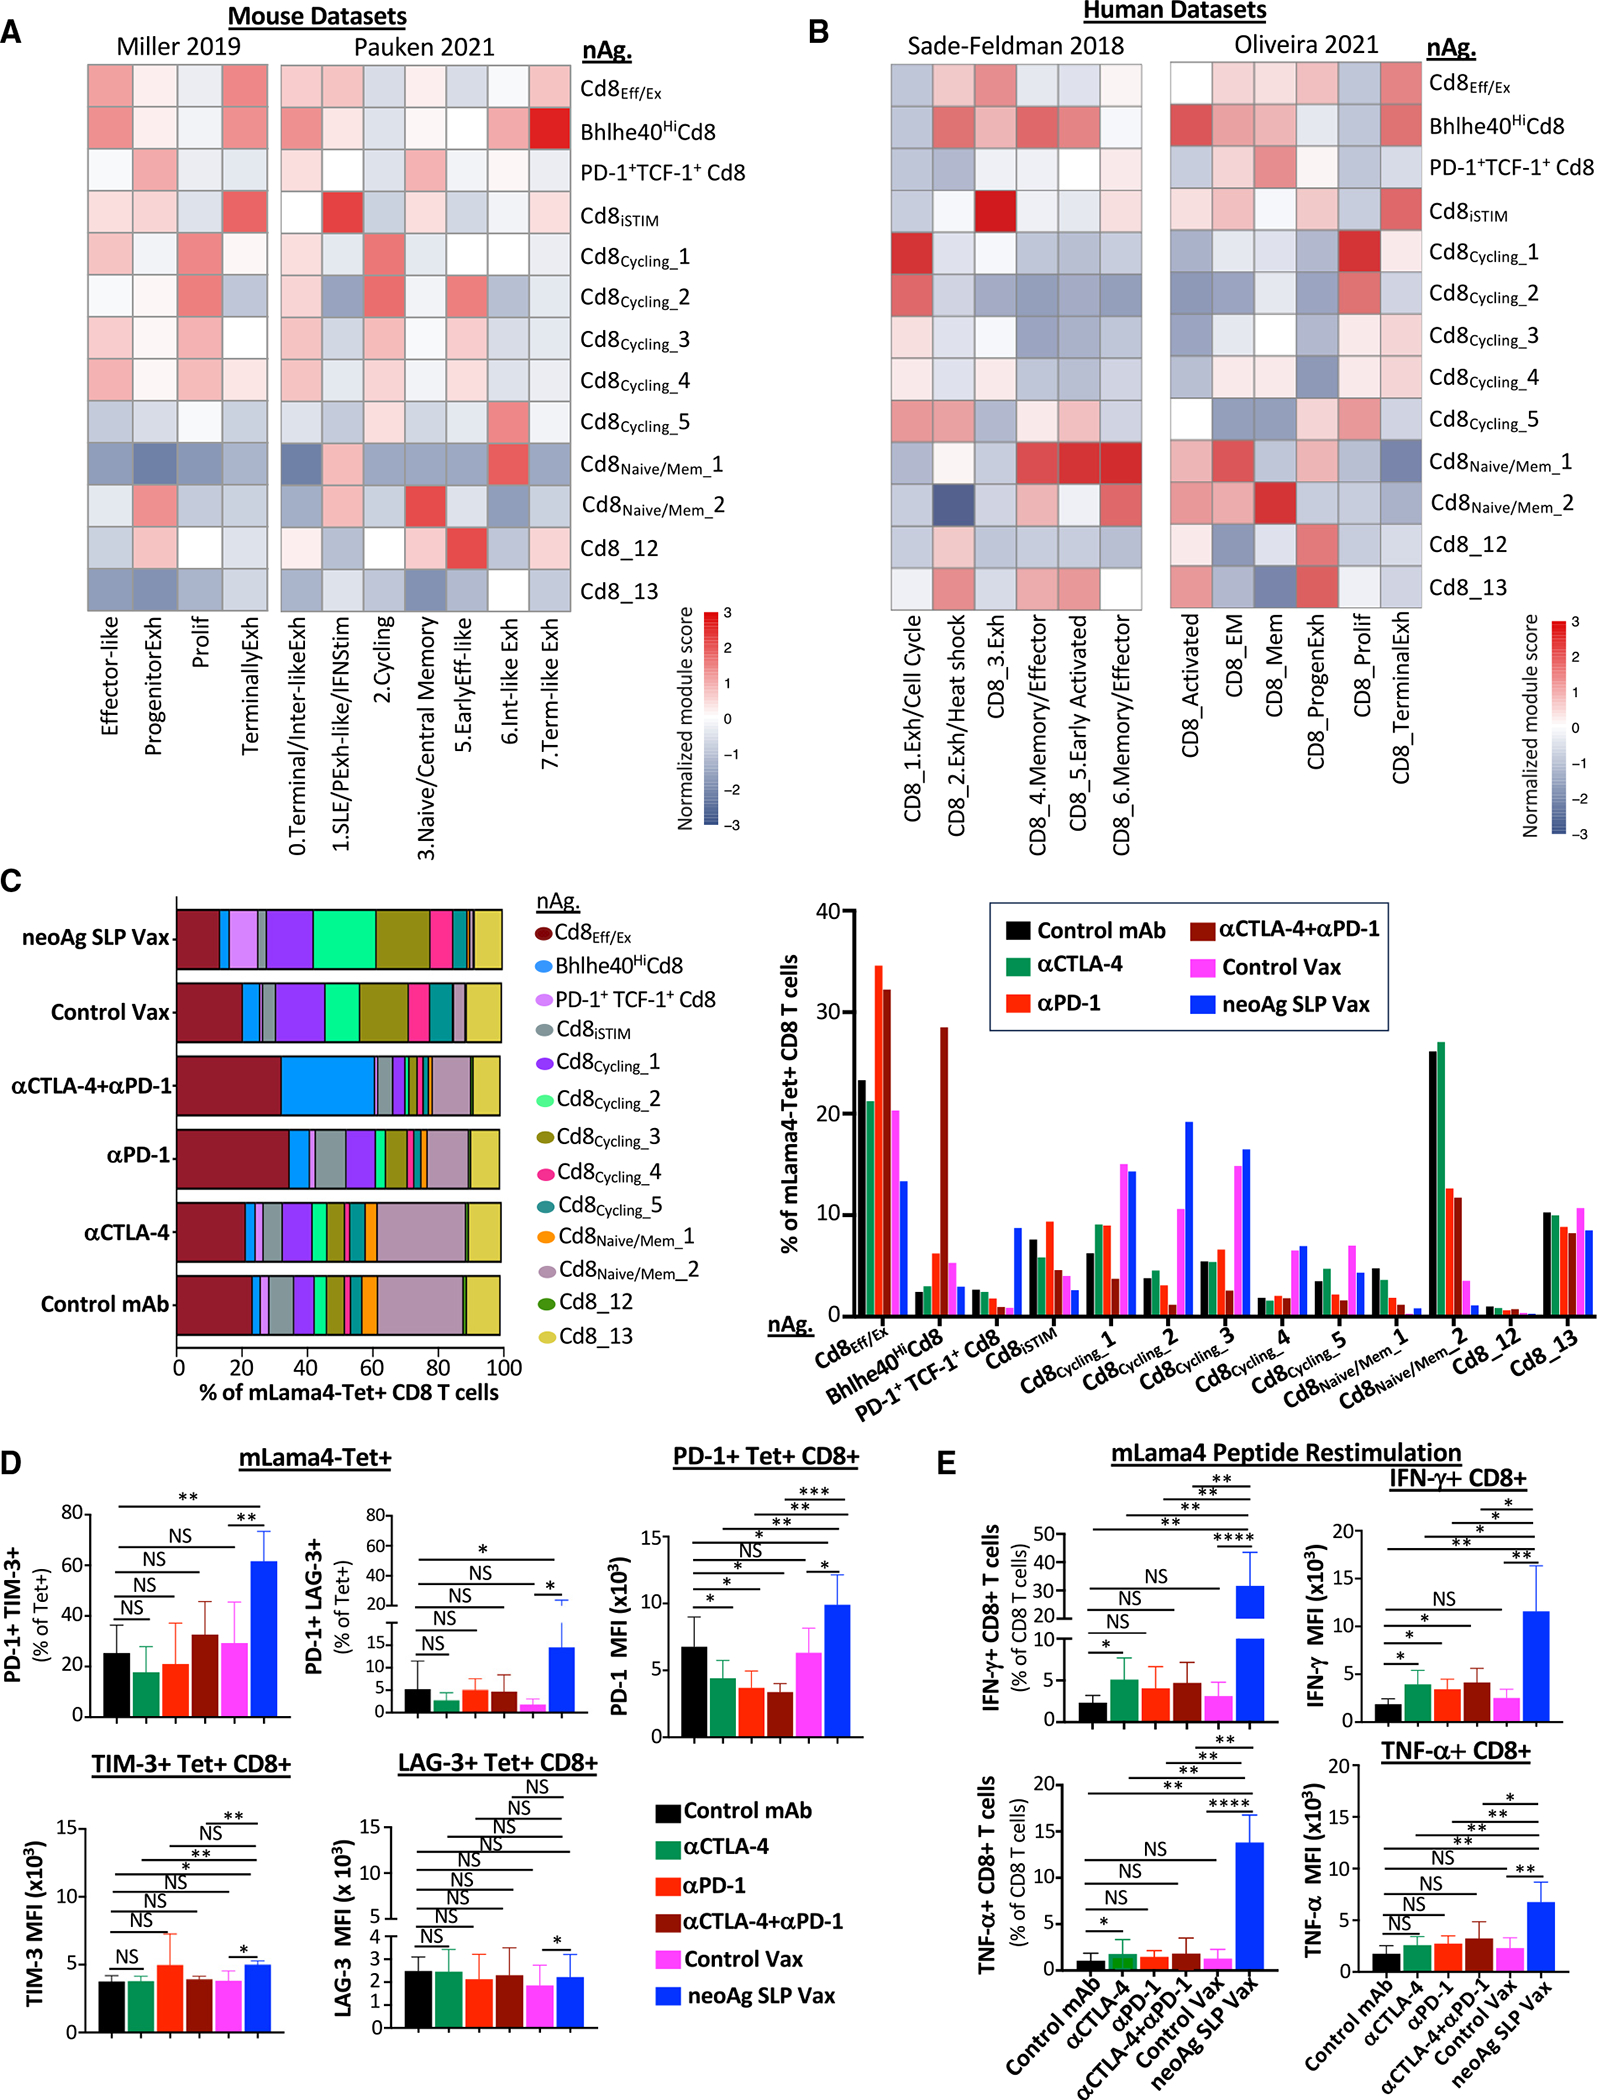
NeoAg SLP vaccines and ICT induce overlapping and distinct alterations to neoAg-specific CD8 T cells (A) Heatmaps comparing features (module scores) of mLama4 neoAg-specific CD8 T cell clusters (rows) to published mouse CD8 T cell gene signatures (columns) identified/annotated (e.g., “effector-like”) by Miller et al.^31^ and Pauken et al.^60^ (B) Heatmaps comparing features (module scores) of mLama4 neoAg-specific CD8 T cell clusters (rows) to published human CD8 T cell gene signatures (columns) identified/annotated (e.g., “CD8_1.Exh/Cell Cycle”) by Sade-Feldman et al.^41^ and Oliveira et al.^59^ (C) Frequency of mLama4 neoAg-specific CD8 T cells within each cluster by treatment depicted in two ways. (D) Graphs displaying percentage of PD-1^+^TIM-3^+^ or PD-1^+^LAG-3^+^ or PD-1, TIM-3, or LAG-3 mean fluorescence intensity (MFI) on PD-1^+^, TIM-3^+^, or LAG-3^+^ mLama4-specific CD8 T cells in Y1.7LI tumors. (E) Graph displaying IFN-γ^+^ or TNF-α^+^ CD8 T cells and IFN-γ or TNF-α MFI as assessed by ICS of mLama4 peptide-restimulated CD8 T cells isolated from Y1.7LI tumors. For (D) and (E), mice were treated beginning on day 7 post-tumor transplant and harvested on day 15. Bar graphs display the mean ± SEM and are representative of at least three independent experiments (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.0001; NS, not significant, unpaired t test). See also Figure S6C and Table S2.

**Figure 5.**
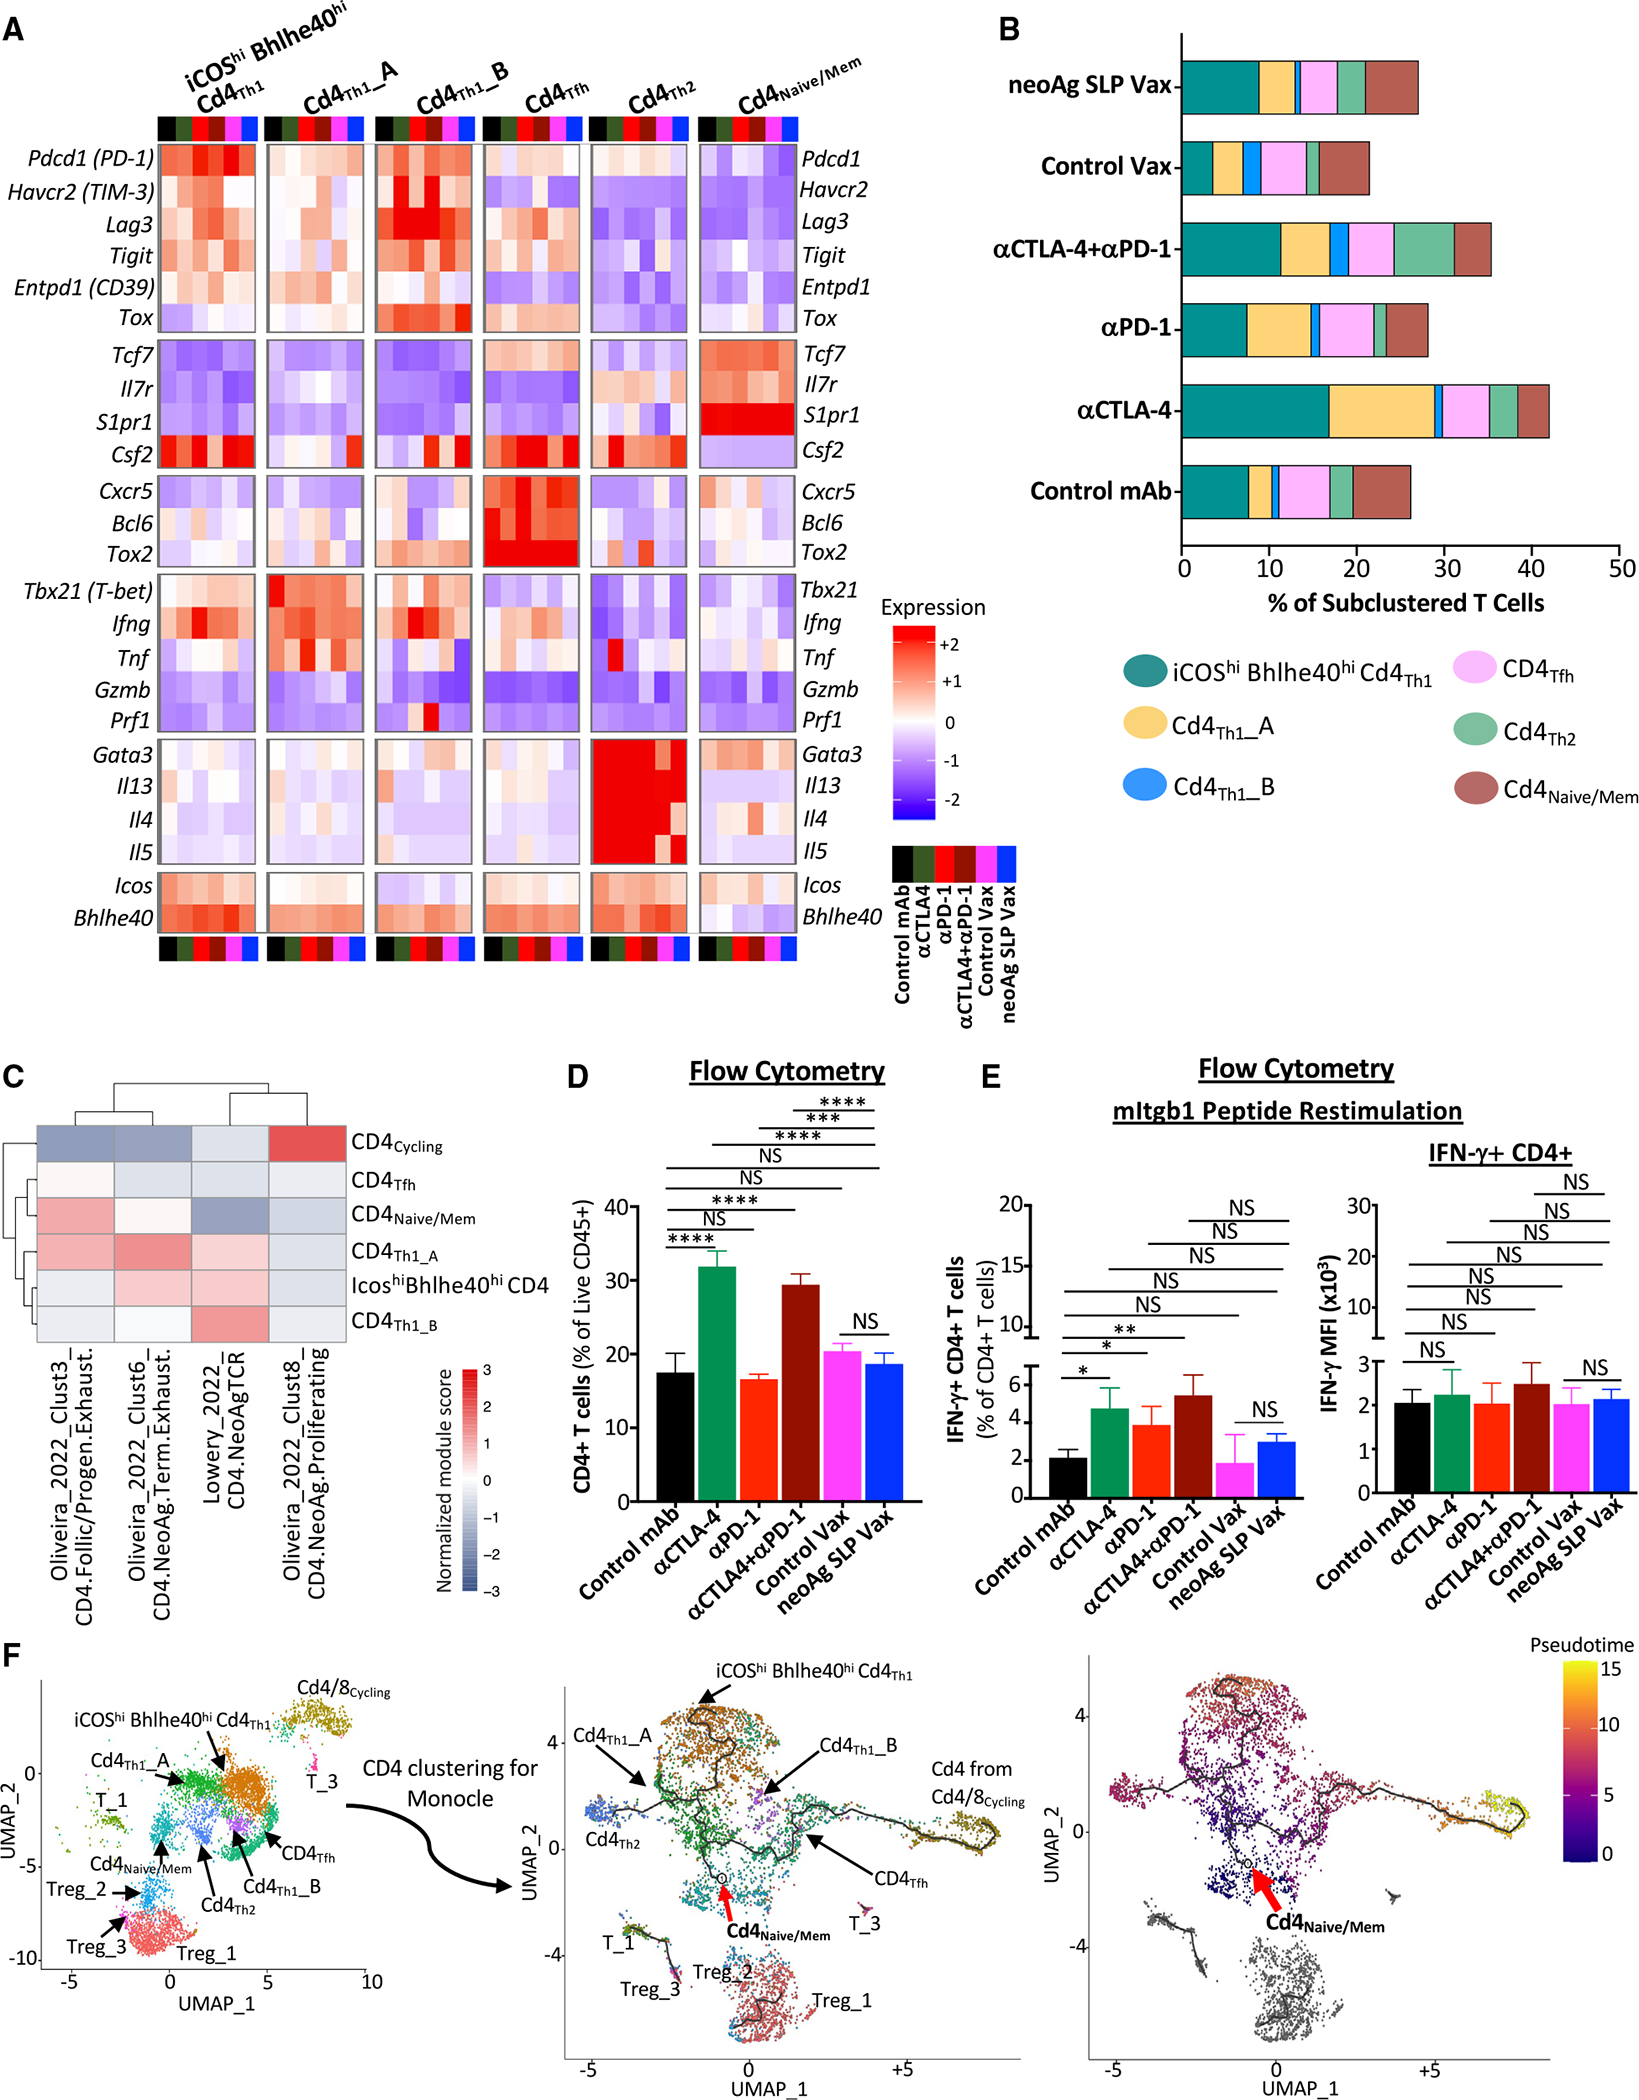
Anti-CTLA-4 induces ICOS^+^Bhlhe40^+^ Th1-like CD4 T cells (A) Heatmap displaying normalized expression of select genes in each CD4 T cell cluster by treatment. (B) Bar graphs depicting frequency of CD4 T cells within each cluster by treatment. (C) Heatmap comparing features (module scores) of CD4 T cell clusters (rows) to published human CD4 T cell gene signatures (columns) of neoAg-specific CD4 T cells identified/annotated by Oliveira et al.^67^ and Lowery et al.^61^ (D) CD4 T cell frequency in Y1.7LI tumors as determined by flow cytometry. (E) Graph displaying IFN-γ^+^ CD4 T cells and IFN-γ MFI of IFN-γ^+^ CD4 T cells as assessed by ICS on mItgb1 peptide-restimulated CD4 T cells isolated from Y1.7LI tumors. (F) UMAP plot displaying exclusively CD4 T cell-containing clusters (left). Monocle 3-guided CD4 T cell trajectory graph overlaid on UMAP (middle) (red arrow indicates inferred pseudotime origin). CD4 T cell clusters overlaid on Monocle3 pseudotime plot (right). For (D) and (E), mice were treated beginning on day 7 post-tumor transplant and harvested on day 15. Bar graphs display the mean ± SEM and are representative of at least three independent experiments (*p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.0001; NS, not significant, unpaired t test). See also Figure S8 and Table S2.

**Figure 6.**
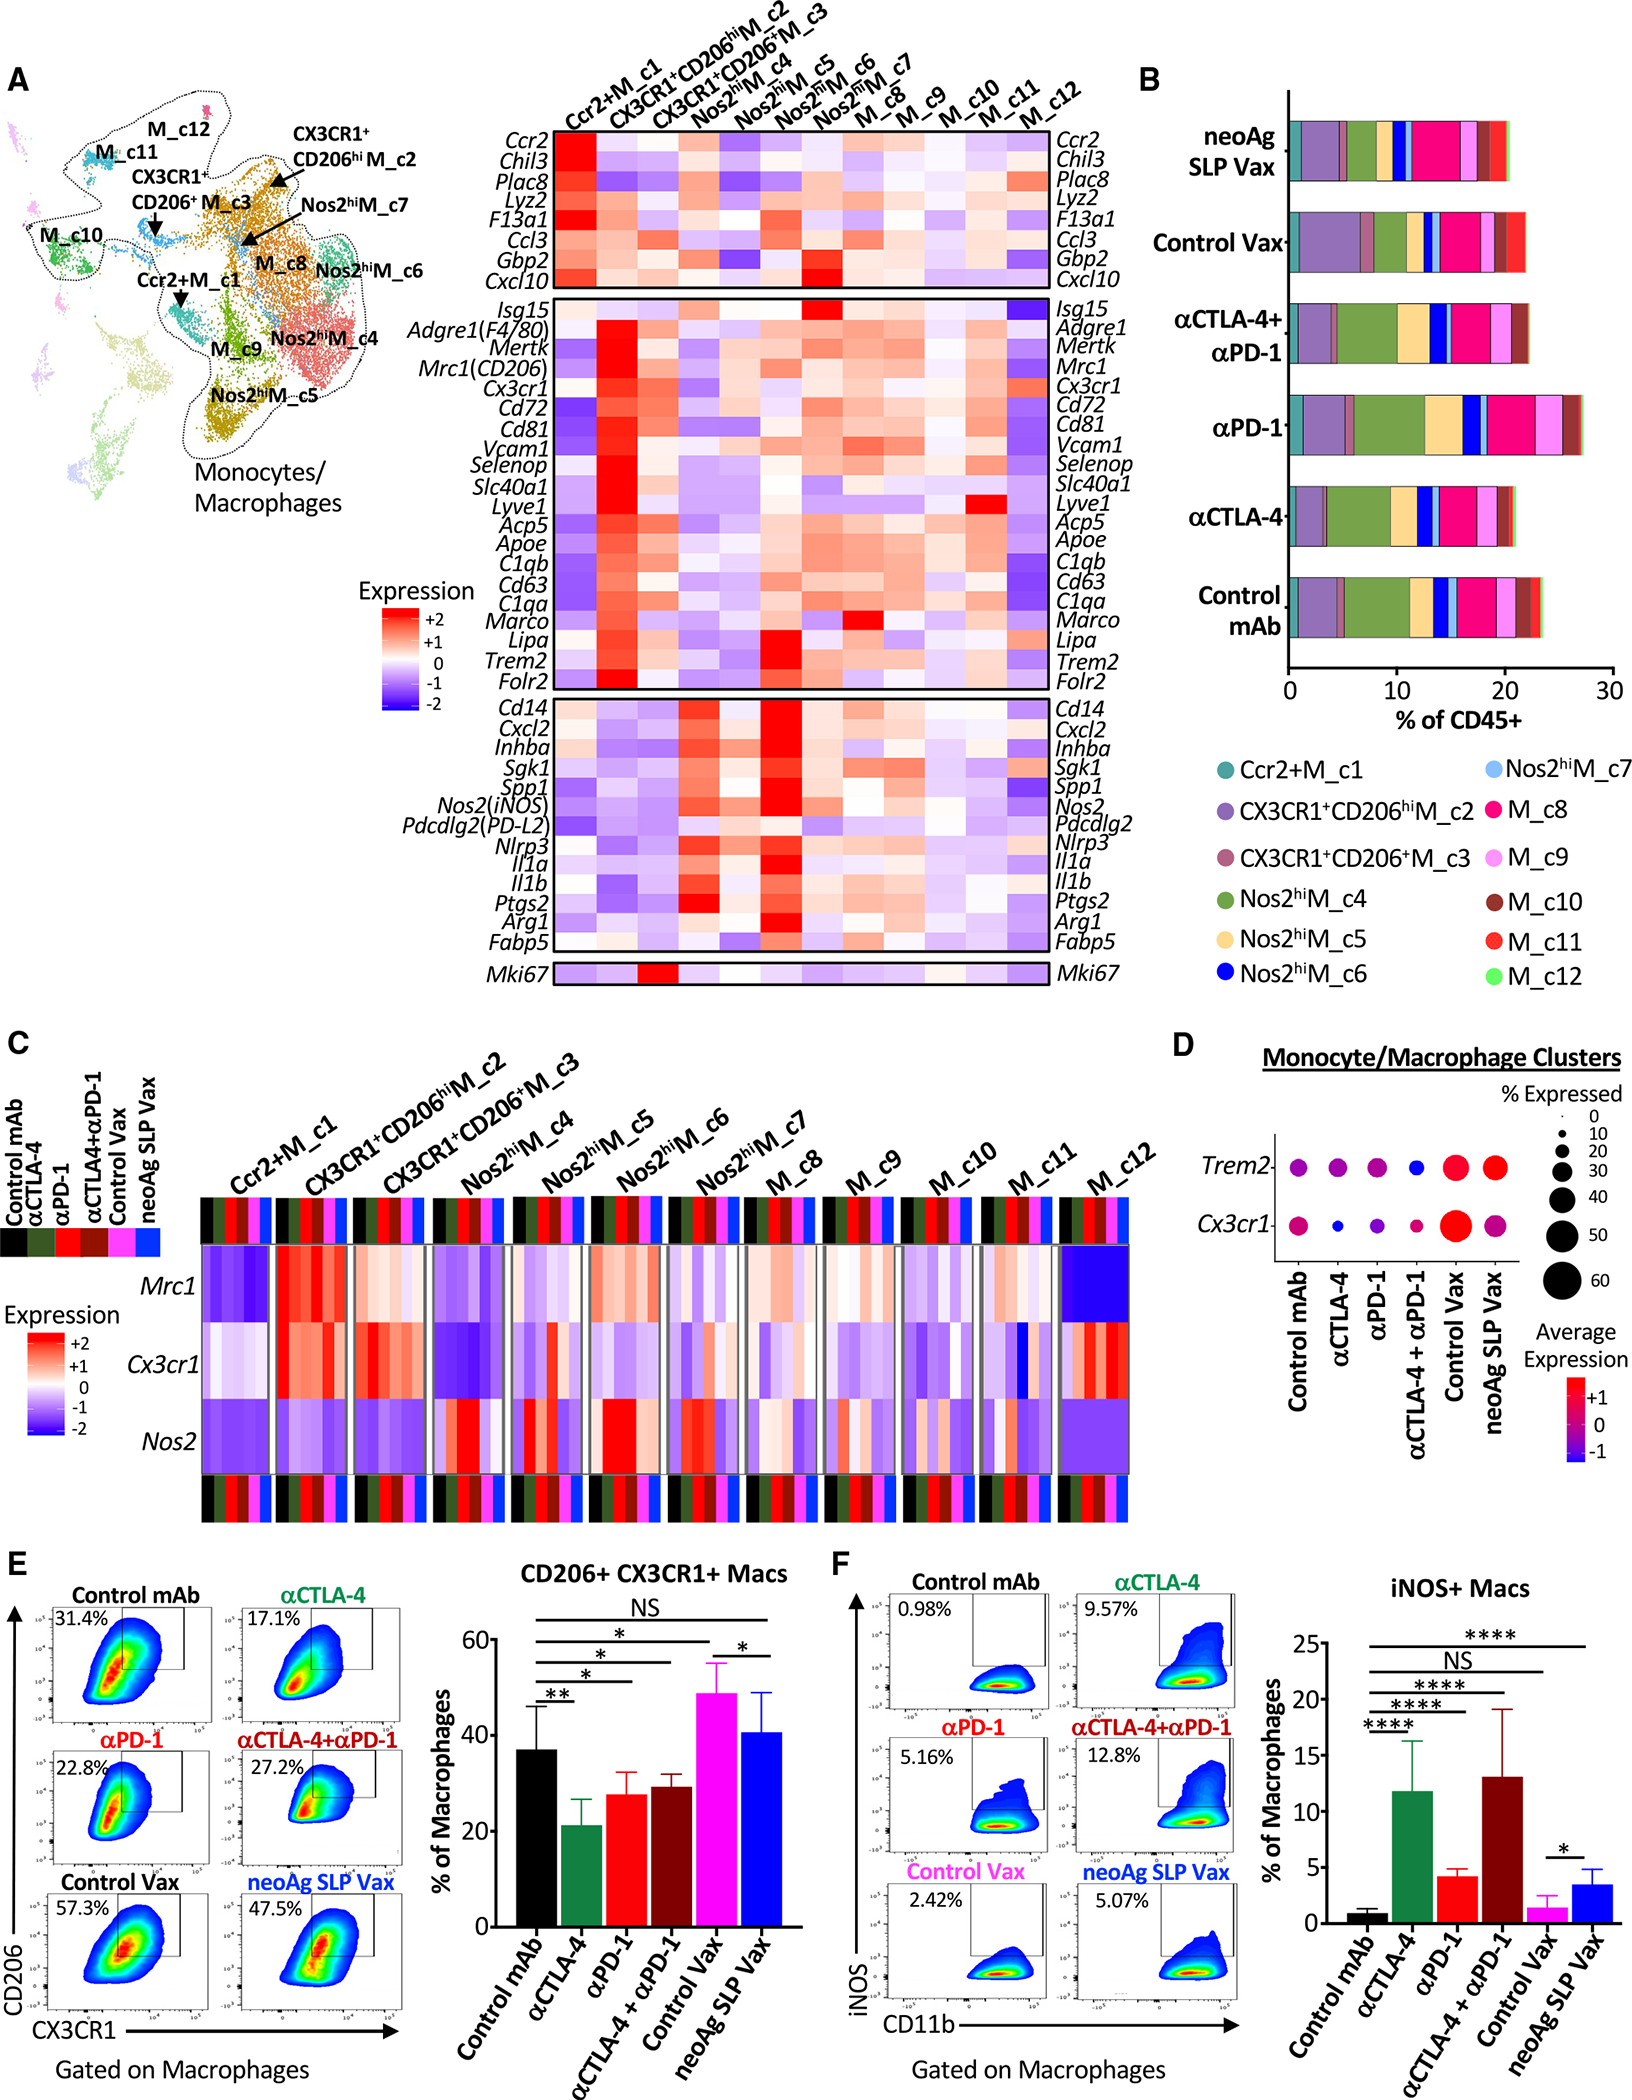
ICT promotes partially distinct macrophage remodeling from neoAg SLP vaccines (A) UMAP displaying subclustering of select myeloid clusters from CD45^+^ scRNA-seq and heatmap displaying normalized expression of select genes by monocyte/macrophage cluster. (B) Bar graphs depicting frequency of monocytes/macrophages in each cluster by treatment. (C) Heatmap displaying normalized expression of *Mrc1* (CD206), *Cx3cr1*, and *Nos2* (iNOS) in each monocyte/macrophage cluster by treatment. (D) scRNA-seq dot plot depicting *Trem2* and *Cx3cr1* expression in combined monocyte/macrophage clusters. (E and F) Representative flow cytometry plots and graphs displaying intratumoral (E) CX3CR1^+^CD206^+^ macrophages or (F) iNOS^+^ macrophages from Y1.7 melanoma-bearing mice treated beginning on day 7 post-tumor transplant and harvested on day 15. For (E) and (F), dot plots displaying CX3CR1^+^CD206^+^ and iNOS^+^ macrophages are gated on macrophages, and bar graphs display the mean ± SEM and are representative of at least three independent experiments (*p < 0.05, **p < 0.01, ****p < 0.0001; NS, not significant, unpaired t test). See also Figures S10 and S12.

**Figure 7.**
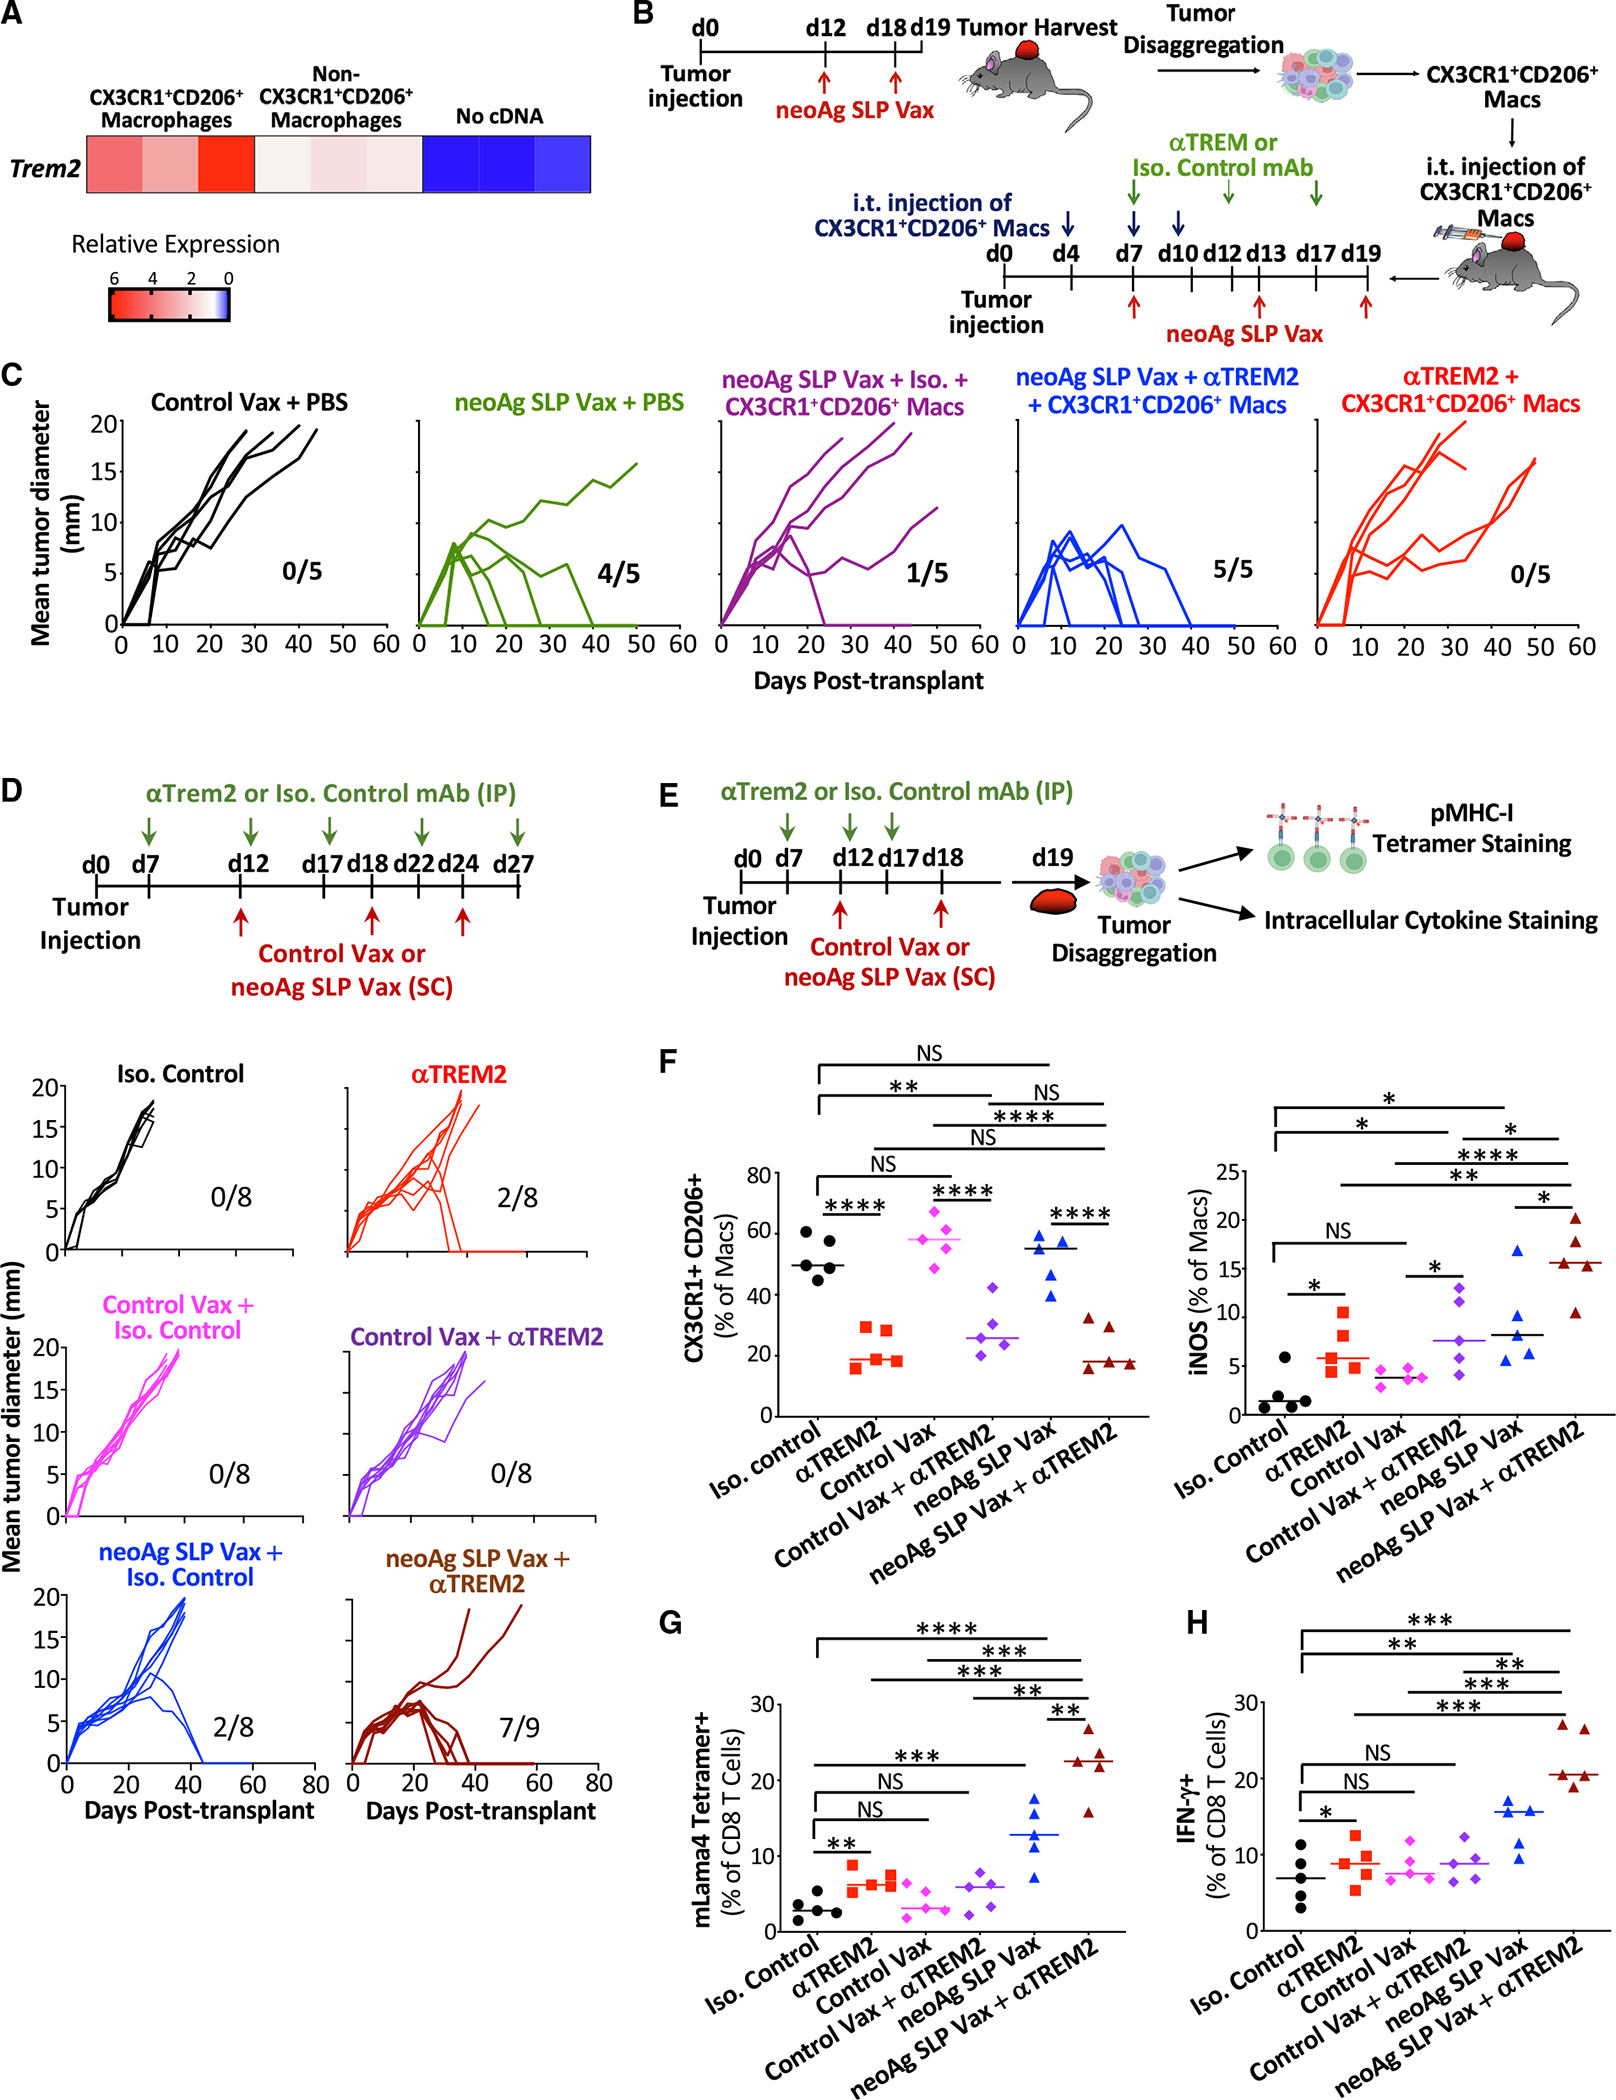
Blockade of TREM2 remodels the macrophage compartment and facilitates anti-tumor immunity in combination with neoAg SLP vaccines (A) *Trem2* mRNA detection by quantitative reverse-transcriptase PCR (qRT-PCR) on sorted intratumoral CX3CR1^+^CD206^+^ macrophages and non-CX3CR1^+^CD206^+^ macrophages isolated on day 19 post-tumor transplant from Y1.7LI tumor-bearing mice treated with neoAg SLP vax on days 12 and 18. (B) Schematic depicting the experiment in (C). (C) Tumor growth in mice transplanted with Y1.7LI melanoma cells and receiving intratumoral injections of CX3CR1^+^CD206^+^ macrophages or PBS and treated with control vax, neoAg SLP vax, anti-TREM2, neoAg SLP vax + isotype control mAb (Iso), or neoAg SLP vax + anti-TREM2 as indicated in (B). (D) Tumor growth in Y1.7 melanoma-bearing mice treated with Iso, anti-TREM2, Iso + control vax, Iso + neoAg SLP vax, anti-TREM2 + control vax, or anti-TREM2 + neoAg SLP vax. (E) Schematic depicting experiments in (F)–(H). (F) Graphs displaying frequency of intratumoral CX3CR1^+^CD206^+^ macrophages and iNOS^+^ macrophages. (G) Graph displaying frequency of mLama4 tetramer-positive CD8 T cells. (H) Graph displaying IFN-g^+^ CD8 T cells as assessed by ICS of mLama4 peptide-restimulated CD8 T cells isolated from Y1.7LI tumors. For (A), RNA was isolated from macrophages from two individual mice (two independent experiments). For (C) and (D), fractions indicate number of mice rejecting tumors/number of mice used in the experiment. Scatterplots in (F)–(H) display data for individual mice and are representative of two independent experiments (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001; NS, not significant, unpaired t test).

**KEY RESOURCES TABLE:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

Anti-mouse CTLA-4 (clone 9D9)	Leinco Technologies	Cat# C2856; RRID: AB_2829611
Anti-mouse CD279 (PD-1) (clone RMP1-14)	Leinco Technologies	Cat# P372; RRID: AB_2749820
Anti-mouse CD8 (clone YTS-169)	Leinco Technologies	Cat# C2442; RRID: AB_2829540
Anti-mouse CD4 (clone GK1.5)	Leinco Technologies	Cat# C2838; RRID: AB_2829596
Anti-Mouse TREM2 - Fc Muted [clone 178 (LALAPG)]	Leinco Technologies	Cat# T721
Anti-mouse IgG2a Isotype Control (clone C1.18.4)	Leinco Technologies	Cat# P381; RRID: AB_2831654
Rat IgG2a Isotype Control (clone 1-1)	Leinco Technologies	Cat# R1367; RRID:AB_2831721
Anti-Human ILT1, Isotype Control, Fc Muted (clone 135.5 (clone LALAPG))	Leinco Technologies	Cat# I-1241
Anti-CD16/32 (clone 2.4G2)	BD Biosciences	Cat# 553141; RRID: AB_394656
Anti-mouse CD45 BV605 (clone 30-F11) (1:800 dilution)	BioLegend	Cat# 103140; RRID: AB_2562342
Anti-mouse CD90.2/Thy1.2-PE-Cy7 (clone 30-H12) (1:500 dilution)	BioLegend	Cat# 105326; RRID: AB_2201290
Anti-mouse CD8a-BV786 (clone 53-6.7) (1:200 dilution)	BD Bioscience	Cat# 563332; RRID: AB_2721167
Anti-mouse CD4-BV711(clone RM4-5) (1:200 dilution)	BioLegend	Cat#100550; RRID: AB_2562099
Anti-mouse CD19-BV650 (clone 1D3) (1:200 dilution)	BD Bioscience	Cat# 563235; RRID: AB_2738085
Anti-mouse CD20-BV421 (clone SA275A11) (1:200 dilution)	BioLegend	Cat# 150405; RRID: AB_2566540
Anti-mouse CD45R/B220-BUV395 (clone RA3-6B2) (1:200 dilution)	BD Bioscience	Cat# 563793; RRID: AB_2738427
Anti-mouse Nkp46/CD335-FITC (clone 29A1.4) (1:300 dilution)	BioLegend	Cat# 560756; RRID: AB_1727465
Anti-mouse γδ TCR-PE-Cy7 (clone GL3) (1:300 dilution)	BioLegend	Cat# 118124; RRID: AB_11204423
Anti-mouse PD-1-BV421 (clone 29F.1A12) (1:200 dilution)	BioLegend	Cat# 135218; RRID: AB_2561447
Anti-mouse TIM-3-BV711 (clone RMT3-23) (1:200 dilution)	BioLegend	Cat# 119727; RRID: AB_2716208
Anti-mouse LAG-3-PerCP-Cy5.5 (clone C9B7W) (1:200 dilution)	BioLegend	Cat# 125212; RRID: AB_2561517
Anti-mouse CD3e-APC (clone 145-2C11) (1:200 dilution)	BioLegend	Cat# 100312; RRID: AB_312677
Anti-mouse CD64-BV421 (clone X54-5/7.1) (1:200 dilution)	BioLegend	Cat# 139309; RRID: AB_2562694
Anti-mouse Ly6G-Alexa Fluor 700 (clone 1A8) (1:400 dilution)	BD Biosciences	Cat# 127622; RRID: AB_10643269
Anti-mouse CX3CR1-FITC (clone SA011F11) (1:1,000 dilution)	BioLegend	Cat# 149020; RRID: AB_2565703
Anti-mouse I-A/I-E-BV650 (clone M5/114.15.2) (1:3,000 dilution)	BD Bioscience	Cat# 563415; RRID: AB_2738192
Anti-mouse CD103-BV421 (clone 2E7) (1:200 dilution)	BioLegend	Cat#121422; RRID: AB_2562901
Anti-mouse CD24-BV711 (clone M1/69) (1:1000 dilution)	BD Bioscience	Cat# 563450; RRID: AB_2738213
Anti-mouse CD11c-BV786 (clone HL3) (1:400 dilution)	BD Biosciences	Cat# 563735; RRID: AB_2738394
Anti-mouse CD11b-APC (clone M1/70) (1:400 dilution)	BioLegend	Cat# 101212; RRID: AB_312795
Anti-mouse F4/80-BUV395 (clone T45-2342) (1:400 dilution)	BD Biosciences	Cat# 565614; RRID: AB_2739304
Anti-mouse CD64-APC (clone X54-5/7.1) (1:400 dilution)	BioLegend	Cat# 139306; RRID: AB_11219391
Anti-mouse CD117-FITC (clone ACK2) (1:100 dilution)	BioLegend	Cat# 135115; RRID: AB_2561633
Anti-mouse CD11b-PerCP-Cy5.5 (clone M1/70) (1:200 dilution)	BioLegend	Cat# 561114; RRID: AB_394002
Anti-mouse PDCA-1/BST-2 BV650 (clone 927) (1:200 dilution)	BD Biosciences	Cat# 747605; RRID: AB_2744173
Anti-mouse CD172a APC (clone P84) (1:200 dilution)	BioLegend	Cat# 144014; RRID: AB_2564061
Anti-mouse CD274/PDL1-PE (clone MIH5) (1:200 dilution)	BD Biosciences	Cat# 558091; RRID: AB_397018
Anti-mouse FcεRI-PE-Cy7 (clone MAR-1) (1:200 dilution)	BioLegend	Cat# 134326; RRID: AB_2572064
Anti-mouse Mrc1 (CD206)-PE-Cy7 (clone C068C2) (1:400 dilution)	BioLegend	Cat# 141720; RRID: AB_2562248
Anti-mouse FOXP3-FITC (clone FJK-16s)	eBioscience^™^	Cat# 11-5773-82; RRID: AB_465243
Anti-mouse IFNγ-APC (clone XMG1.2) (1:200 dilution)	BD Biosciences	Cat#554413; RRID: AB_398551
Anti-mouse TNF-PE-Cy7 (clone MP6-XT22) (1:200 dilution)	BD Biosciences	Cat# 561062; RRID: AB_398553
Anti-mouse Granzyme B-PE (clone NGZB) (1:200 dilution)	eBioscience^™^	Cat# 12-8898-82; RRID: AB_10870787
Anti-mouse iNOS/Nos2 PE (clone CXNFT) (1:200 dilution)	eBioscience^™^	Cat# 12-5920-82; RRID: AB_2572642
CD45 and H-2 MHC class Totalseq^™^-C0301 anti-mouse Hashtag 1, Antibody	BioLegend	Cat# 155861; RRID: AB_2800693
CD45 and H-2 MHC class Totalseq^™^-C0302 anti-mouse Hashtag 2 Antibody	BioLegend	Cat# 155863; RRID: AB_2800694
CD45 and H-2 MHC class Totalseq^™^-C0303 anti-mouse Hashtag 3 Antibody	BioLegend	Cat# 155865; RRID: AB_2800695

Bacterial and virus strains		

pMSCV-IRES GFP	Addgene	Cat# 20672

Chemicals, peptides, and recombinant proteins		

RPMI-1640	HyClone	Cat# SH30096.02
Trypsin	Genclone	Cat# 25200056
Defined fetal bovine serum	HyClone	Cat# SH30070.03HI
HBSS	Hyclone	Cat# SH30588.02
PBS	Gibco	Cat# 20012027
Sodium Bicarbonate	Gibco	Cat# 25080094
Sodium Pyruvate	Gibco	Cat# 11360070
L-Glutamine	Gibco	Cat# A2916801
ACK lysis buffer	Gibco	Cat# A1049201
Phorbol-12-myristate-13-acetate (PMA)	MilliporeSigma	Cat# 500582
Ionomycin	Thermo Fisher Scientific	Cat# BP2527-1
Fugene	Promega	Cat# E2311
Collagenase Type IA	Sigma-Aldrich	Cat# C9891
Zombie Fixable Viability^™^ Sampler Kit	BioLegend	Cat# 423105
Trypan Blue	Gibco	Cat# 15250061
Poly(I:C) HMW VacciGrade^™^	InvivoGen	Cat# vac-pic
Gibson Assembly^®^ Cloning Kit	New England Biolabs	Cat# E5510S
BglII	New England Biolabs	Cat# R0144S
Mutant Lama4 peptide, sequence ***V***GFNFRTL	Gubin et al.,^16^ Peptide 2.0	N/A
Mutant Alg8 peptide, sequence ITY***T***WTRL	Gubin et al.,^16^ Peptide 2.0	N/A
Mutant Alg8 peptide, sequence AVGITY***T***WTRLYASVLTGSLV	Gubin et al.,^16^ Peptide 2.0	N/A
Mutant Lama4 SLP, sequence QKISFFDGFE***V***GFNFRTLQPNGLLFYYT	Gubin et al.,^16^ Peptide 2.0	N/A
Mutant Adpgk SLP, sequence HLELASMTN***M***ELMSSIVHQ	Yadav et al.,^20^ Peptide 2.0	N/A
Mutant Rpl18 SLP, sequence KAGGKILTFD***R***LALESPK	Hos et al.,^80^ Peptide 2.0	N/A
Mutant Dpagt1 SLP, sequence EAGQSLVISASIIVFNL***L***ELEGDYR	Yadav et al.,^20^ Peptide 2.0	N/A
Mutant Itgb1 SLP, sequence DDCWFYFTYSVNGY***N***EAIVHVVETPDCP	Alspach et al.,^23^ Peptide 2.0	N/A

Critical commercial assays		

RNAeasy Plus Mini Kit	Qiagen	Cat# 74134
SuperScript III Platinum Two-Step qRT-PCR Kit with SYBR Green	Invitrogen	Cat# 11735-032
Chromium Next GEM Single-cell 5'Reagent Kit v2	10x Genomics	Cat# PN-1000263
Fixation/Permeabilization Solution Kit	BD Biosciences	Cat# 555028; RRID: AB_2869013
Foxp3 / Transcription Factor Staining Buffer Set	eBioscience	Cat# 00-5523-00
Cell Staining Buffer	BioLegend	Cat# 420201
FITC Annexin V Apoptosis Detection Kit with 7-AAD	BioLegend	Cat# 640922
Chromium Next GEM Single Cell 5' Reagent Kit v2	10x Genomics	Cat# 100263
Chromium Next GEM Single Cell 5' v2 (Dual Index)	10x Genomics	Cat# CG000330
Qubit HS dsDNA Assay	ThermoFisher	Cat# Q32851
KAPA Biosystems KAPA Library Quantification Kit	Roche	Cat# 07960140001

Deposited data		

Raw and analyzed data	This paper	GEO: GSE276902 GEO: GSE276904

Experimental models: cell lines		

Phoenix Eco cells	Alspach et al.^23^	N/A
Braf^V600E^ Cdkn2a^−/−^ Pten^−/−^ YUMM1.7 parental line	ATCC	CRL-3362
Y1.7LI line	This paper	N/A
Y1.7AI line	This paper	N/A
MC38	Noguchi et al.^114^	N/A

Experimental models: organisms/strains		

Mouse: C57BL/6J	The Jackson Laboratory	Strain #:000664; RRID: IMSR_JAX:000664

Oligonucleotides		

mAlg8-P2A-mItgb1 CTTCTCTAGGCGCCGGAATTCAG CCACCATGGCAGTGGGCATCACA TACACCTGGACCAGGCTGTATGC TTCAGTGTTGACTGGCTCCCTTG TCGGCAGCGGCGCCACAAACTTC TCTCTGCTAAAGCAAGCAGGTGA TGTTGAAGAAAACCCCGGGCCTG ATGACTGCTGGTTCTATTTCACCT ATTCAGTGAATGGCTACAATGAAG CTATCGTGCATGTTGTGGAGACTC CAGACTGTCCTTAATACGTAGCTA GCGGATCCCA	This paper; IDT	N/A
mLama4-P2A-mItgb1 CTTCTCTAGGCGCCGGAATTCAGCCA CCATGCAGAAAATATCTTTCTTTGATGGCT TTGAAGTAGGCTTCAATTTCCGAACATTAC AGCCAAATGGGTTACTATTCTACTACACA GGCAGCGGCGCCACAAACTTCTCTCTGCT AAAGCAAGCAGGTGATGTTGAAGAAAACC CCGGGCCTGATGACTGCTGGTTCTATTTC ACCTATTCAGTGAATGGCTACAATGAAGC TATCGTGCATGTTGTGGAGACTCCAGACT GTCCTTAATACGTAGCTAGCGGATCCCA	This paper; IDT	N/A
Mouse qPCR Trem2 Forward primer-5' CTGGAACCGTCACCATCACTC3'	Ishida-Kitagawa et al.^115^; IDT	N/A
Mouse qPCR Trem2 Reverse primer-5'CGAAACTCGATGACTCCTCGG3'	Ishida-Kitagawa et al.^115^; IDT	N/A
Mouse qPCR Gapdh Forward primer-5'AGGTCGGTGTGAACGGATTTG3'	Dasetal.^116^; IDT	N/A
Mouse qPCR Gapdh Reverse primer-5'TGTAGACCATGTAGTTGAGGTCA3'	Dasetal.^116^; IDT	N/A

Software and algorithms		

Flow jo_v10.8.1	BD	https://www.flowjo.com/bd-flowjo-faq
Prism version 10	GraphPad	https://www.graphpad.com/
Cell Ranger v.7.1.0	https://support.10xgenomics.com/single-cell-gene-expression/software	N/A
Seurat R package v.4.3.0.1	https://satijalab.org/seurat/	N/A
gage R package v.2.46.1	https://github.com/datapplab/gage/blob/master/NEWS	N/A
ggplot2	https://ggplot2.tidyverse.org/index.html	N/A
Monocle3 R package	https://cole-trapnell-lab.github.io/monocle3/	N/A

Other		

Fortessa X-20	BD Biosciences	N/A
LSR II	BD Biosciences	N/A
BD FACSAria II	BD Biosciences	N/A
StepOne Real-Time PCR System	Applied Biosystems	N/A
HS DNA Bioanalyzer	Agilent	N/A
Countess^™^ 3 FL Automated Cell Counter	Invitrogen	Cat# A49866
NovaSeq6000 S2	Illumina	N/A
NovaSeq6000 S4-XP	Illumina	N/A

# Supplementary material for: Comparing neoantigen cancer vaccines and immune checkpoint therapy unveils an effective vaccine and anti-TREM2 macrophage-targeting dual therapy
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 Jan 31.
**Supplement:** 1

**Supplemental information**

**Comparing neoantigen cancer vaccines and immune  
checkpoint therapy unveils an effective vaccine  
and anti-TREM2 macrophage-targeting dual therapy**

**Sunita Keshari, Alexander S. Shavkunov, Qi Miao, Akata Saha, Tomoyuki Minowa, Martina Molgora, Charmelle D. Williams, Mehdi Chaib, Anna M. Highsmith, Josué E. Pineda, Sayan Alekseev, Elise Alspach, Kenneth H. Hu, Marco Colonna, Kristen E. Pauken, Ken Chen, and Matthew M. Gubin**

Figure S1

A

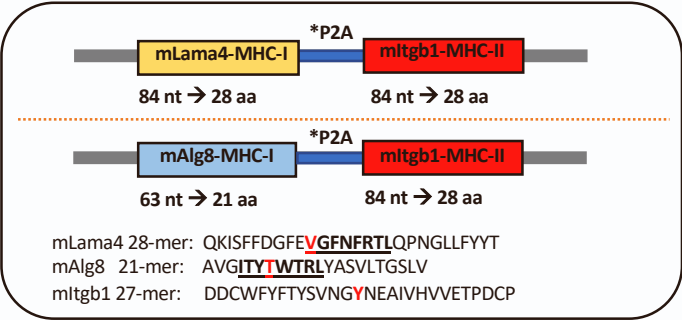

B

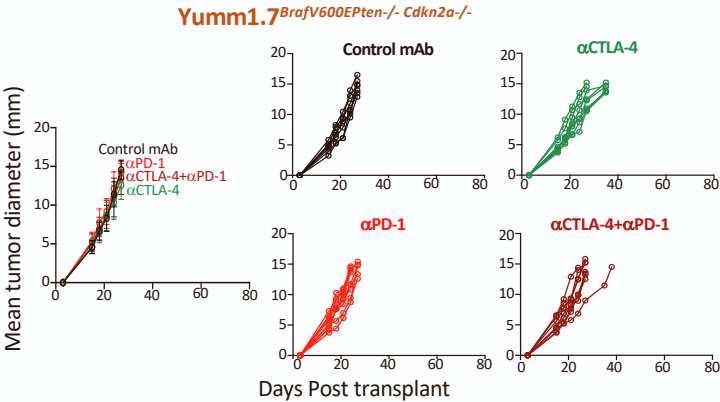

C

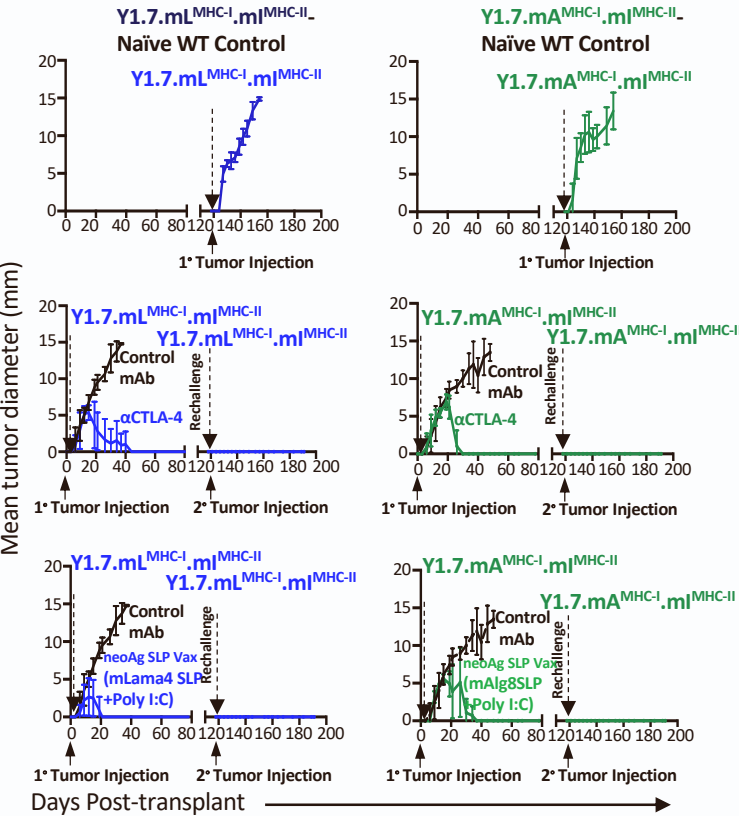

D

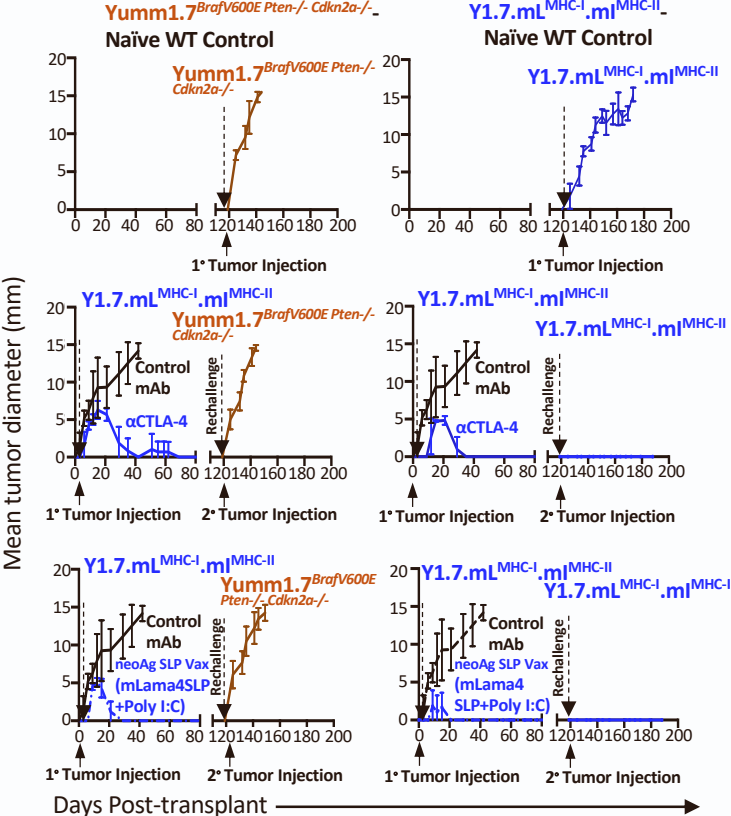

E

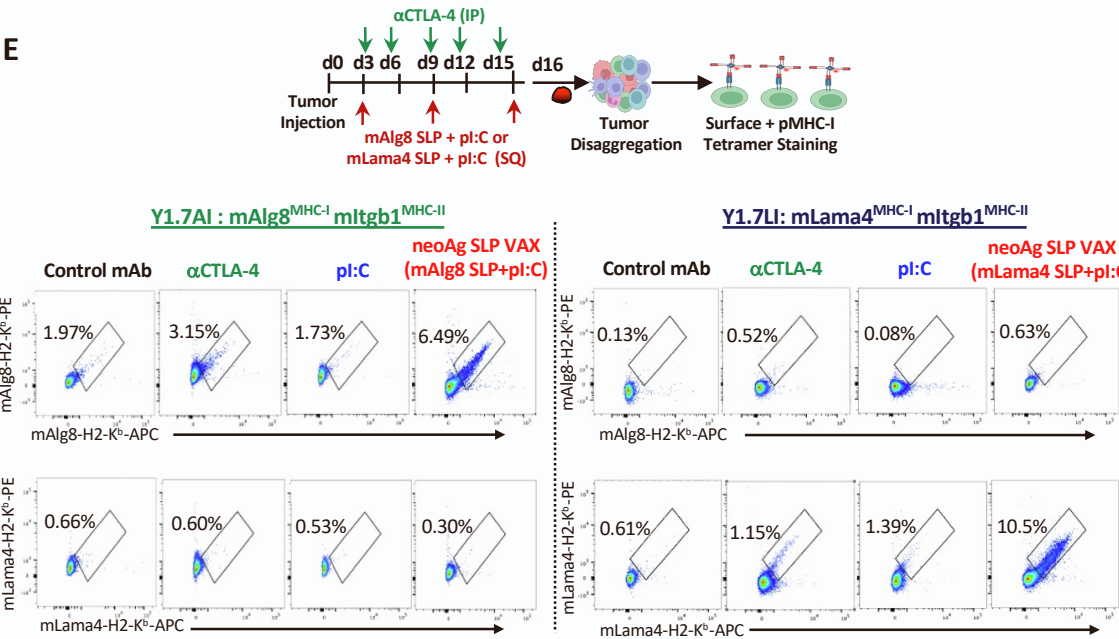

F

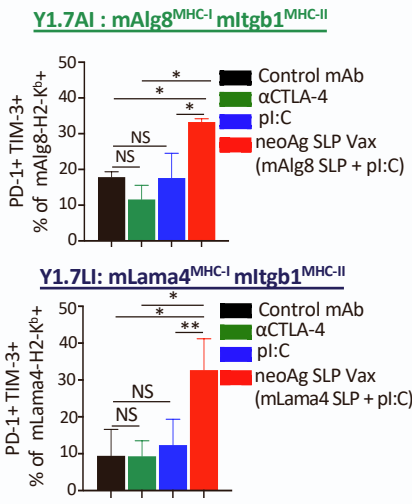

**Figure S1. NeoAg SLP vaccines and ICT induces long-term tumor protection in Y1.7AI and Y1.7LI melanoma models. Related to Figure 1.**

(A) Schematic of neoAg minigenes used to express neoAgS in the parental *Braf*<sup>V600E</sup> *Pten*<sup>-/-</sup> *Cdkn2a*<sup>-/-</sup> YUMM1.7 melanoma line, along with peptide sequences encoded by minigenes. mLama4 or mAlg8 and mltgb1 neoAg minigene coding sequences were separated by 2A peptide sequences that induce ribosomal skipping during translation. (B) Tumor growth in WT C57BL/6J mice transplanted with parental *Braf*<sup>V600E</sup> *Pten*<sup>-/-</sup> *Cdkn2a*<sup>-/-</sup> YUMM1.7 melanoma cells and treated with control mAb, anti-CTLA-4, anti-PD-1 or anti-CTLA4 + anti-PD-1 combination immune checkpoint therapy (ICT) on d. 3, 6, 9, 12, 18, 24 post tumor-transplant. (C) WT C57BL/6J mice were transplanted with Y1.7 mA<sup>MHC-I</sup>.mI<sup>MHC-II</sup> (Y1.7AI) and Y1.7 mL<sup>MHC-I</sup>.mI<sup>MHC-II</sup> (Y1.7LI) melanoma cells and treated with control mAb or anti-CTLA-4 on d. 3, 6, 9, 12, 18, 24 or mAlg8 neoAg (relevant for Y1.7AI) synthetic long peptide (SLP) + poly I:C (pl:C) (neoAg SLP Vax) or mLama4 neoAg (relevant for Y1.7LI) synthetic long peptide (SLP) + pl:C (neoAg SLP Vax) on d. 3, 9, 15. Mice were rechallenged with same tumor used for initial tumor challenge at least 60 days post-rejection of primary tumor. Naïve WT C57BL/6J mice transplanted with Y1.7AI or Y1.7LI tumor without any treatment were included as controls, indicating cell line preps used in rechallenge experiments were capable of tumor formation. (D) WT C57BL/6J mice were transplanted with Y1.7LI melanoma cells and treated with anti-CTLA-4 ICT on d. 3, 6, 9, 12, 18, 24 or mLama4 neoAg SLP + pl:C (neoAg SLP Vax) on d. 3, 9, 15. Mice were rechallenged with either with the same tumor used for initial tumor challenge (Y1.7LI) or parental *Braf*<sup>V600E</sup> *Pten*<sup>-/-</sup> *Cdkn2a*<sup>-/-</sup> YUMM1.7 at least 60 days post-rejection of primary tumor. Naïve WT C57BL/6J mice transplanted with either Y1.7LI or parental YUMM1.7 without any treatment were included as controls. (E) Representative flow cytometry plots displaying mAlg8 or mLama4 tetramer-specific CD8 T cells in Y1.7AI and Y1.7LI tumors treated with control mAb, anti-CTLA-4, pl:C, mAlg8 SLP + pl:C neoAg SLP vaccine (for Y1.7AI) or mLama4 SLP + pl:C neoAg SLP vaccine (for Y1.7LI) and harvested on d. 16 post-tumor transplant. mAlg8-H2-K<sup>b</sup> or mLama4-H2-K<sup>b</sup> tetramers were labeled with PE and APC. Dot plots are gated on live CD45<sup>+</sup> Thy1.2<sup>+</sup> CD8 T cells. (F) Co-expression of PD-1 and TIM-3 on mAlg8- or mLama4-specific CD8 T cells in Y1.7AI and Y1.7LI tumors treated with control mAb, anti-CTLA-4, pl:C alone, mAlg8 SLP + pl:C neoAg SLP vaccine (for Y1.7AI), or mLama4 SLP + pl:C neoAg SLP vaccine (for Y1.7LI). Tumor growth data in (B), (C) and (D) are presented as individual mouse tumor growth as mean tumor diameter and are representative of three independent experiments. Bar graphs in (F) display mean ± SEM and are representative of at least three independent experiments (\**P* < 0.05, \*\**P* < 0.01, NS, not significant, unpaired t test).

Figure S2

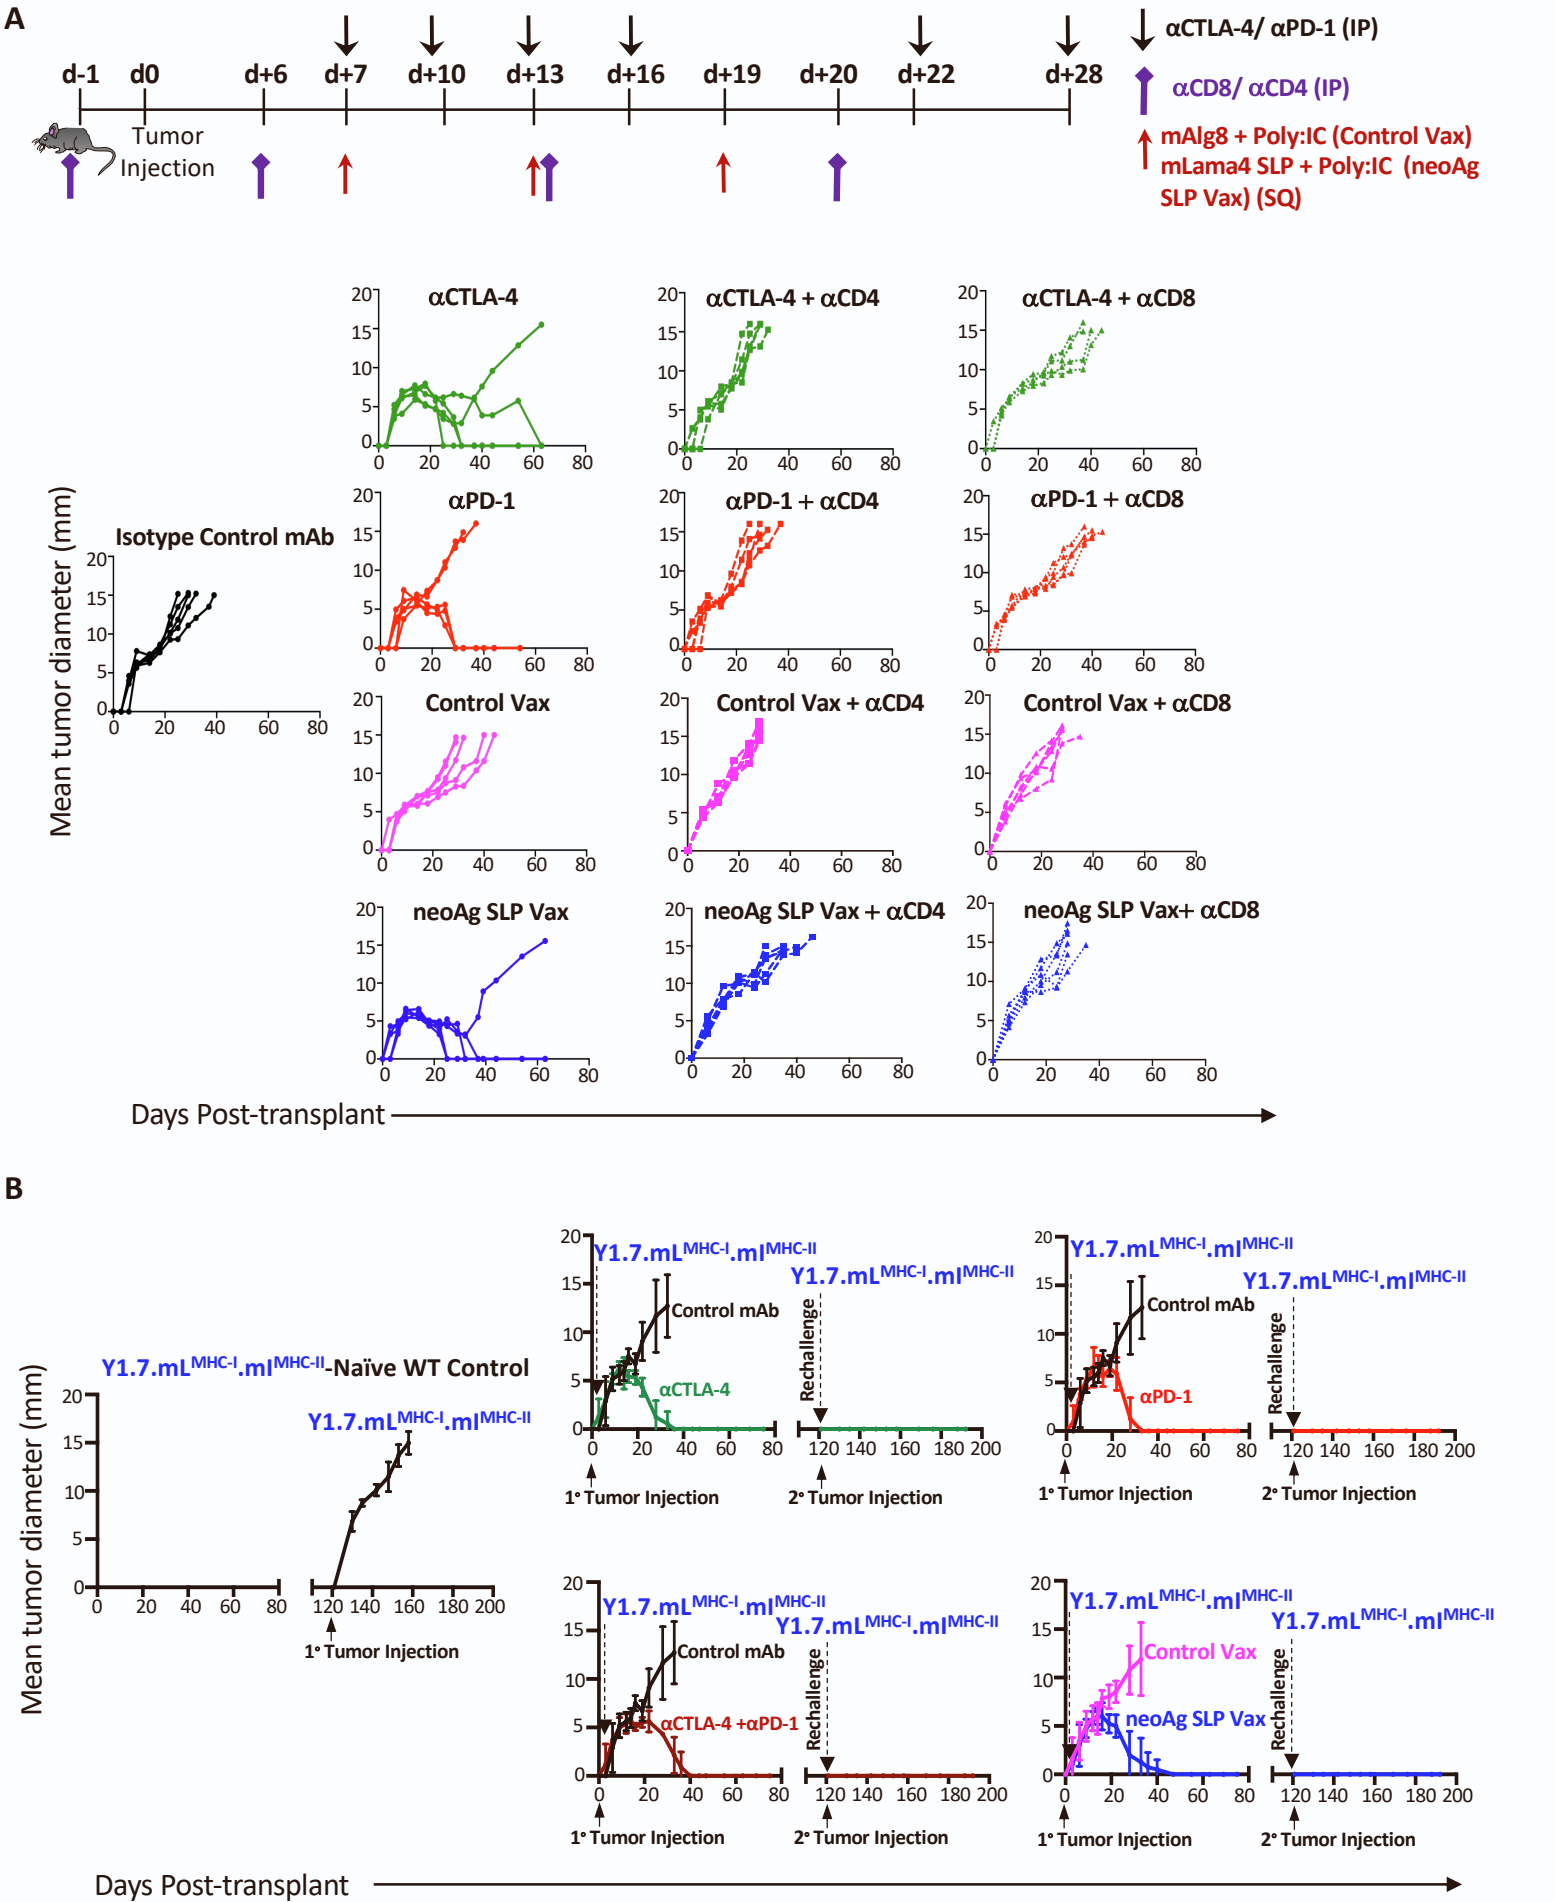

**Figure S2. NeoAg SLP vaccines and ICT induce long-term tumor protection in Y1.7LI melanoma models in a T cell-dependent manner. Related to Figure 1.**

(A) Y1.7LI tumor growth in WT C57BL/6J mice treated with isotype control mAb, anti-CD4, or anti-CD8 $\alpha$  mAbs on d. -1, 6, 13, 20 and anti-CTLA-4 or anti-PD-1 on d. 7, 10, 13, 16, 22, 28 or irrelevant mAlg8 SLP + pl:C (Control Vax) or relevant mLama4 SLP + pl:C (neoAg SLP Vax) on d. 7, 13, 19. (B) WT C57BL/6J mice transplanted with Y1.7LI melanoma cells were treated with control mAb, anti-CTLA-4, anti-PD-1, anti-CTLA-4 + anti-PD-1, irrelevant (for Y1.7LI) mAlg8 SLP + pl:C (Control Vax), or relevant mLama4 SLP + pl:C (neoAg SLP Vax) starting on d. 7 post tumor-transplant, and subsequently on d. 10, 13, 16, 22, 28 for ICT and d. 13, 19 for Control Vax or neoAg SLP Vax. Mice were rechallenged with the same tumor line used for initial tumor challenge (Y1.7LI) at least 60 days post-rejection of primary tumor. Naïve WT C57BL/6J mice transplanted with Y1.7LI tumor without any treatment was included as a control. Tumor growth data in (A) and (B) are presented as individual mouse tumor growth as mean tumor diameter and are representative of three independent experiments.

### Figure S3

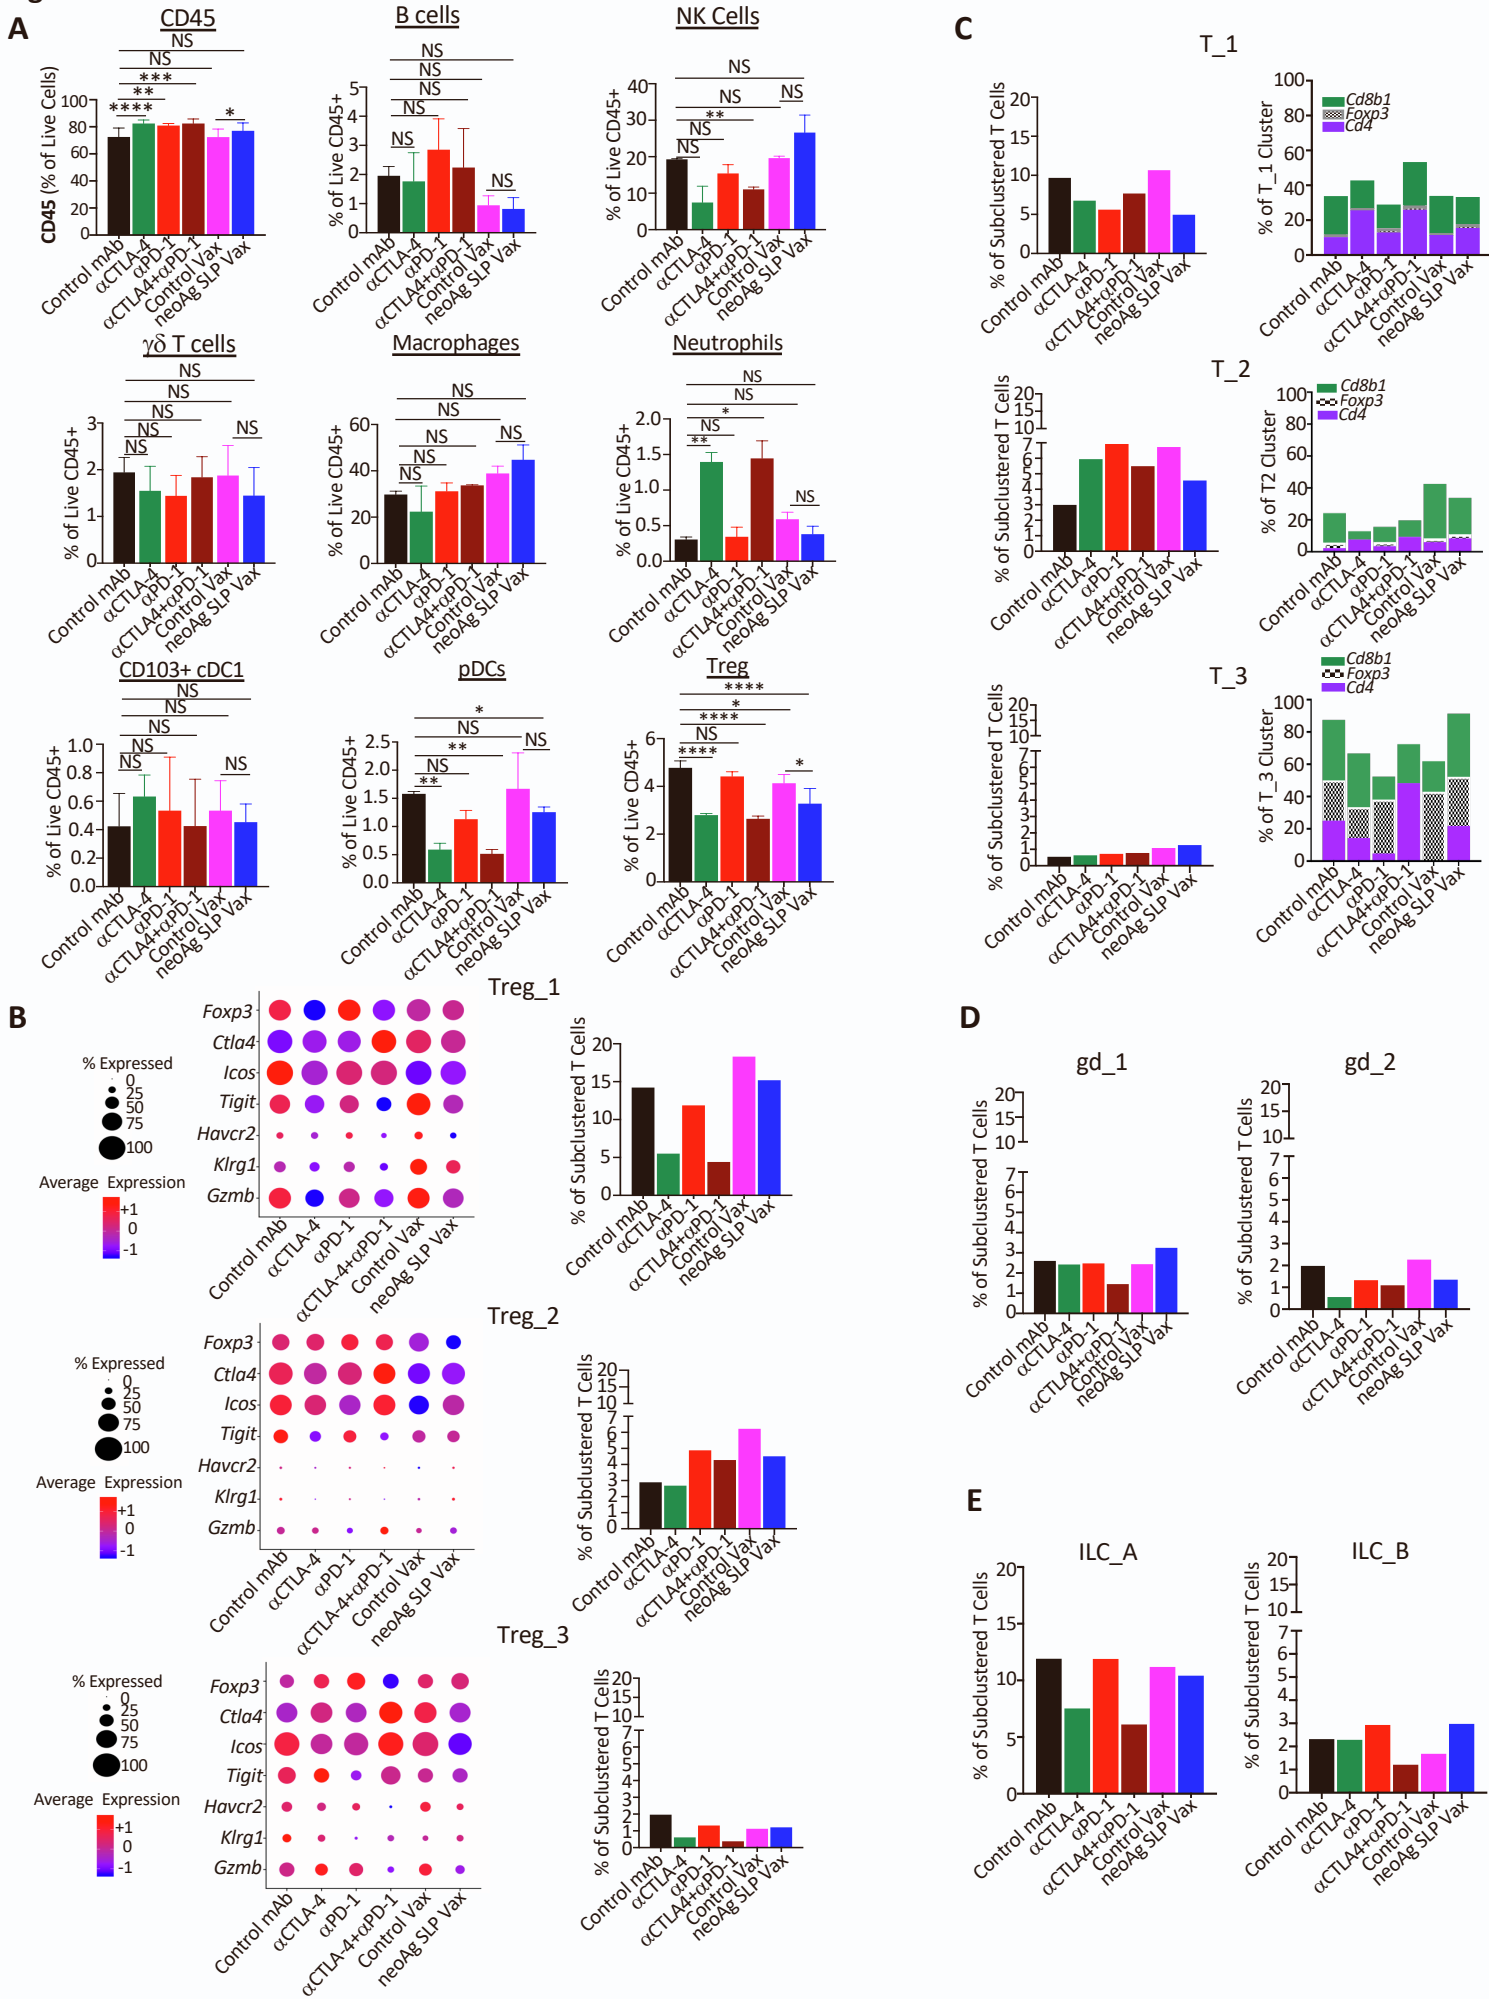

**Figure S3. Flow cytometry and scRNAseq analysis of Y1.7LI intratumoral lymphoid and myeloid populations. Related to Figure 2.**

(A) Graph of flow cytometry data displaying intratumoral lymphoid and myeloid cells as a percentage of intratumoral live or live CD45<sup>+</sup> cells in Y1.7LI tumors treated with control mAb, anti-CTLA-4, anti-PD-1, anti-CTLA-4 + anti-PD-1, irrelevant (for Y1.7LI) mAlg8 SLP + pl:C (Control Vax), or relevant mLama4 SLP + pl:C (neoAg SLP Vax) beginning on d. 7 post-tumor transplant and harvested on d. 15. (B) Dot plot depicting expression level and percent of cells expressing *Foxp3*, *Ctla4*, *Icos*, *Tigit*, *Havcr2* (TIM-3), *Klrg1*, *Gzmb* and graph displaying frequency of regulatory T cell (Treg) scRNAseq clusters by treatment condition. (C) Graph displaying mixed T cell clusters represented as percentage of total subclustered T cells and percentage of Foxp3<sup>+</sup> CD4 Tregs, conventional CD4 T cells, or CD8 T cells in clusters T\_1, T\_2, and T\_3 by treatment condition. (D) Graph displaying  $\gamma\delta$  T cell clusters represented as percentage of total subclustered T cells by treatment condition. (E) Graph displaying ILC clusters represented as percentage of total subclustered T cells by treatment condition. Bar graphs in (A) display mean  $\pm$  SEM and are representative of at least three independent experiments (\* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.005, \*\*\*\* $P$  < 0.0001, NS, not significant, unpaired t test).

Figure S4

A

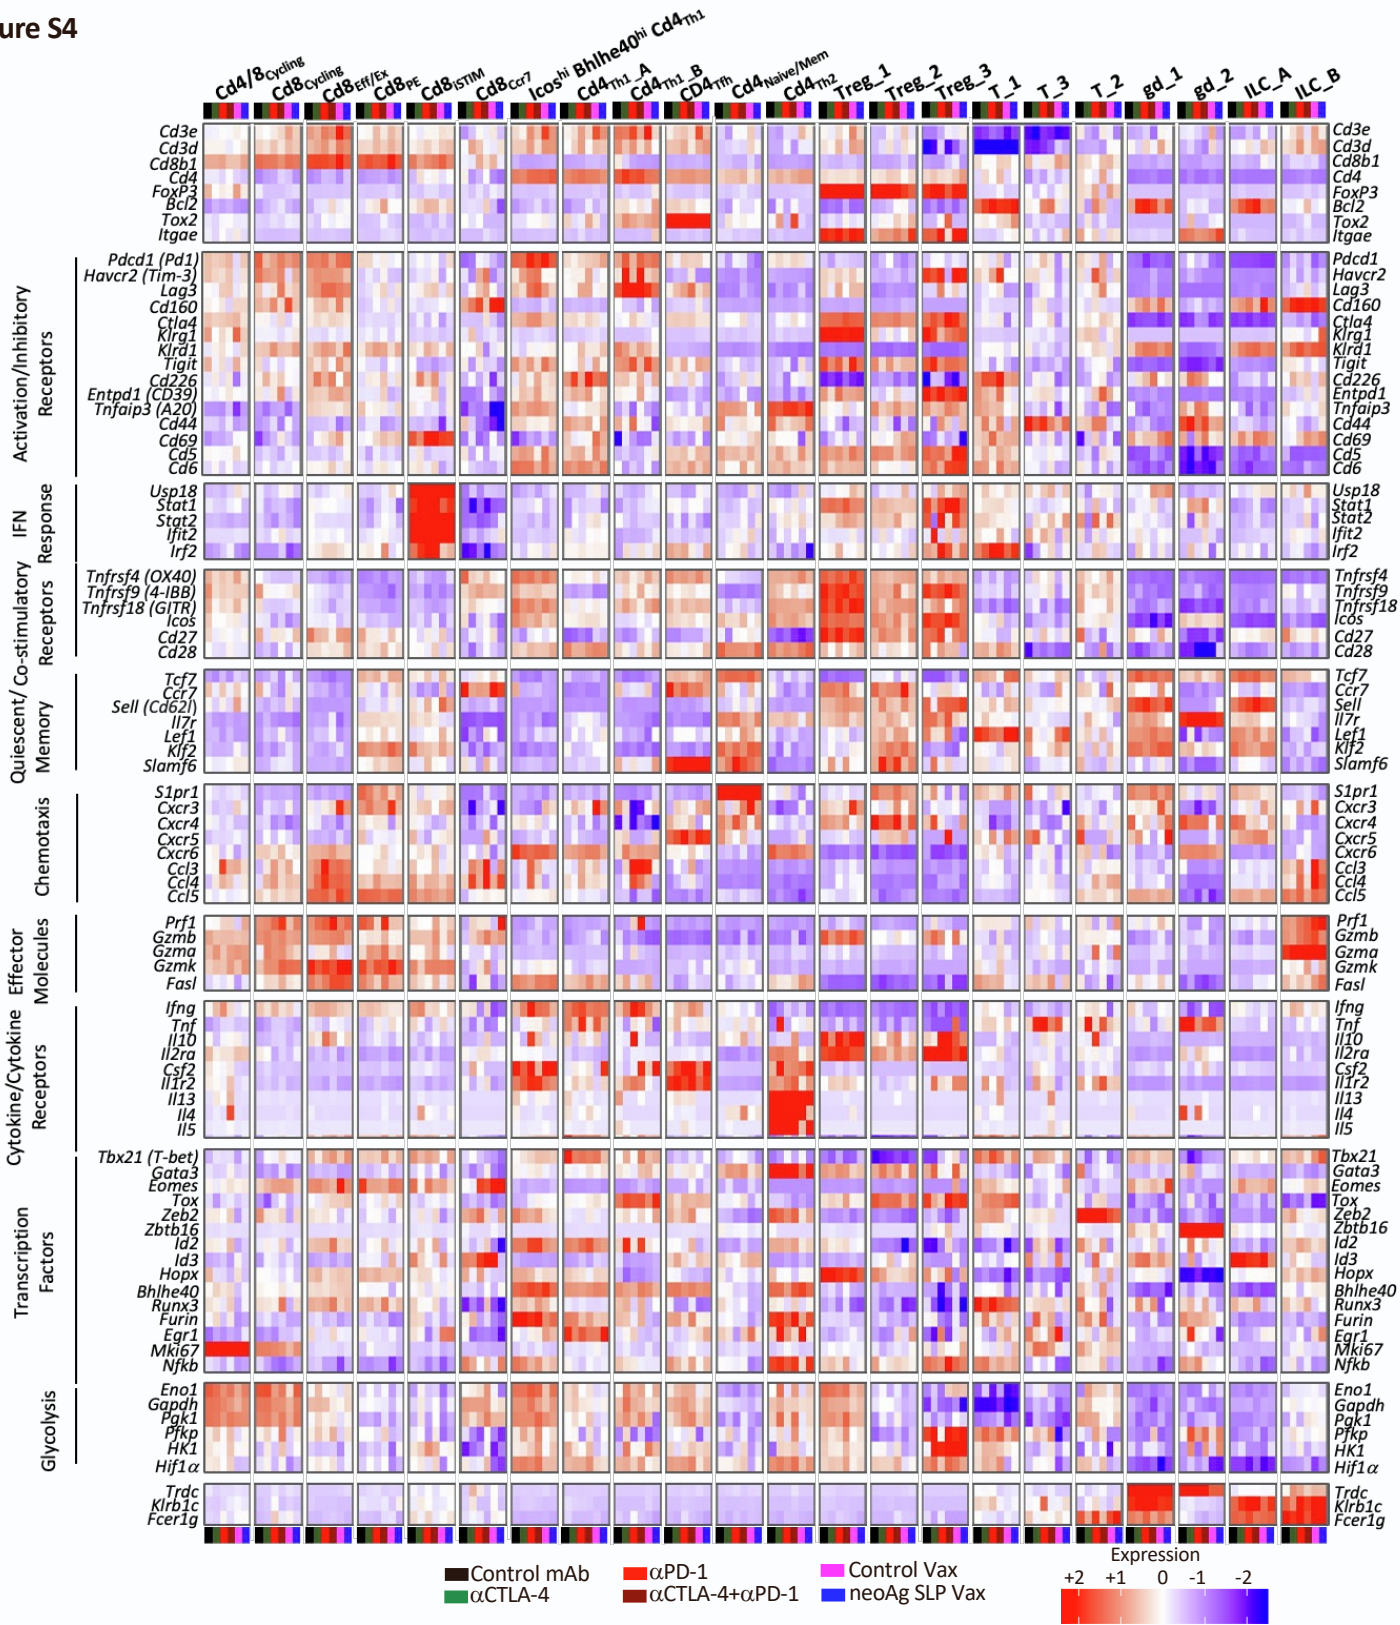

B

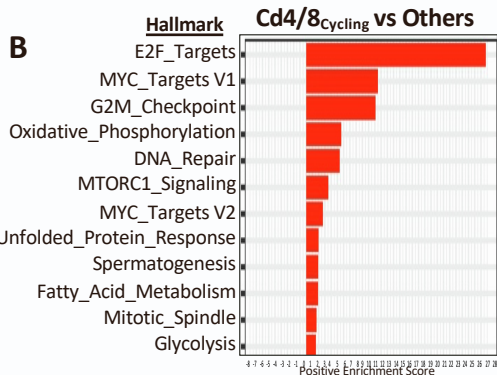

C

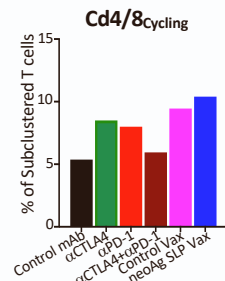

D

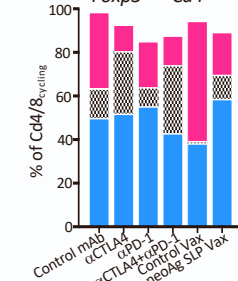

E

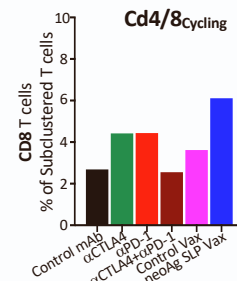

F

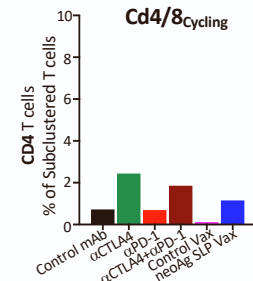

**Figure S4. scRNAseq of subclustered T cells from Y1.7LI tumor bearing mice treated with neoAg SLP vaccines or ICT. Related to Figure 2.**

(A) Heat map displaying normalized expression of select genes in each T cell/ILC cluster by treatment condition. (B) Gene set enrichment analysis (GSEA) displaying significantly enriched gene sets in cluster Cd4/8<sub>Cycling</sub>. (C) Proliferating T cells in cluster Cd4/8<sub>Cycling</sub> by treatment condition represented as percentage of subclustered T cells. (D) Percentage of Foxp3<sup>+</sup> Tregs, conventional CD4 T cells, or CD8 T cells in Cd4/8<sub>Cycling</sub> by treatment condition. (E) Graph displaying CD8 T cells from cluster Cd4/8<sub>Cycling</sub> represented as percentage of total subclustered T cells. (F) Graph displaying conventional CD4 T cells from cluster Cd4/8<sub>Cycling</sub> represented as percentage of total subclustered T cells.

Figure S5

A

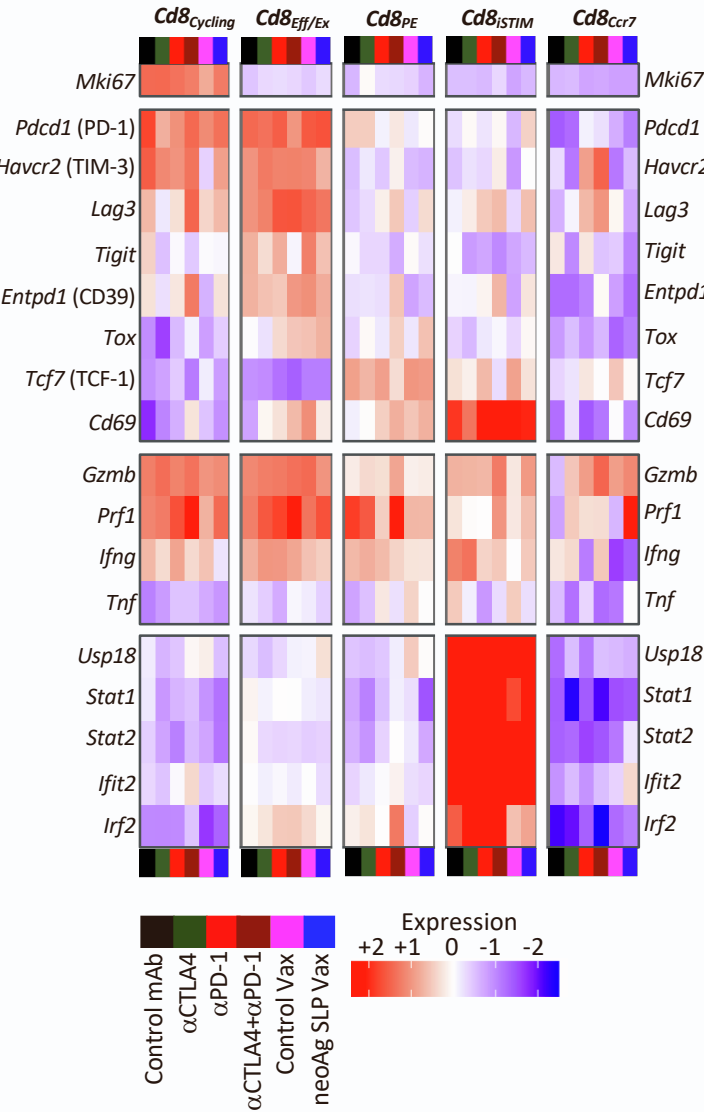

B

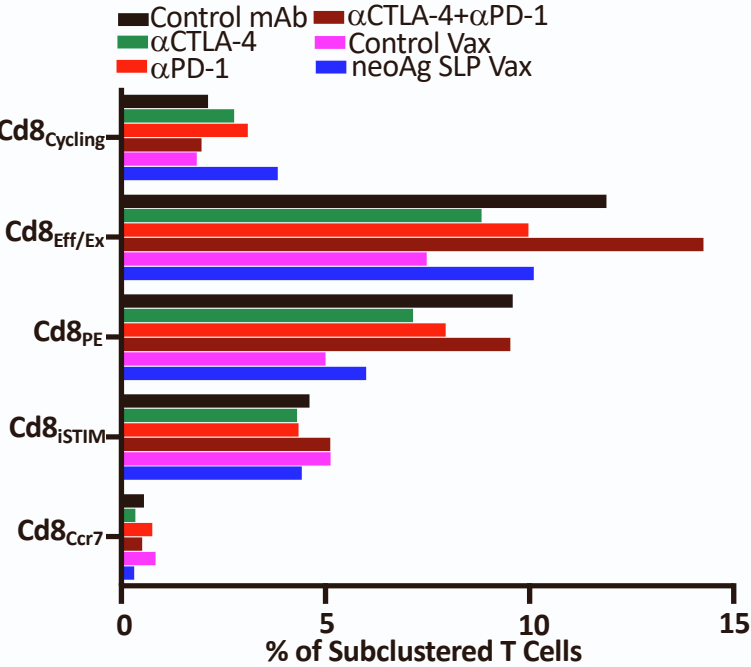

C

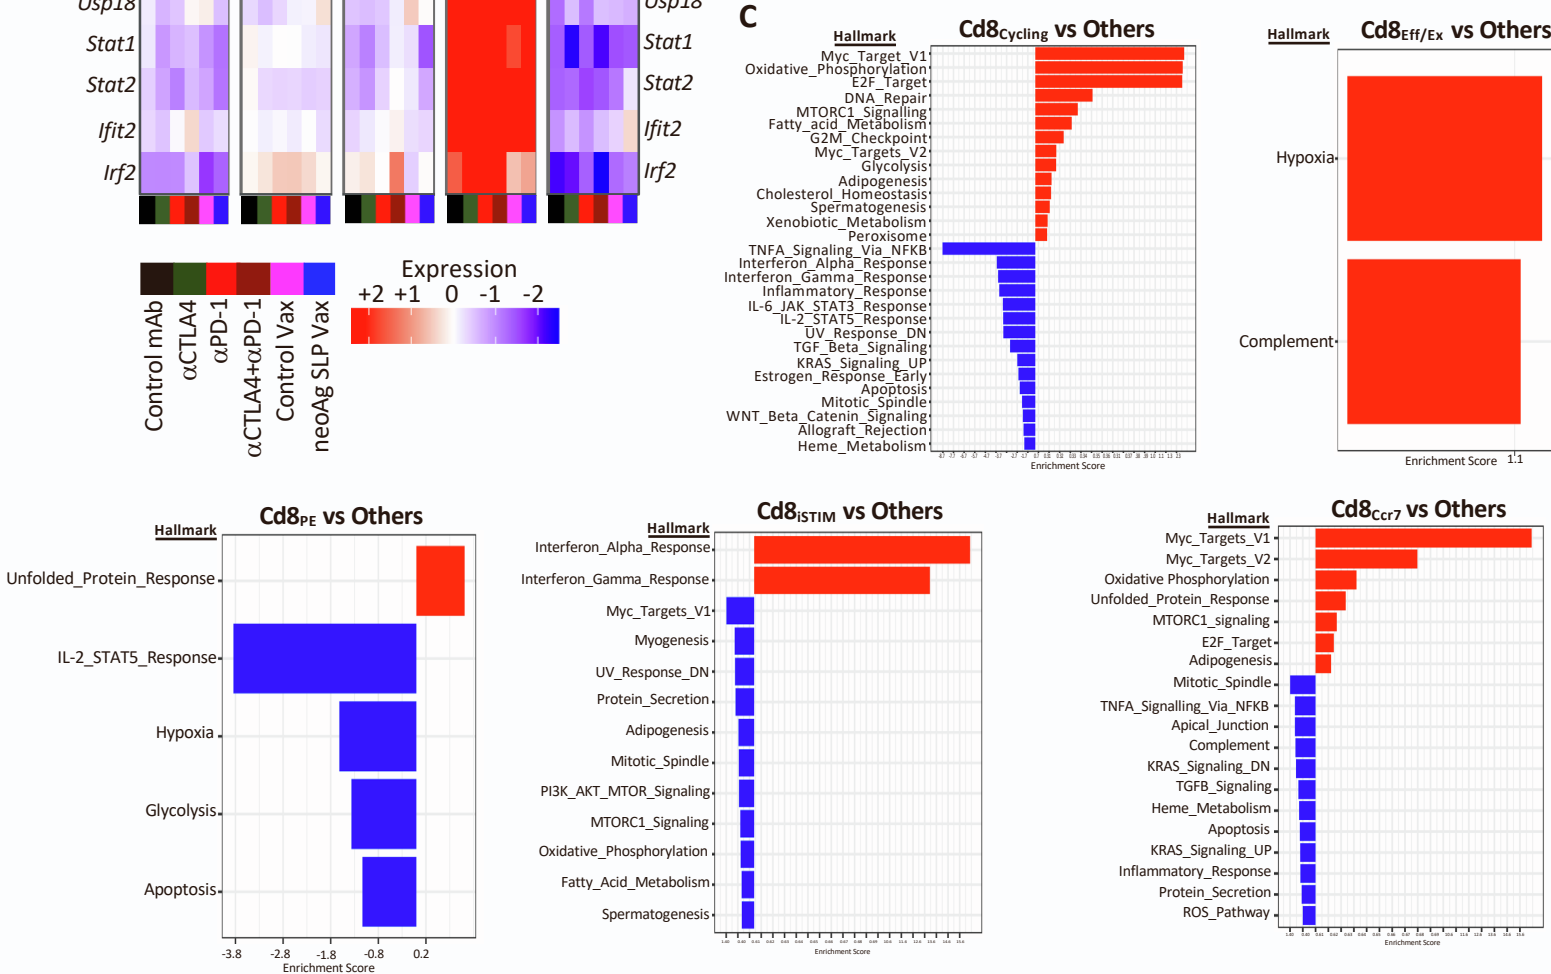

**Figure S5. scRNAseq analysis of bulk CD8 T cells from Y1.7LI tumor bearing mice treated with neoAg SLP vaccines or ICT. Related to Figure 2.**

**(A)** Heat map displaying normalized expression of select genes in each bulk CD8 T cell clusters (see also Figures 2A and 2D). **(B)** Bar graphs depicting frequency of each CD8 T cell cluster by treatment condition. **(C)** GSEA displaying significantly enriched gene sets in each CD8 T cell cluster.

Figure S6

A

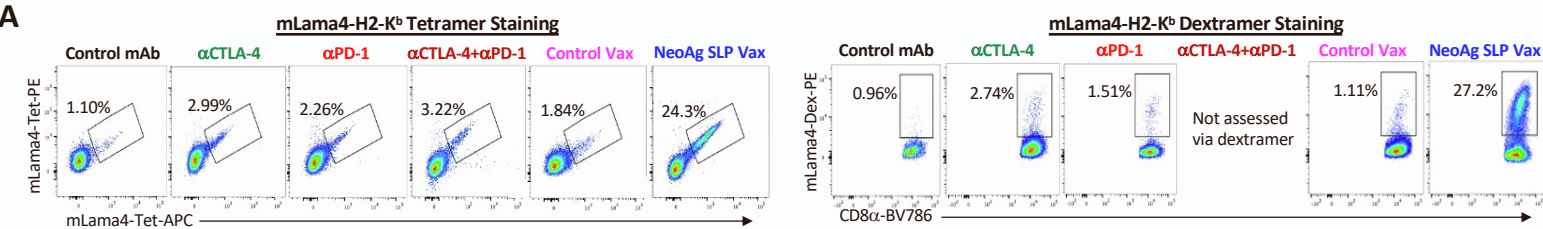

B

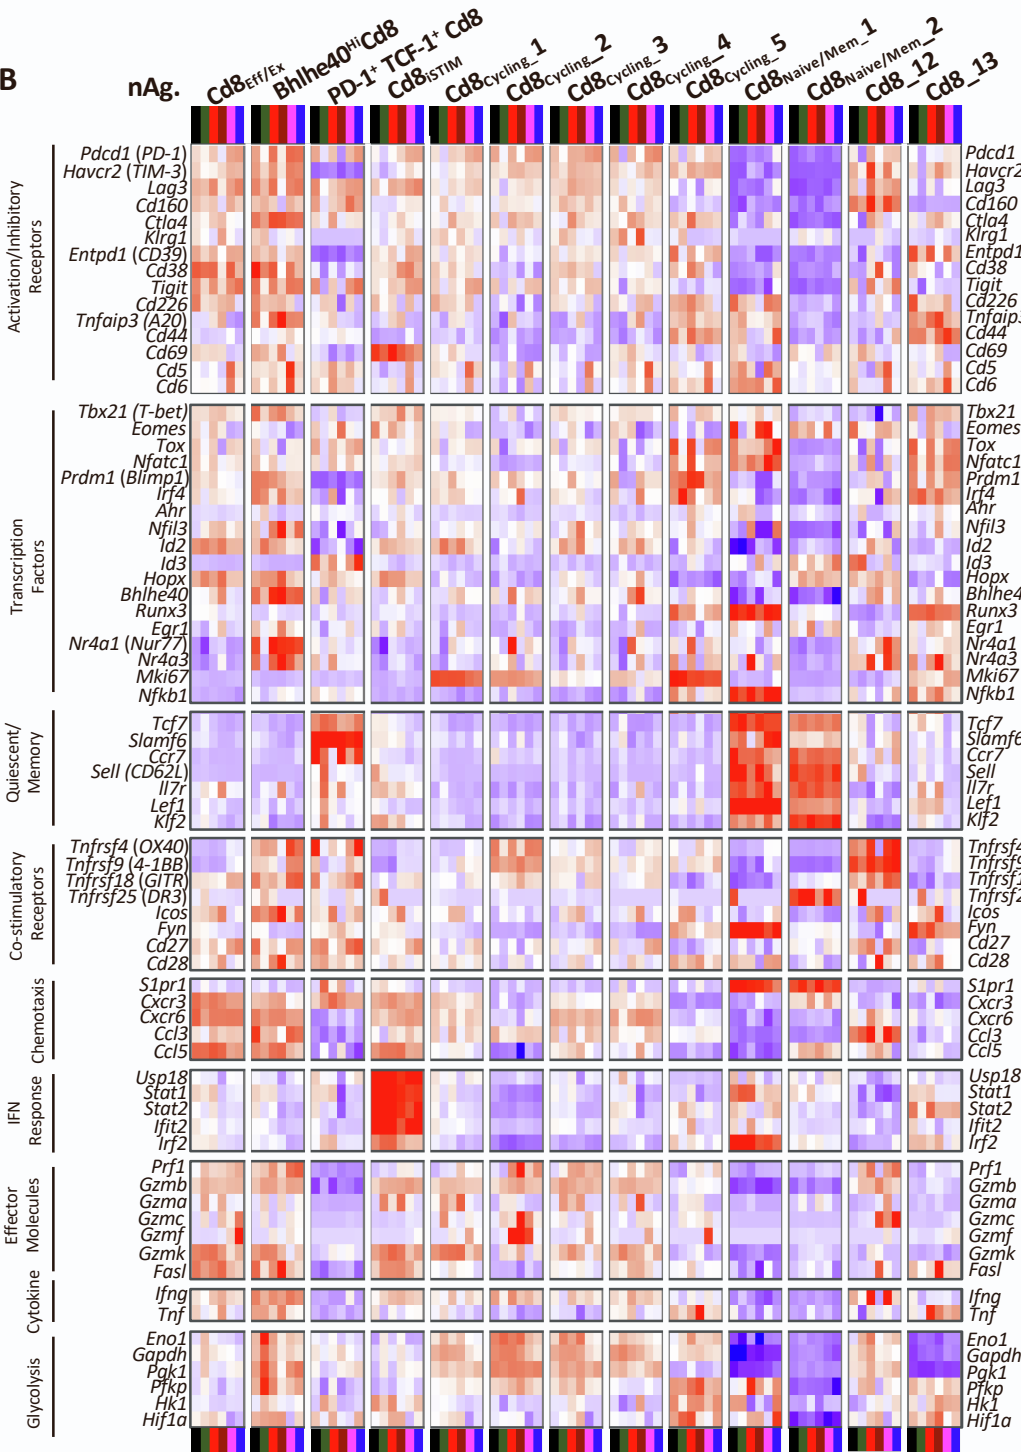

C

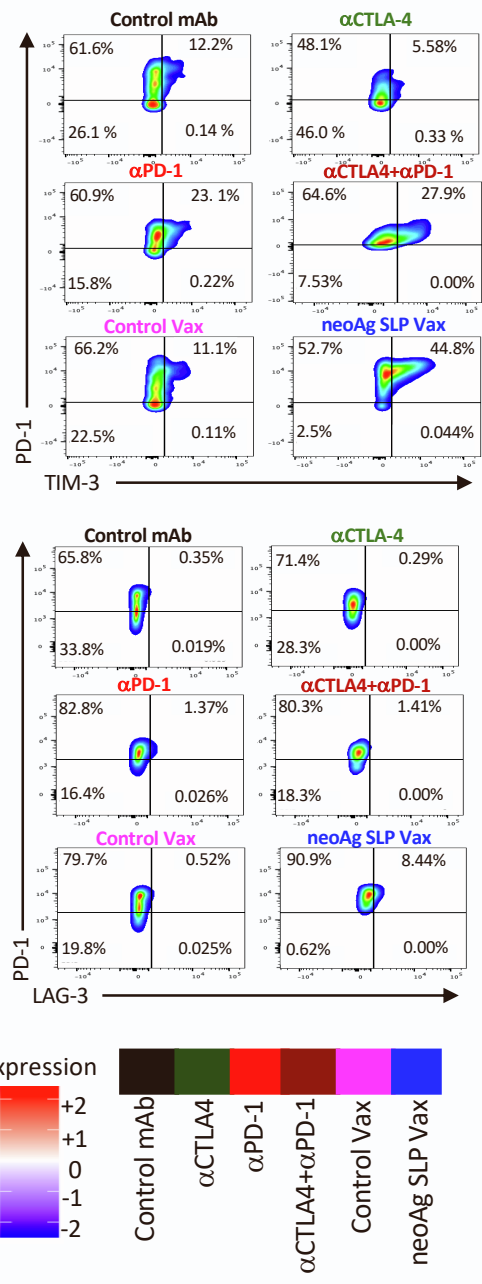

**Figure S6. scRNAseq and flow cytometry profiling of mLama4 neoAg-specific CD8 T cells from Y1.7LI tumor bearing mice treated with neoAg SLP vaccines or ICT. Related to Figure 3.**

(A) Representative flow cytometry plots displaying mLama4-specific (assessed by tetramer and dextramer staining) CD8 T cells in Y1.7LI tumors treated with control mAb, anti-CTLA-4, anti-PD-1, anti-CTLA-4 + anti-PD-1, irrelevant (for Y1.7LI) mAlg8 SLP + pl:C (Control Vax), or relevant mLama4 SLP + pl:C (neoAg SLP Vax) beginning on d. 7 and harvested on d. 15 post-tumor transplant. mLama4-H2-K<sup>b</sup> tetramers were labeled with PE and APC and mLama4-H2-K<sup>b</sup> dextramer was labeled with PE. Dot plots are gated on live CD45<sup>+</sup> Thy1.2<sup>+</sup> CD8 T cells (See also Figure S12). (B) Heat map displaying normalized expression of select genes in each mLama4 neoAg-specific CD8 T cell clusters by treatment condition (see also Figure 3E). (C) Representative flow cytometry plots displaying PD-1<sup>+</sup> and/or TIM-3<sup>+</sup>/LAG-3<sup>+</sup> after gating on mLama4 tetramer positive CD8 T cells (See also Figure S12).

**Figure S7**

**A**

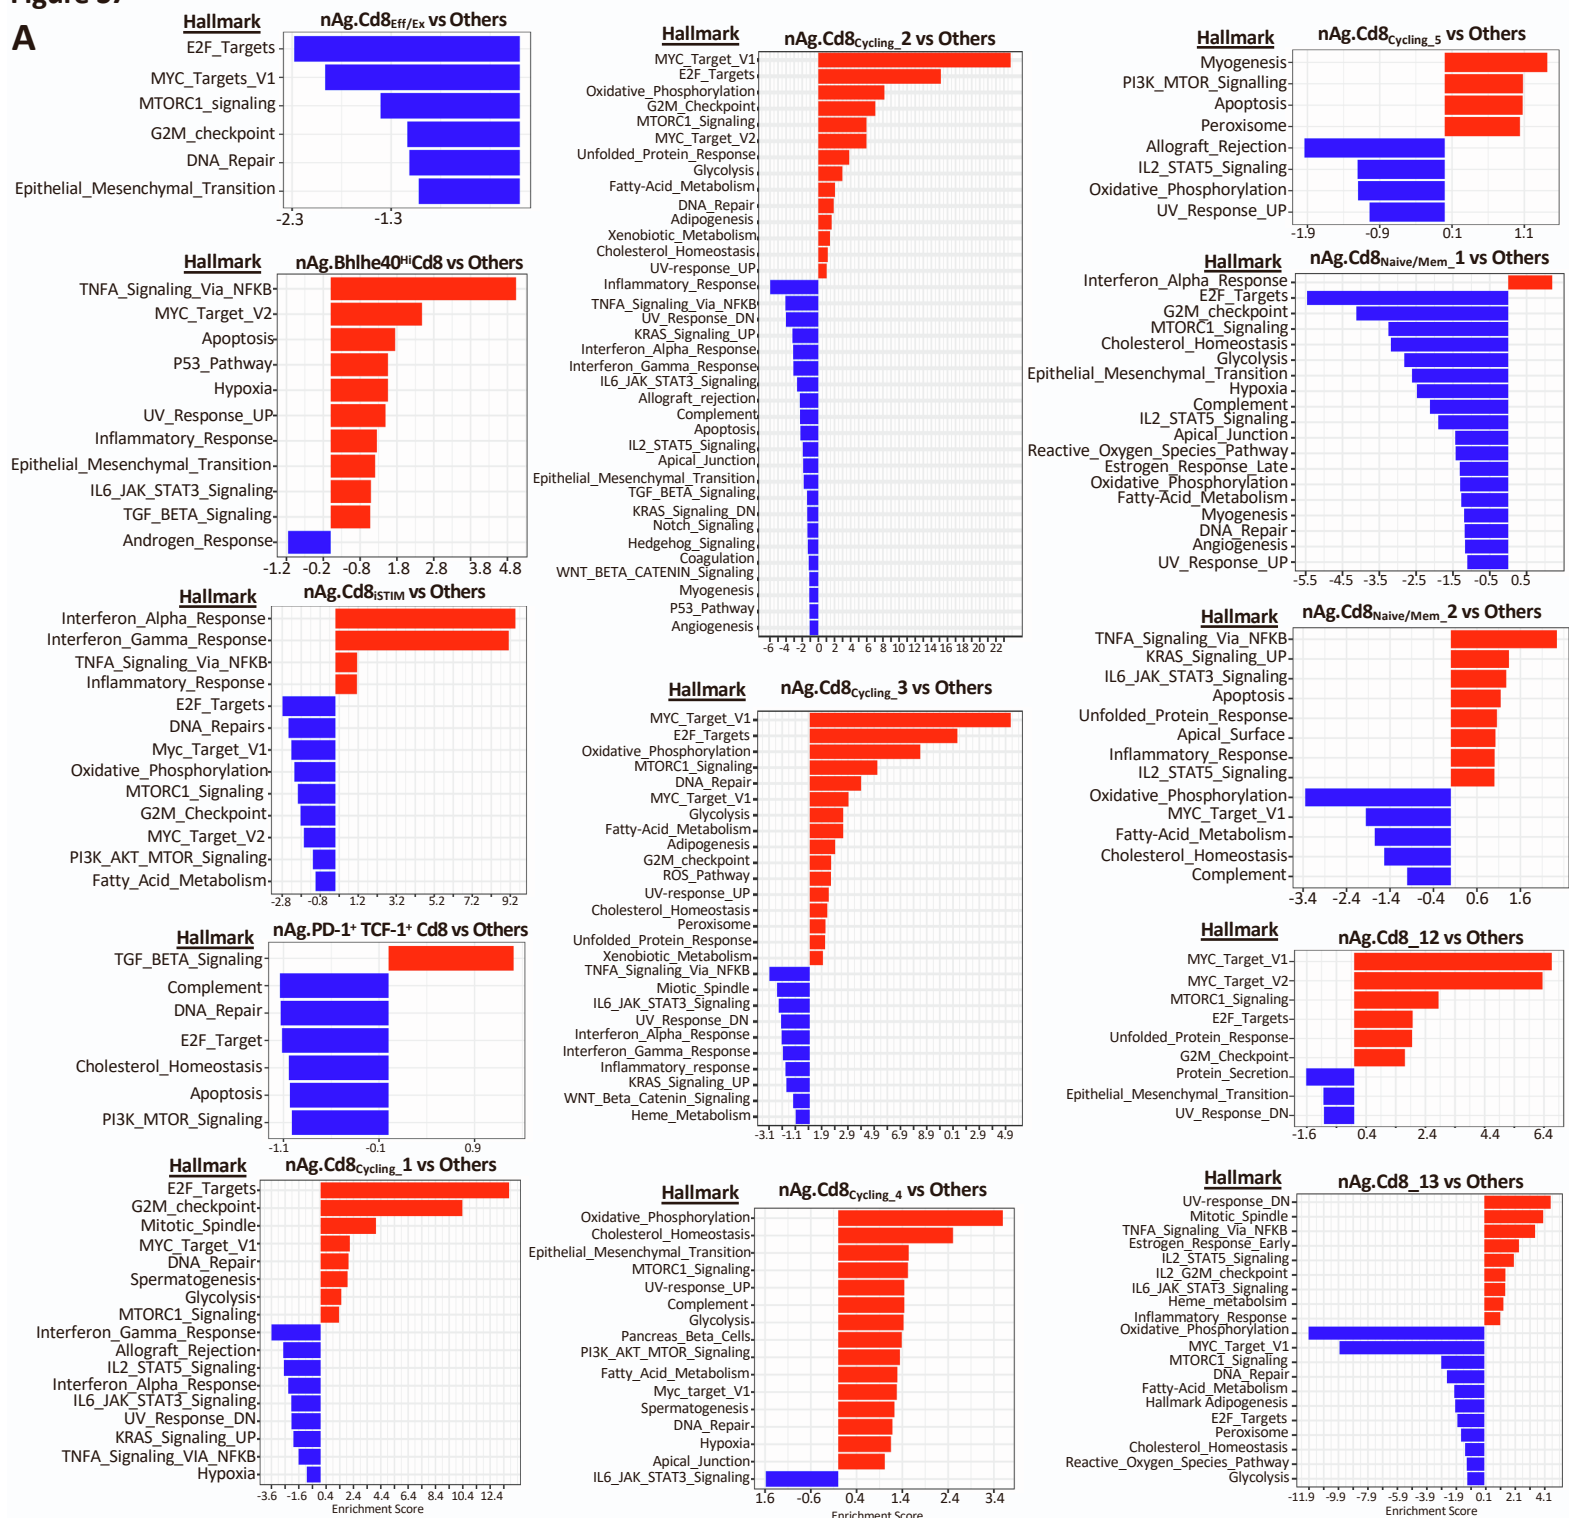

**B**

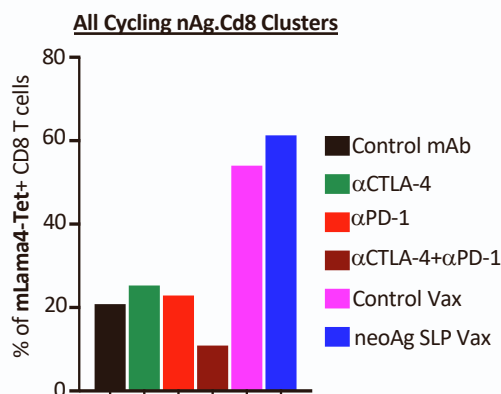

**C**

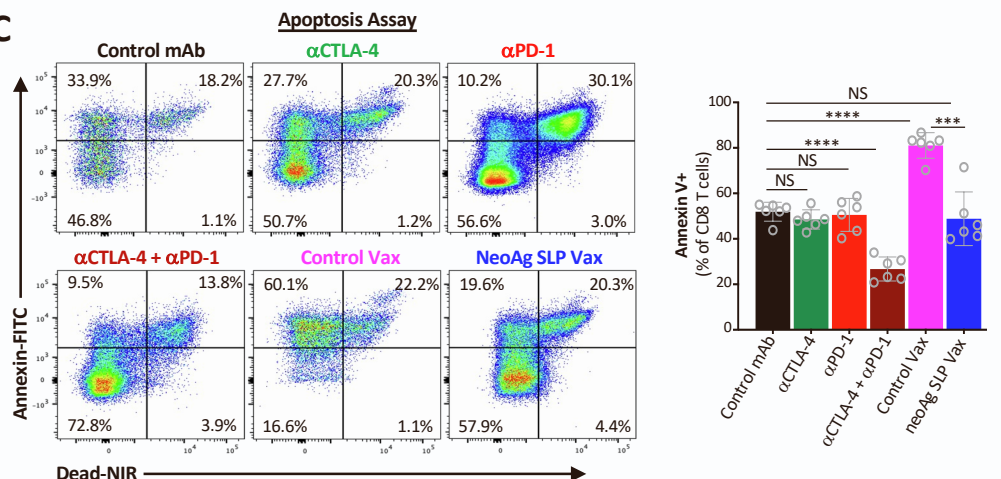

**Figure S7. GSEA on neoAg-Specific CD8 T Cell Clusters, Total Cycling neoAg-Specific CD8 T Cells, and CD8 T Cell Apoptosis Assay. Related to Figure 3.** (A) GSEA displaying significantly enriched gene sets for each neoAg-specific CD8 T cells cluster (B) Frequency of total mLama4 neoAg-specific CD8 T cells by treatment condition within the 5 cycling clusters combined. (C) Dot plots and bar graph displaying Annexin V and viability dye (NIR) staining gated on intratumoral CD8 T cells from Y1.7LI tumors treated with control mAb, anti-CTLA-4, anti-PD-1, anti-CTLA-4 + anti-PD-1, irrelevant (for Y1.7LI) mAlg8 SLP + pl:C (Control Vax), or relevant mLama4 SLP + pl:C (neoAg SLP Vax) beginning on d. 7 and harvested on d. 15 post-tumor transplant. Bar graphs in (C) display mean  $\pm$  SEM and are representative of at least three independent experiments (\*\*\* $P < 0.005$ , \*\*\*\* $P < 0.0001$ , NS, not significant, unpaired t test).

Figure S8

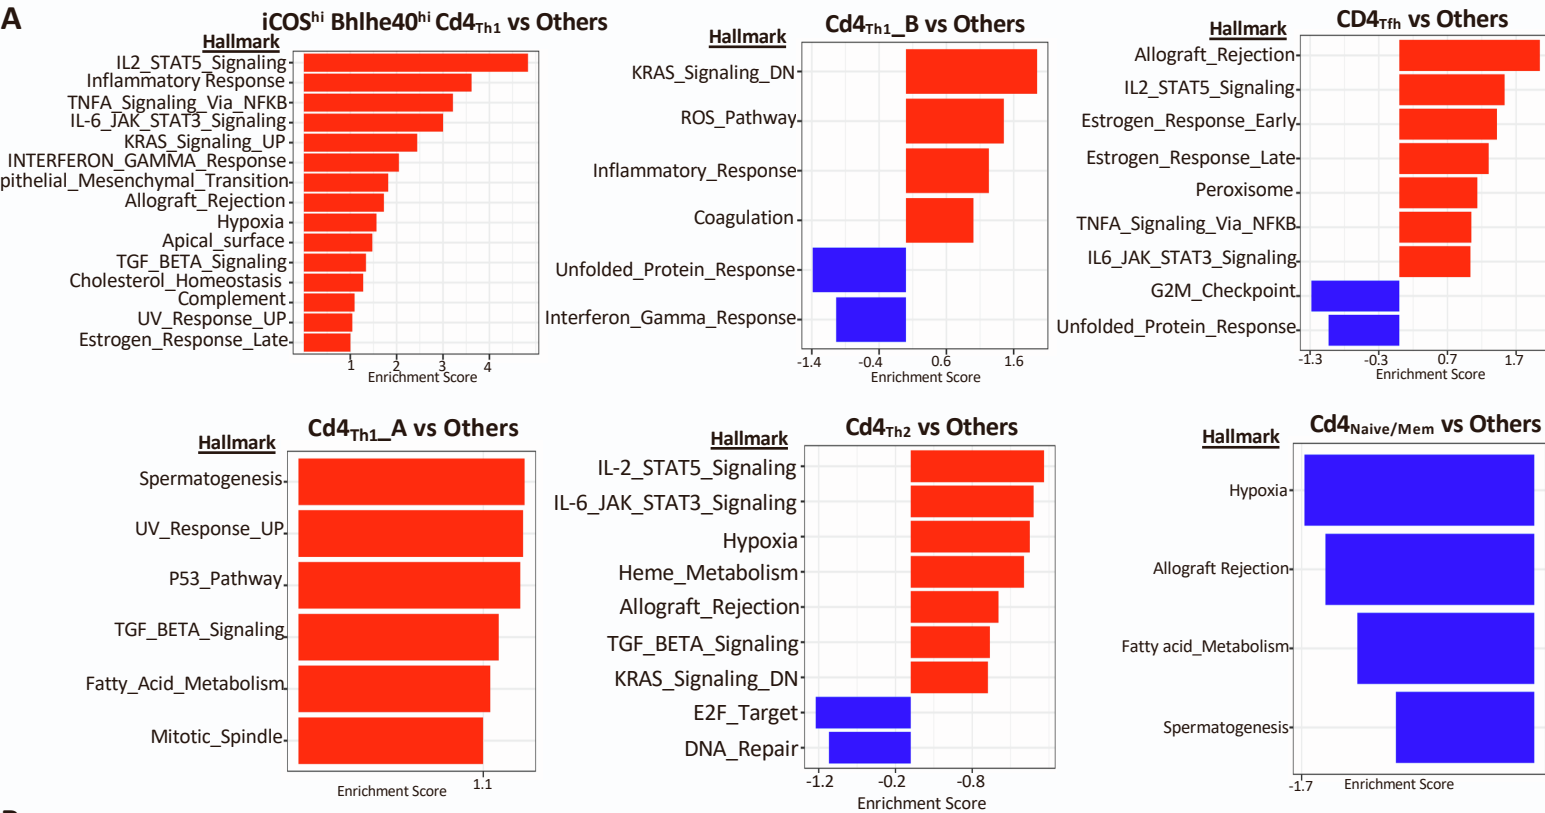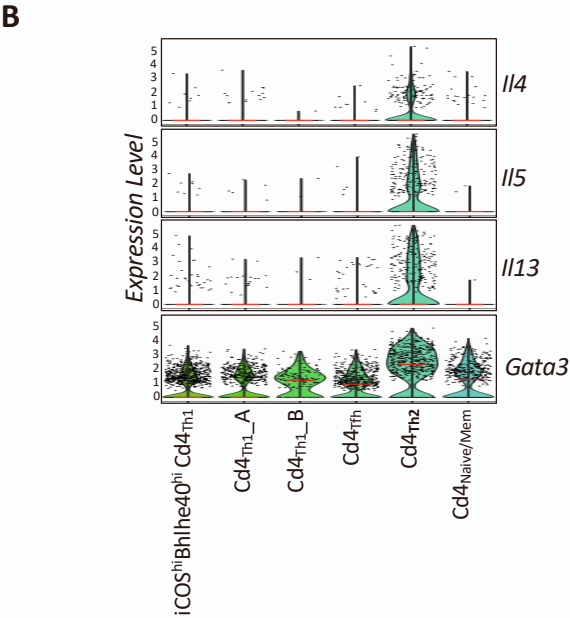

**Figure S8. Cluster-specific enriched gene sets and select transcript alterations in conventional CD4 T cells (see also Figure 2A). Related to Figure 5.**

(A) GSEA displaying significantly enriched gene sets within each CD4 T cell cluster by treatment condition (see also Figure 2D). (B) Violin plots denoting expression level of select genes per CD4 T cell for each CD4 T cell cluster.

Figure S9

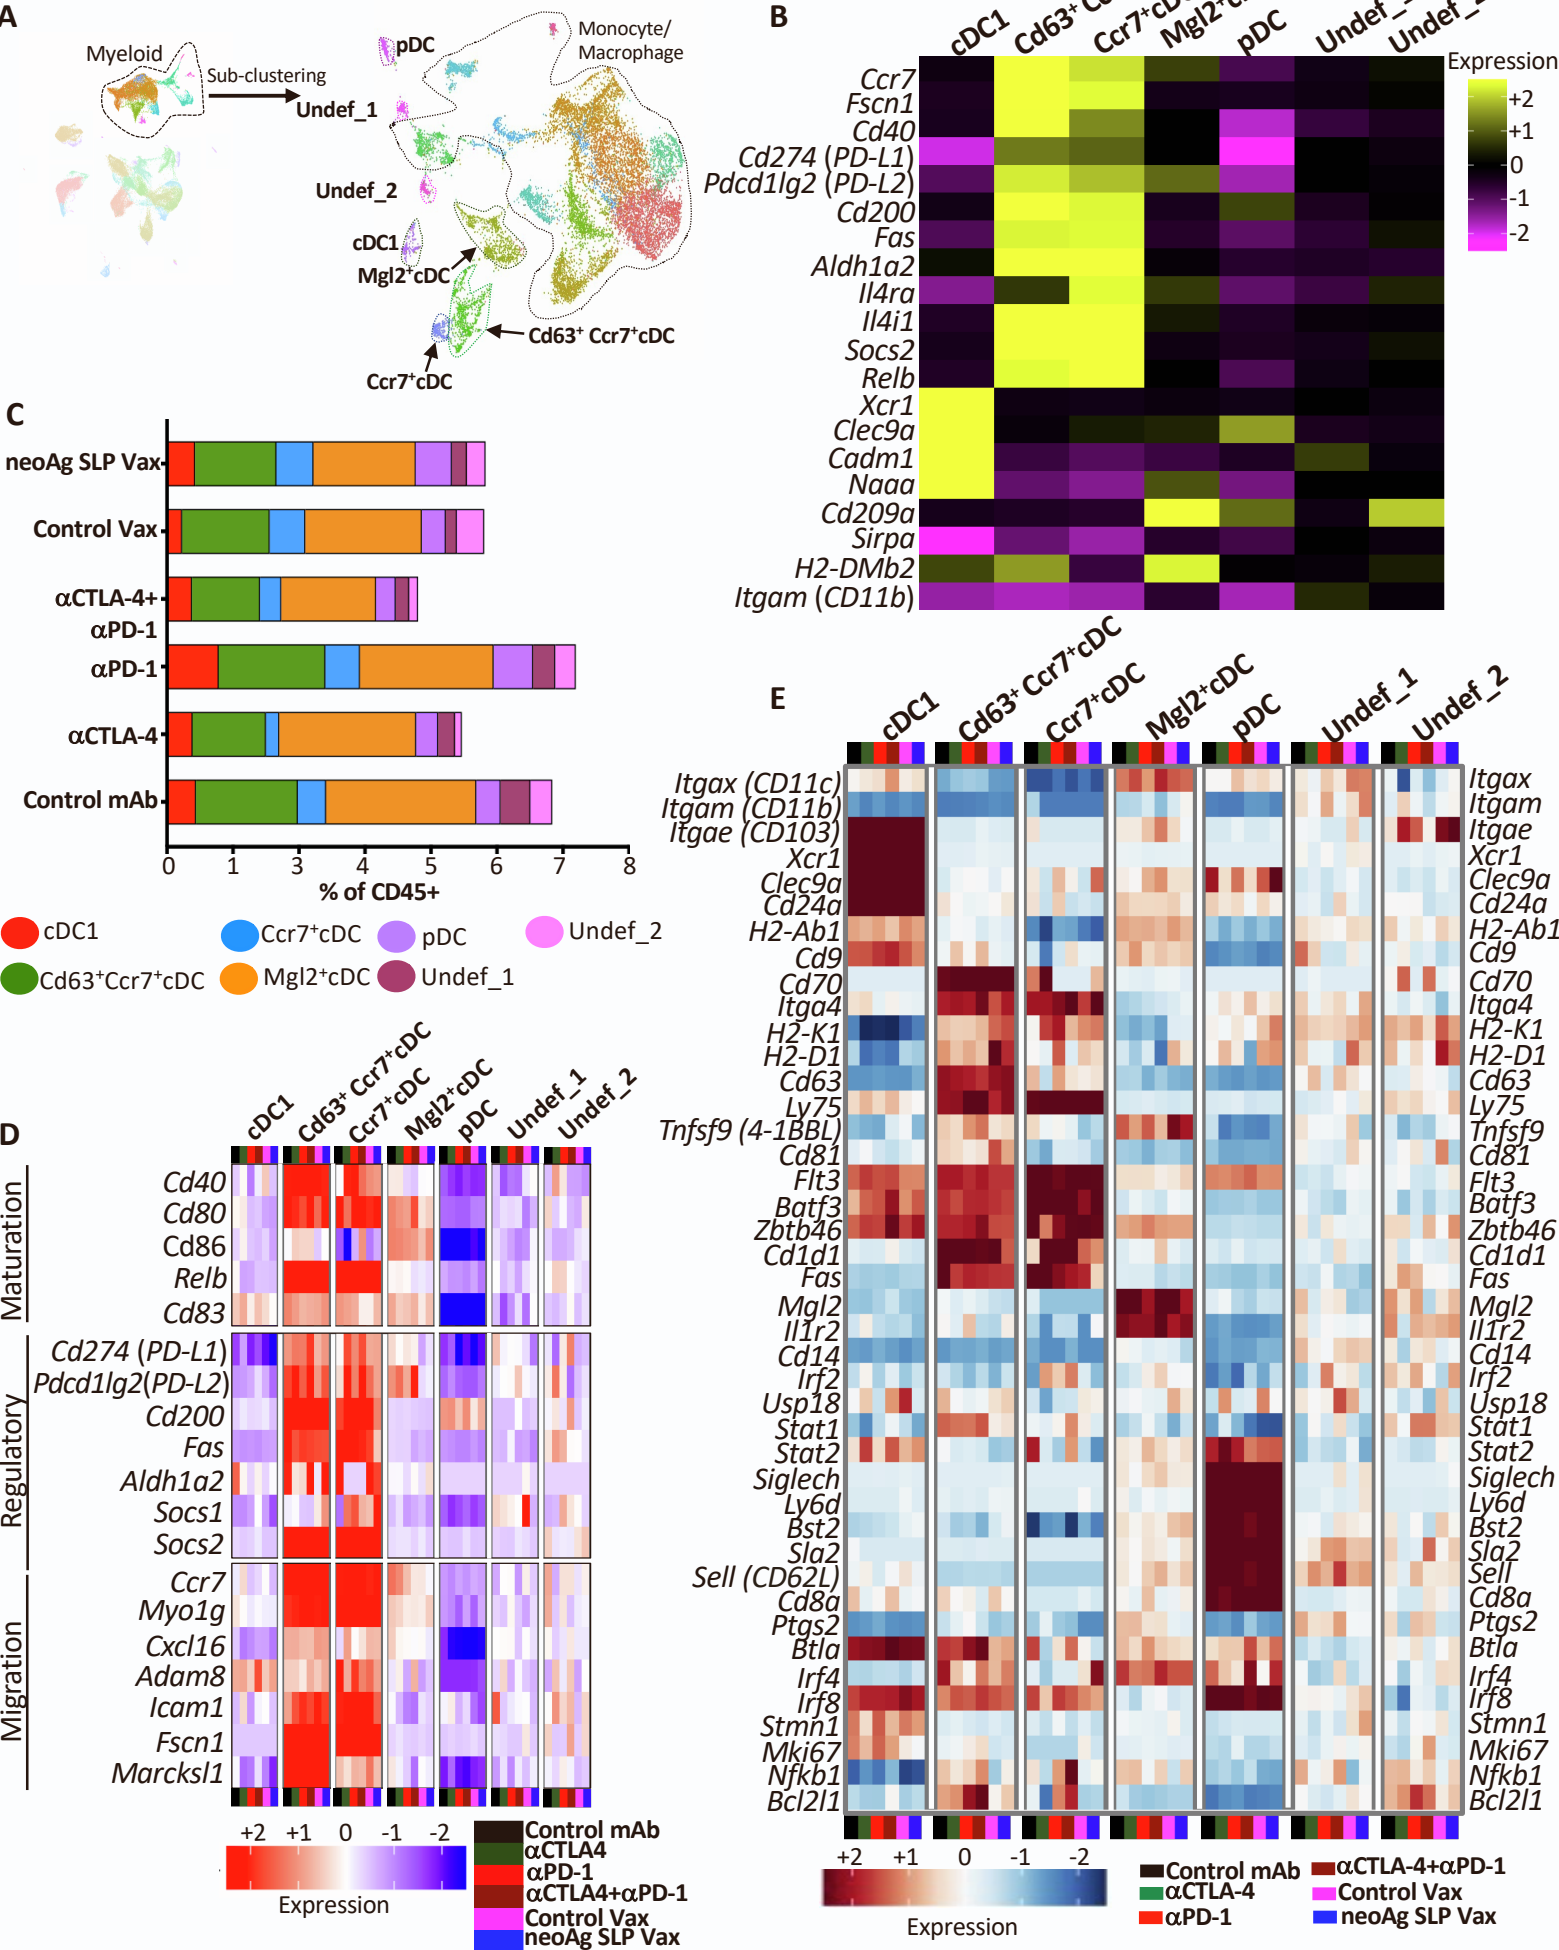

**Figure S9. scRNAseq analysis of dendritic cell (DC) clusters from Y1.7LI tumor bearing mice treated with neoAg SLP vaccines or ICT.**

(A) UMAP displaying myeloid cell sub-clustering and DC annotations (See also Figures 2A and 6A). (B) Heat map displaying normalized expression of select genes in each DC cluster. (C) Graphs depicting frequency of DCs in each cluster by condition and treatment represented as percent of live CD45<sup>+</sup> cells. (D) Heat map displaying normalized expression of select genes in each DC cluster by treatment condition. (E) Heat map displaying normalized expression of select genes in each DC cluster by treatment condition.

Figure S10

A

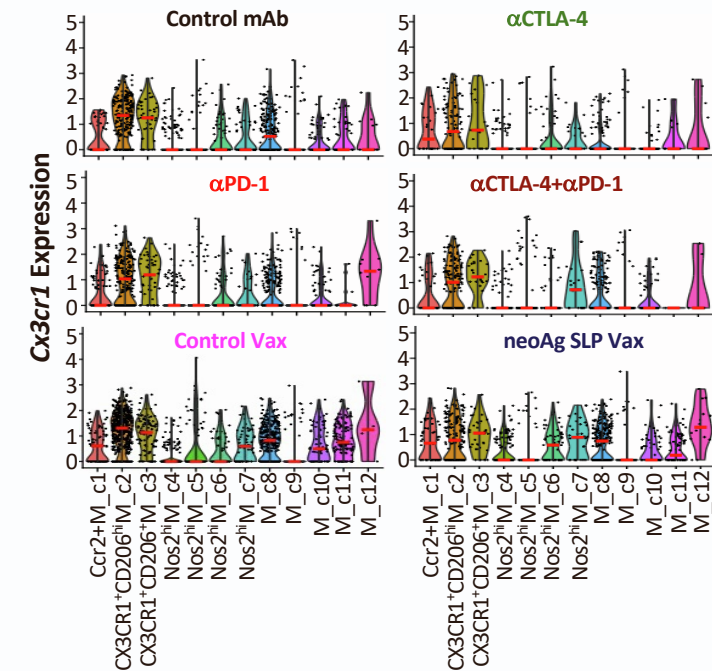

B

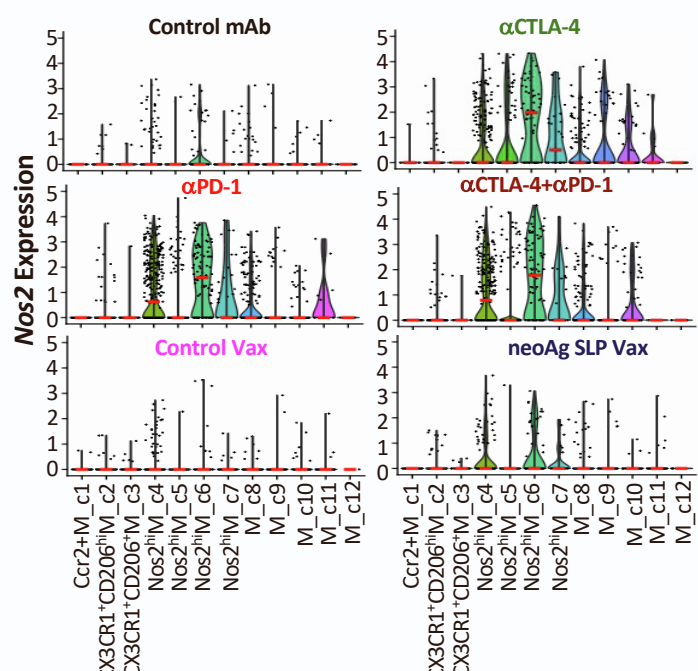

C

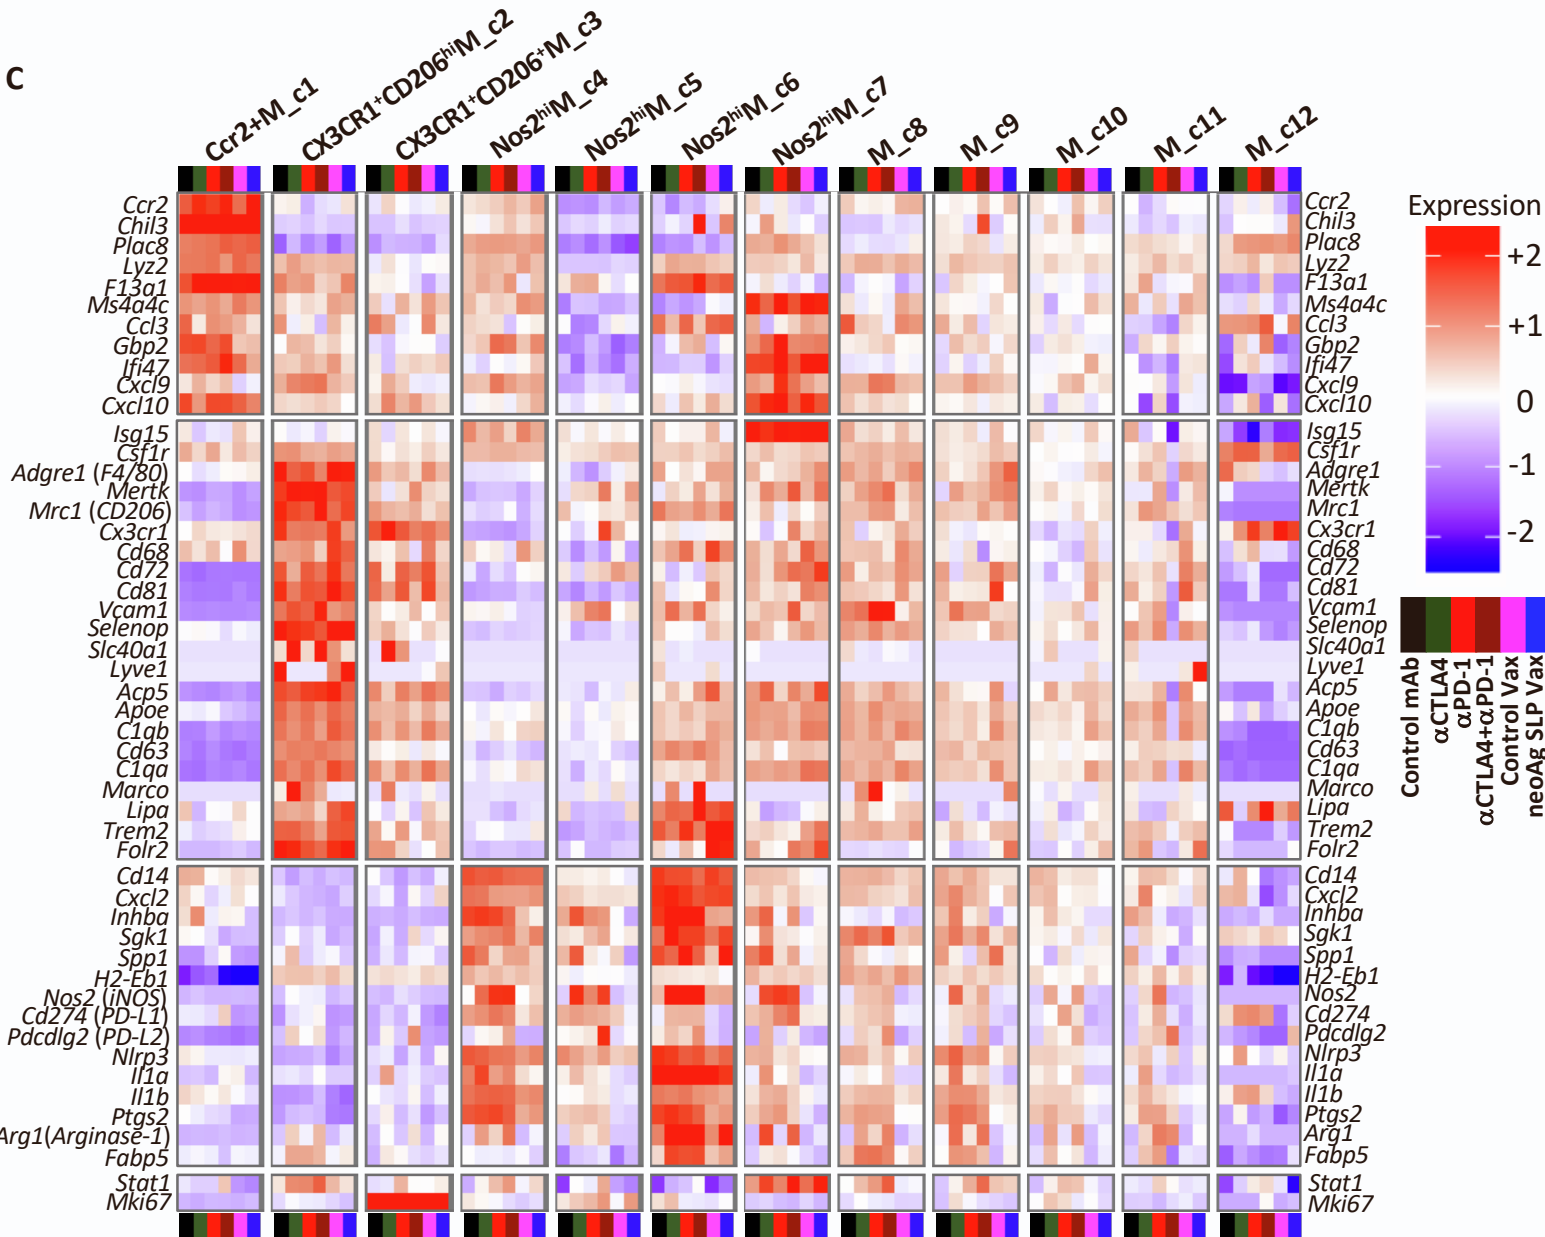

**Figure S10. scRNAseq analysis of macrophage clusters from Y1.7LI tumor bearing mice treated with neoAg vaccines or ICT. Related to Figure 6.**

(A) Violin plots denoting expression level of *Cx3cr1* transcript per cell in each monocyte/macrophage cluster by treatment condition. (B) Violin plots denoting expression level of *Nos2* (iNOS) transcript per cell in each monocyte/macrophage cluster by treatment condition. (C) Heat map displaying normalized expression of select genes in each monocyte/macrophage cluster by treatment condition.

Figure S11

A

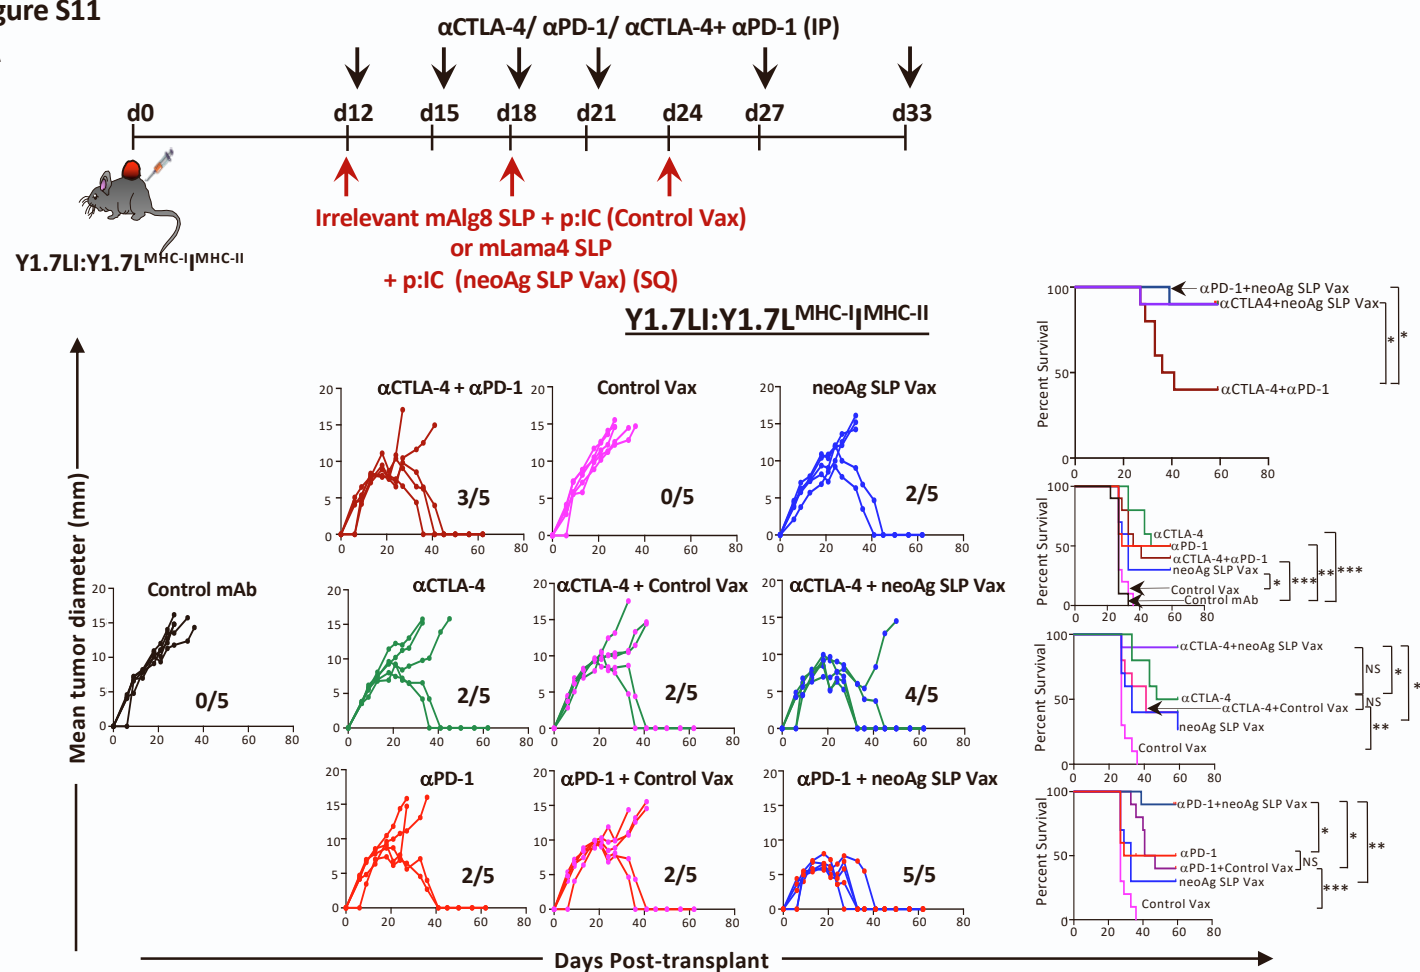

B

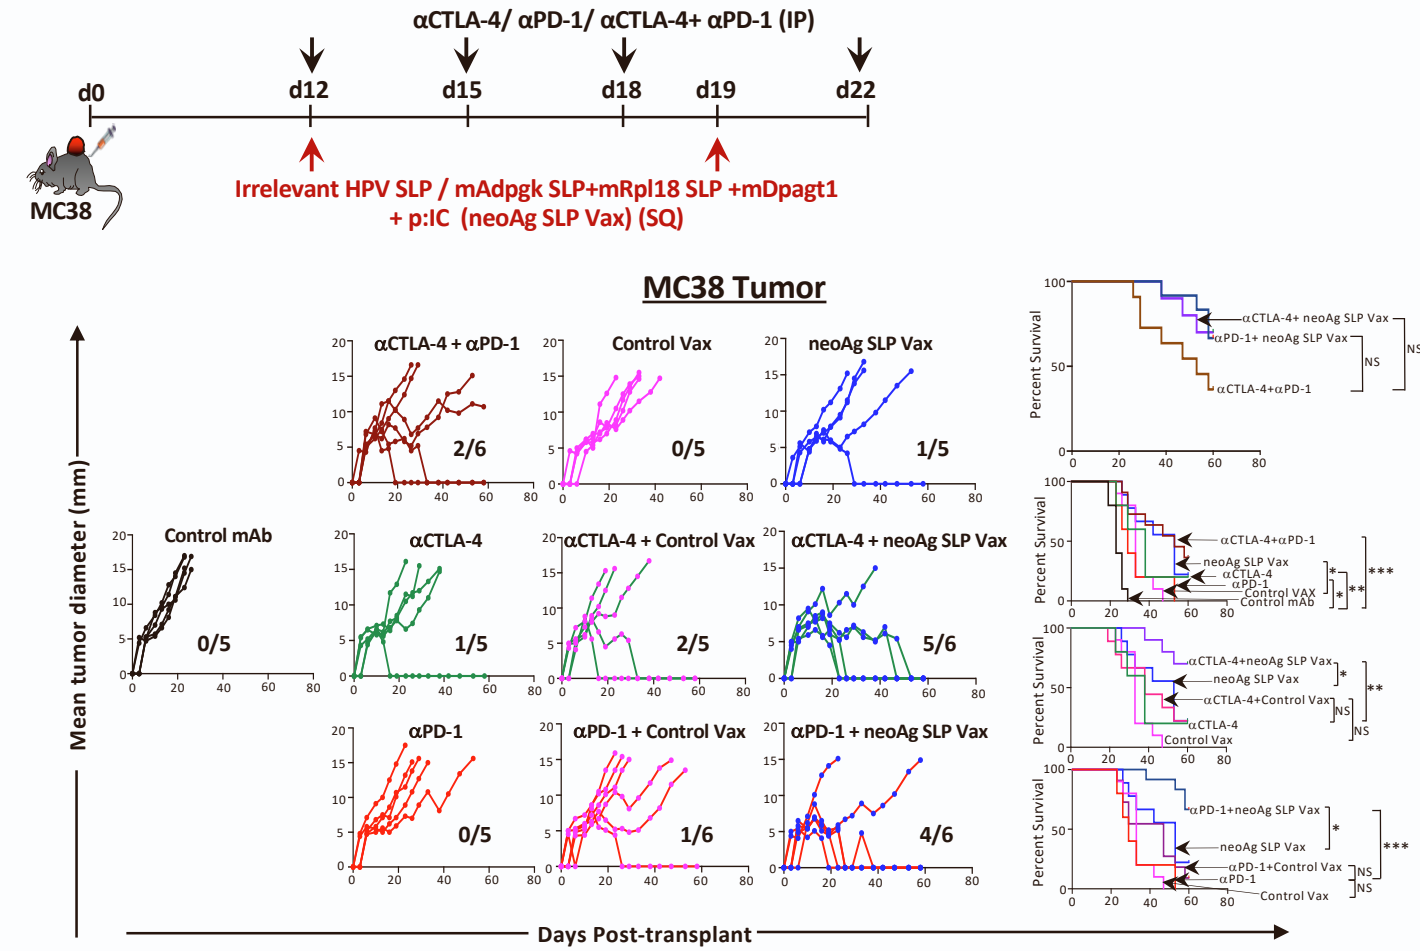

**Figure S11. Anti-CTLA-4 or anti-PD-1 ICT broaden the therapeutic window for NeoAg SLP vaccines when used in combination.** (A) Tumor growth and cumulative survival of WT C57BL/6J mice transplanted with Y1.7LI melanoma cells on d. 0 and treated beginning on d. 12 with different monotherapies: control mAb, anti-CTLA-4, anti-PD-1, irrelevant SLP + pl:C (Control Vax), or relevant mLama4 SLP + pl:C (neoAg SLP Vax); or combination therapies: anti-CTLA-4 + anti-PD-1 combination ICT, anti-CTLA-4 + control VAX, anti-CTLA-4 + neoAg SLP Vax, anti-PD-1 + control VAX, or anti-PD-1 + neoAg SLP Vax. (B) Tumor growth and cumulative survival of WT C57BL/6J mice transplanted with MC38 cells on d. 0 and treated beginning on d. 12 with different monotherapies: control mAb, anti-CTLA-4, anti-PD-1, irrelevant HPV SLP + pl:C (Control Vax), or relevant mAdpgk SLP + mRpl18 SLP + mDpagt1 SLP + pl:C (neoAg SLP Vax); or combination therapies: anti-CTLA-4 + anti-PD-1 combination ICT, anti-CTLA-4 + Control Vax, anti-CTLA-4 + neoAg SLP Vax, anti-PD-1 + Control Vax, or anti-PD-1 + neoAg SLP Vax. Tumor growth data in (A) and (B) are presented as individual mouse tumor growth as mean tumor diameter with fraction indicating (# of mice rejecting tumor)/(# of mice used in experiment) and are representative of three independent experiments. Cumulative survival curves in (A) and (B) include mice from three independent experiments (\* $P < 0.01$ , \*\* $P < 0.05$ , \*\*\* $P < 0.001$ , log-rank (Mantel–Cox) test).

**Figure S12**

## Myeloid Subsets

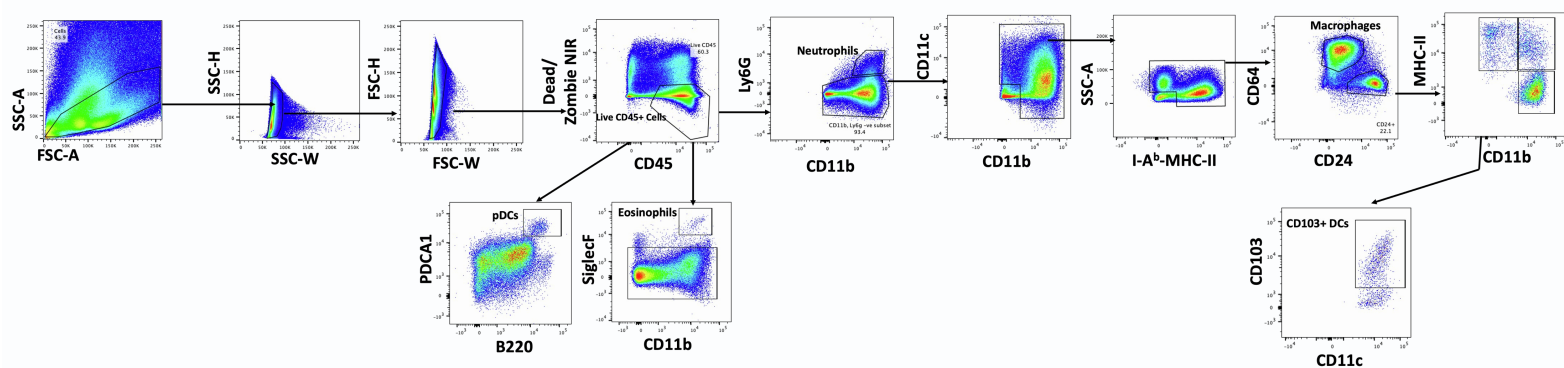

## Lymphoid Subsets

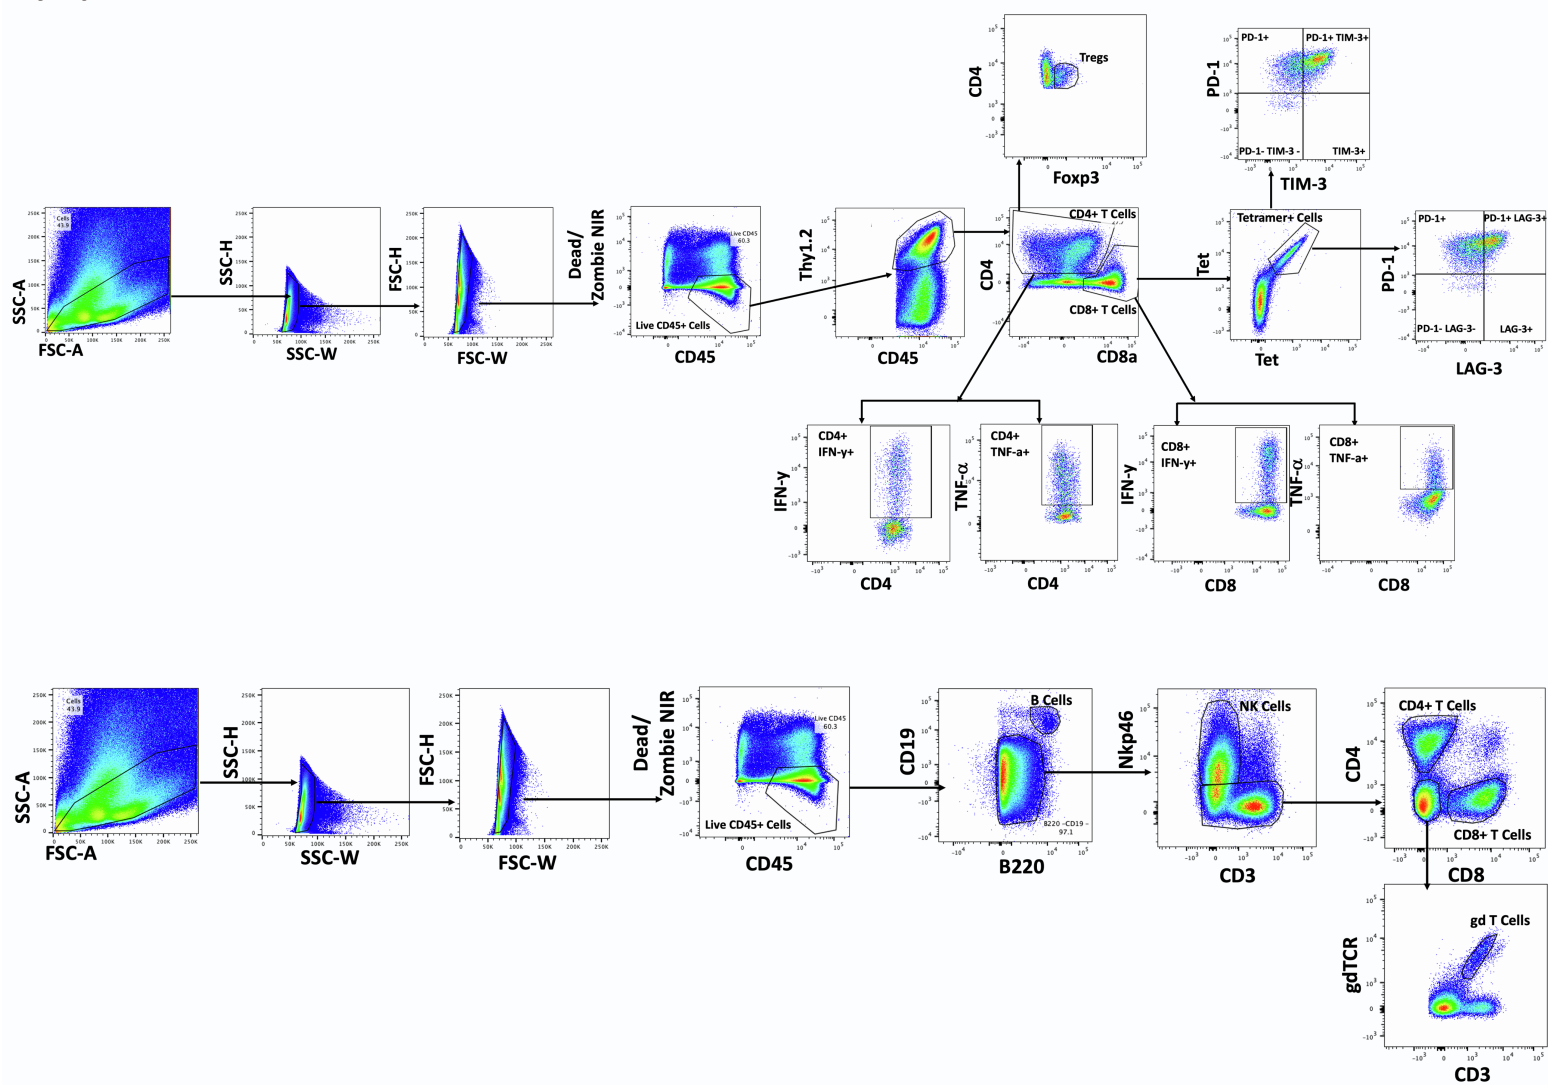

**Figure S12. Gating strategy for identifying intratumoral immune cells.** Flow cytometry dot plots and gating of intratumoral myeloid and lymphoid populations.

How the deposited data were processed for this re-analysis (not part of the article)

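Counts of 6 droplet-based libraries of CD45+ cells sorted from Y1.7LI tumors were analysed, 1 library per condition, each a pool of the tumors of 5 mice. The libraries of neoAg-specific CD8 T cells and the flow cytometry were not used here. The authors sequenced 5' libraries and used Cell Ranger 7.1.0 to align reads to mm10 and to count UMIs per gene and barcode. The deposited values are whole-number UMI counts without normalization, and this unit was checked on the values.

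Cells with at least 500 UMIs and at most 10% mitochondrial UMIs were kept, and genes seen in fewer than 3 cells were left out of the clustering. The kept libraries held between 30408341 (combination ICT) and 75559485 (control vax) UMIs, with medians per cell between 2994 and 5325.5. Clustering used Seurat 5.3.0 with SeuratObject 5.2.0 in R 4.3.3: log-normalized values scaled to 10000 UMIs, the 2000 most variable genes, reciprocal PCA integration of the 6 libraries, 30 of 50 principal components and a resolution of 0.8. T cell- and ILC-like clusters and clusters of monocytes, macrophages and DCs were then clustered again in the same way. Many of the genes the paper names for their level were left out of the variable genes, but not all: Il1a, Il1b, Ccr2, Chil3 and Mki67 were kept. Xist, Y genes and the variable-region genes of immunoglobulins and of alpha and beta T cell receptor chains were left out as well. Variable-region genes of gamma and delta chains were kept, because markers of gamma delta clusters use them. A subcluster took the name of the marker list with the highest score when at least 3 of its markers were detected in 10% or more of cells and its 10 leading genes pointed to no other list. It was called mixed when these genes included markers of another lineage. Treg-like subclusters needed a Foxp3 UMI in 40% of cells. Marker lists came from the paper's text and tables and were written before the data were examined. So were 19 alternatives and the comparisons and tests that the text does not mark as chosen later. Of the gene comparisons between kinds of cell within libraries, only that of Trem2 in cells with Cx3cr1 and Mrc1 UMIs was set in advance. The naming rule itself was adjusted after the first clusters had been seen. The markers of a subcluster are not reported gene by gene as results for it, but the published signatures include 3 to 8 genes that are markers of T cell subclusters.

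Levels were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 as CPM, the UMIs of a gene per 1000000 UMIs, summed over a lineage in a library, with exact Poisson 95% intervals. Shares carry exact Clopper-Pearson 95% intervals. The interval of a log2 ratio covers counting error. For shares of cells with a UMI of a gene, each cell was thinned to 1000 UMIs without replacement and shallower cells were left out, 81 to 228 monocytes/macrophages per library. The comparison of cells with Cx3cr1 and Mrc1 UMIs used a separate random draw. A level was also ranked among the 500 genes nearest in mean expression. No test compares conditions, since each has 1 library. Comparisons within libraries used summed CPM with a pseudocount of 1 and at least 10 cells per group and library, and an exact two-sided sign-flip test over the 6 libraries with Benjamini-Hochberg adjustment within each comparison at a threshold of 0.05. For a gene at the smallest possible p, passing after adjustment depended on how many other genes of its comparison reached that p. Signatures were scored against 100 control genes per gene drawn from 24 expression bins. The alternative from summed counts took the mean log2 difference of the signature genes, without control genes. Scrublet, as in scanpy 1.11.5, gave doublet scores per library at an expected rate of 0.06, and no cell was removed on them. edgeR 4.0.16 gave the TMM factors of an alternative. Figures were drawn with matplotlib 3.10.9.

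Genes named in the text are those the paper names for these libraries and, by lineage and comparison, the 3 with the largest and the 3 with the smallest ratio among genes with at least 100 UMIs in the 2 libraries together and a UMI in at least 5% of the cells of either. Mitochondrial, ribosomal, predicted, sex-linked, immunoglobulin and T cell receptor variable genes were kept out of these lists, and 1 gene of the lists is not reported here. Lists of 10 interferon-stimulated and 8 dissociation stress genes were compared with 10000 random lists of matched expression. The levels were tested on simulated data with 200 of 8904 genes changed: the median error of their log2 ratio was 0.0806, 100.0% had the right direction, and 10.0% of 100 lists of unchanged genes fell beyond the 5th or 95th percentile. The simulation held counting error only and changes of 2-fold or 4-fold. It does not speak for the spread between pools of mice or for smaller ratios.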

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

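The tests of the B cell, Arg1, interferon-stimulated gene and Trbv13-1 patterns below were chosen only after the results were seen. None of the differences between conditions was tested, because each condition has 1 library.

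B cells, which the paper does not discuss, made up 21.7% and 23.4% of cells with control vax and neoAg SLP vax, above the 8.87% of control mAb. Quiescent T-like cells rose with them, to 15.3% and 9.92% from 3.38%. Shallow cells do not account for this: among cells with at least 1000 UMIs, the lower of the vaccine shares was 22.3%. Blood would bring neutrophils, but neutrophil-like cells reached at most 0.787% in the vaccine libraries, under the 1.08% of combination ICT. How many neutrophils blood would bring was not measured, so this does not exclude it. Haemoglobin could not decide, because red blood cells were lysed and CD45+ cells sorted. Lymphoid tissue taken along with a tumor brings B cells and quiescent T cells without neutrophils, so a vaccine effect and lymphoid tissue cannot be told apart with 1 pool per condition. Either of these, or blood, may explain the share.

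Arg1 (chromosome 10 of GRCm38 from 24915221 to 24927484), a gene the paper does not discuss, stood at 299.8, 180.5 and 379.8 CPM in monocytes/macrophages with anti-CTLA-4, anti-PD-1 and combination ICT, above the 29.9 of control mAb. Depth is argued against, since the lowest thinned share of cells with an Arg1 UMI over the 3 ICT libraries was 7.83%, against 2.35% with control mAb. Free RNA would appear in T cells, whose Arg1 level in the 3 ICT libraries reached at most 1.37% of that of monocytes/macrophages. A change in subcluster sizes leaves a level of at least 174 after reweighting to control mAb. In cells with a Nos2 UMI, Arg1 stood at 134 CPM with control mAb and at 896, 575 and 825 in the 3 ICT libraries. Cells without Nos2 rose too, from 27.9 to 209, 137 and 321. In the ICT libraries Arg1 was thus higher in cells with Nos2 but not confined to them. Whether this holds in all libraries stays open. The mean log2 difference between cells with and without a Nos2 UMI was 1.37, higher in 5 of 6 libraries (exact sign-flip test, two-sided p = 0.0938). Control vax, the exception, had 1 Arg1 UMI in cells with Nos2. The rise was not confined to ICT: with neoAg SLP vax, Arg1 stood at 99.5 CPM, 104 after reweighting, with a thinned share of 4.86%, and with control vax at 13.9. An effect of the treatments may explain the rise, and a difference between single pools of mice was not tested.

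Interferon-stimulated genes were higher with control vax than with control mAb in lymphocytes, which the paper does not report. The median log2 ratio of the list was 1.04 in conventional CD4 T cells, 0.64 in CD8 T cells, 0.77 in Tregs, 0.38 in NK cells and 0.97 in B cells. A gain of all lineages alike in the counting predicts a rise in monocytes/macrophages as well, where the median was -0.0182 and the summed level 2943 CPM with control mAb and 2754 with control vax. Free RNA of these cells would not raise their own level, so it was tested on 20 other abundant genes of theirs, such as Lyz2 and C1qb. The rise needs free RNA in 6.82% (B cells) to 26.6% (Tregs) of the UMIs of lymphocytes, but the median level of these genes in a lymphocyte lineage of control vax was at most 0.481% of that in monocytes/macrophages, which argues against it. Free RNA of other cells was not tested. The vaccine's pI:C could raise these genes in lymphocytes, a hypothesis that these libraries do not settle, because neoAg SLP vax carries it too: its medians against control mAb were 0.60 in conventional CD4 T cells and 0.36 in B cells, but 0.03 in CD8 T cells, 0.04 in Tregs and -0.08 in NK cells, and against control vax -0.51 in conventional CD4 T cells and -0.55 in CD8 T cells.

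Trbv13-1 (chromosome 6 of GRCm38 from 41116007 to 41116468) was the V gene of 32.3% (26.4% to 38.8%) of CD8 T cells with a single Trbv gene under anti-CTLA-4, against 14.0% with control mAb. With CD8 T cells taken by their own UMIs, the shares were 30.7% and 12.9%, and among cycling CD8 T cells 45.5% and 18.8%. Conventional CD4 T cells had their highest share of the 6 libraries here too, 9.08%, against 5.17% with control mAb. The log2 odds ratio was 0.87 (0.11 to 1.64) in them and 1.55 (0.98 to 2.13) in CD8 T cells. Quiescent CD8 T cells, with 6.90% (2 of 29) against 12.2% (9 of 74), went the other way but were too few, at -0.90 (-3.21 to 1.40). The intervals overlap, so an expansion of CD8 T cell clones with this V gene and a difference in how this library's V genes were counted cannot be told apart. Either may explain the share, and the pool of 5 mice does not tell whether 1 mouse carries it. Another V gene, Trbv29, was higher in the vaccine libraries. Counted in the same way, it reached 29.1% of CD8 T cells with control vax and 15.5% with neoAg SLP vax, against 2.54% with control mAb. Among cycling CD8 T cells it was 19.2%, 6.54% and 14.1%, so neoAg SLP vax went the other way there. A skewed V gene was therefore not confined to anti-CTLA-4.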

How the results depend on the processing

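Among the alternatives below, removal of cells with the highest doublet scores, signatures from summed counts and signatures without naming markers were chosen only after the data were seen. The removal of cells that Scrublet calls doublets by its own threshold was not run, because this threshold marked 2 cells with control mAb and 278 with control vax, and the removal by score took its place. No paired analysis between conditions was possible because each condition is a single pool of mice. Of 64 main results, 54 kept their direction under each alternative that gave a value. A value is said to have moved when it left its 95% counting interval. Values for single clusters were not given where an alternative named no such cluster, as for CD206hi macrophage-like cells without integration and at resolution 0.5. Of the main results under the alternatives, 497 values stayed within their interval or on their side of the threshold. A further 89 moved, 9 reversed direction and 3 no longer passed the threshold. Among the other results, 3632 stayed, 1348 moved, 13 reversed direction, 46 no longer passed the threshold and 36 now passed it. The cause of the changes below was not tested.

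Under clustering on the 2000 most variable genes with none left out these results changed. Th1_A-like against ICOShiBhlhe40hi Th1-like reversed to a mean log2 difference of 0.20 (Havcr2, adjusted p = 0.406) and 0.24 (Lag3, adjusted p = 0.0694). The Lowery CD4 neoTCR signature difference had a value that reversed to 0.0494 (Th1_A-like, adjusted p = 0.0417). For conventional CD4 T-like cells, the log2 ratio moved to 1.10 (anti-CTLA-4) and 0.88 (combination ICT). The ICOShiBhlhe40hi Th1-like cluster moved to a log2 ratio of 1.33 (neoAg SLP vax against control vax). The Th1_A-like cluster had a log2 ratio that moved to 1.94 (anti-CTLA-4), 1.17 (anti-PD-1), 1.54 (combination ICT) and 0.30 (neoAg SLP vax). For Bhlhe40 in conventional CD4 T cells, the log2 ratio moved to 0.0767 (anti-CTLA-4).

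Under a minimum of 1000 UMIs per cell these results changed. CD206hi macrophage-like clusters reversed to a log2 ratio of -0.0254 (control vax). Th1_A-like against ICOShiBhlhe40hi Th1-like had a mean log2 difference that reversed to 0.12 (Havcr2, adjusted p = 0.562) and 0.35 (Lag3, adjusted p = 0.0694). For the Lowery CD4 neoTCR signature difference, the value reversed to 0.0377 (Th1_A-like, adjusted p = 0.0446). Conventional CD4 T-like cells moved to a log2 ratio of 1.12 (anti-CTLA-4) and 0.96 (combination ICT). The ICOShiBhlhe40hi Th1-like cluster had a log2 ratio that moved to 1.33 (neoAg SLP vax against control vax). For the Th1_A-like cluster, the log2 ratio moved to 1.77 (anti-CTLA-4), 1.08 (anti-PD-1), 1.42 (combination ICT) and 0.19 (neoAg SLP vax). CD206hi macrophage-like clusters moved to a log2 ratio of -0.69 (anti-PD-1). Bhlhe40 in conventional CD4 T cells had a log2 ratio that moved to 0.0530 (anti-CTLA-4) and 0.16 (combination ICT).

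Under a limit of 5% mitochondrial UMIs these results changed. For CD206hi macrophage-like clusters, the log2 ratio reversed to -0.20 (control vax). Th1_A-like against ICOShiBhlhe40hi Th1-like reversed to a mean log2 difference of 0.19 (Havcr2, adjusted p = 0.406) and 0.37 (Lag3, adjusted p = 0.0347). The Oliveira proliferating signature difference had a value that reversed to -0.000772 (ICOShi Bhlhe40hi Th1-like, adjusted p = 0.888). For the Lowery CD4 neoTCR signature difference, the value reversed to 0.0391 (Th1_A-like, adjusted p = 0.0446). Conventional CD4 T-like cells moved to a log2 ratio of 1.15 (anti-CTLA-4) and 0.95 (combination ICT). Cycling T-like cells had a log2 ratio that moved to 0.69 (neoAg SLP vax). For the ICOShiBhlhe40hi Th1-like cluster, the log2 ratio moved to 1.51 (neoAg SLP vax against control vax). The Th1_A-like cluster moved to a log2 ratio of 1.98 (anti-CTLA-4), 1.25 (anti-PD-1), 1.52 (combination ICT) and 0.29 (neoAg SLP vax). CD206hi macrophage-like clusters had a log2 ratio that moved to -1.14 (anti-CTLA-4), -0.92 (anti-PD-1) and -0.66 (combination ICT). For Bhlhe40 in conventional CD4 T cells, the log2 ratio moved to 0.0462 (anti-CTLA-4) and 0.16 (combination ICT). Interferon-stimulated genes with control vax moved to a median log2 ratio of 0.27 (CD8 T cells).

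Under clustering at resolution 1.2 these results changed. CD206hi macrophage-like clusters had a log2 ratio that reversed to -0.12 (control vax). For the Lowery CD4 neoTCR signature difference, the value reversed to 0.0253 (Th1_A-like, adjusted p = 0.0417). Conventional CD4 T-like cells moved to a log2 ratio of 1.17 (anti-CTLA-4) and 0.89 (combination ICT). The Th1_A-like cluster had a log2 ratio that moved to 2.04 (anti-CTLA-4), 1.12 (anti-PD-1), 1.30 (combination ICT) and 0.41 (neoAg SLP vax). For CD206hi macrophage-like clusters, the log2 ratio moved to -0.70 (anti-PD-1). Bhlhe40 in conventional CD4 T cells moved to a log2 ratio of 0.0157 (anti-CTLA-4), -0.0336 (anti-PD-1) and 0.14 (combination ICT). Interferon-stimulated genes with control vax had a median log2 ratio that moved to 0.49 (NK cells).

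Under clustering at resolution 0.5 these results changed. For Th1_A-like against ICOShiBhlhe40hi Th1-like, the mean log2 difference reversed to 0.29 (Havcr2, adjusted p = 0.250) and 0.25 (Lag3, adjusted p = 0.139). The Lowery CD4 neoTCR signature difference reversed to a value of 0.0262 (Th1_A-like, adjusted p = 0.0556). Conventional CD4 T-like cells had a log2 ratio that moved to 1.15 (anti-CTLA-4) and 0.91 (combination ICT). For the ICOShiBhlhe40hi Th1-like cluster, the log2 ratio moved to 1.01 (anti-CTLA-4), -0.30 (anti-PD-1) and 1.38 (neoAg SLP vax against control vax). The Th1_A-like cluster moved to a log2 ratio of 1.91 (anti-CTLA-4), 1.06 (anti-PD-1), 1.45 (combination ICT) and 0.35 (neoAg SLP vax). Ifng in conventional CD4 T cells had a log2 ratio that moved to 0.76 (combination ICT). For Bhlhe40 in conventional CD4 T cells, the log2 ratio moved to 0.0338 (anti-CTLA-4) and 0.15 (combination ICT). Interferon-stimulated genes with control vax moved to a median log2 ratio of 0.91 (conventional CD4 T cells) and 0.50 (CD8 T cells). The Lowery CD4 neoTCR signature difference had a value that fell short of the threshold at 0.00778 (ICOShi Bhlhe40hi Th1-like, adjusted p = 0.423).

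Under a gate on UMIs in place of clusters these results changed. For cycling T-like cells, the log2 ratio moved to 0.58 (control vax).

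Under a denominator without quiescent T-like subclusters these results changed. Cycling T-like cells moved to a log2 ratio of 0.82 (control vax) and 1.17 (neoAg SLP vax).

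Under clustering with no integration these results changed. The ICOShiBhlhe40hi Th1-like cluster had a log2 ratio that moved to 1.50 (anti-CTLA-4) and 1.47 (neoAg SLP vax against control vax). For the Th1_A-like cluster, the log2 ratio moved to 0.27 (anti-PD-1). Icos in conventional CD4 T cells moved to a log2 ratio of -0.43 (anti-CTLA-4), -0.61 (anti-PD-1) and -0.22 (combination ICT). Interferon-stimulated genes with control vax had a median log2 ratio that moved to 0.85 (conventional CD4 T cells) and 0.52 (NK cells).

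Under removal of the cells with the highest doublet scores, chosen after seeing the data, these results changed. For cycling macrophage-like against CD206hi macrophage-like, the mean log2 difference reversed to 0.25 (Cx3cr1, adjusted p = 0.219). The Oliveira proliferating signature difference reversed to a value of 0.000367 (Th2-like, adjusted p = 0.938). The Th1_A-like cluster had a log2 ratio that moved to 0.71 (anti-CTLA-4). For Icos in conventional CD4 T cells, the log2 ratio moved to -0.42 (anti-CTLA-4), -0.62 (anti-PD-1) and -0.23 (combination ICT).

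Under lineage from a cell's own marker UMIs these results changed. Cx3cr1 in monocytes/macrophages moved to a log2 ratio of -0.46 (anti-CTLA-4), -0.25 (anti-PD-1), -0.0770 (combination ICT) and -0.0508 (neoAg SLP vax). Ifng in conventional CD4 T cells had a log2 ratio that moved to 0.86 (anti-CTLA-4). For Bhlhe40 in conventional CD4 T cells, the log2 ratio moved to 0.10 (anti-CTLA-4) and 0.15 (combination ICT). Icos in conventional CD4 T cells moved to a log2 ratio of -0.59 (anti-PD-1).

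Under the mean of per-cell values these results changed. Cx3cr1 in monocytes/macrophages had a log2 ratio that reversed to 0.0191 (combination ICT). For Trem2 in monocytes/macrophages, the log2 ratio moved to 0.50 (control vax) and 0.60 (neoAg SLP vax). Arg1 in monocytes/macrophages moved to a log2 ratio of 3.10 (anti-CTLA-4), 2.23 (anti-PD-1) and 3.38 (combination ICT). Ifng in conventional CD4 T cells had a log2 ratio that moved to 0.77 (combination ICT). For Bhlhe40 in conventional CD4 T cells, the log2 ratio moved to 0.21 (anti-CTLA-4).

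Under scaling with TMM factors these results changed. Bhlhe40 in conventional CD4 T cells moved to a log2 ratio of 0.14 (combination ICT). Icos in conventional CD4 T cells had a log2 ratio that moved to -0.18 (combination ICT).

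Under signatures from summed counts, chosen after seeing the data, these results changed. No control genes were subtracted in this alternative, so a change here can come from the measure itself. For the Oliveira follicular helper / progenitor exhausted signature difference, the value reversed to -0.237 (Th2-like, adjusted p = 0.0446). The Oliveira terminally exhausted signature difference reversed to a value of -0.298 (Th2-like, adjusted p = 0.0446). The Lowery CD4 neoTCR signature difference had a value that fell short of the threshold at 0.0987 (ICOShi Bhlhe40hi Th1-like, adjusted p = 0.0781) and -0.0426 (Th1_A-like, adjusted p = 0.451).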

Differences from the paper's values

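The Ccr2+ monocyte-like subcluster made up 4.73% of the subclustered monocytes, macrophages and DCs of the 6 libraries together, against the paper's value of about 1%. None of the alternatives set before the data were examined closed the gap, with values between 3.95% and 4.84%. Over all CD45+ cells, the share was 1.09% to 1.68% per library, and the paper's Discussion gives about 1% of cells.

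The paper describes monocytes/macrophages as the largest group of CD45+ cells. With T cell-like cells counted as 1 group, these were more numerous in 6 of 6 libraries, and B cell-like cells were more numerous in the 2 vaccine libraries. None of the alternatives set before the data were examined put monocytes/macrophages first in any library.

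The paper states that neoAg SLP vax raised the Th1_A cluster. The log2 ratio to control mAb was -0.19, within counting error. Of the alternatives set before the data were examined, clustering on the 2000 most variable genes with none left out, a minimum of 1000 UMIs per cell, a limit of 5% mitochondrial UMIs, clustering at resolution 1.2, clustering at resolution 0.5 and a denominator without quiescent T-like subclusters gave a value above 0.

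The paper states that the Th1_A cluster is enriched in the signature of neoAg-specific CD4 TCR clonotypes. The Th1_A-like subcluster scored lower than the other conventional CD4 T-like cells, with a mean difference of -0.0274 and a lower score in 6 of 6 libraries. Of the alternatives set before the data were examined, clustering on the 2000 most variable genes with none left out, a minimum of 1000 UMIs per cell, a limit of 5% mitochondrial UMIs and clustering at resolution 1.2 gave a higher score past the threshold.

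The paper states features of neoAg-specific CD4 T cells in the ICOShiBhlhe40hi Th1, Th1_A and cycling clusters, from signatures that include terminal exhaustion. Its text does not say which cluster shows which signature. For terminal exhaustion, the difference of the ICOShiBhlhe40hi Th1-like subcluster was 0.0185, higher in 5 of 6 libraries and short of the threshold. Of the alternatives set before the data were examined, clustering with no integration passed it.

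The paper states higher Tbx21 in the Th1_A cluster than in the ICOShiBhlhe40hi Th1 cluster. The mean log2 difference was 0.18, higher in 4 of 6 libraries and short of the threshold. Of the alternatives set before the data were examined, clustering on the 2000 most variable genes with none left out, a minimum of 1000 UMIs per cell, a limit of 5% mitochondrial UMIs, clustering at resolution 1.2 and clustering at resolution 0.5 passed it.

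The paper describes Cx3cr1 in monocytes/macrophages with neoAg SLP vax as similar to control mAb or higher and gives no limit for similar. The log2 ratio of Cx3cr1 in monocytes/macrophages, neoAg SLP vax against control mAb, was -0.19 (-0.30 to -0.07), a small fall that may count as similar. Among the alternatives set before the data were examined, it came nearest to 0 under lineage from a cell's own marker UMIs (-0.0508) and the mean of per-cell values (-0.0713), and none gave a value above 0.

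The paper states that the clusters with Nos2 grew modestly with ICT. The inflammatory macrophage-like subclusters were 4.40% of all cells with control mAb and 3.98%, 3.80% and 2.96% with anti-CTLA-4, anti-PD-1 and combination ICT. These shares cover only a part of the paper's set of clusters with Nos2. They leave out the ISG macrophage-like subcluster, whose counterpart the paper counts, and subclusters that could not be named here. None of the alternatives set before the data were examined gave higher shares in all 3 ICT libraries.

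The paper states high Cxcl9 in an inflammatory macrophage cluster with low Mrc1. The inflammatory subclusters together differed from the other monocytes/macrophages by a mean log2 difference of -0.22, higher in 1 of 6 libraries. Of the alternatives set before the data were examined, clustering with no integration gave a value above 0. The pooled value does not speak for the paper's cluster alone. Cxcl9 was lower in the smaller subcluster than in the larger one, which is lower in Mrc1, in 6 of 6 libraries. The mean log2 difference was -1.24, short of the threshold after adjustment.

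The paper ranks neoAg SLP vax first among conditions by its ratio of cycling CD8 T cells to other T cells. The CD8 share of cycling T-like cells was 60.7% with anti-PD-1 and 58.3% with neoAg SLP vax, with overlapping intervals. None of the alternatives set before the data were examined gave the higher share to neoAg SLP vax. Its rank depends on the denominator. It was first with 6.27% of T cells and ILCs without quiescent T-like subclusters, a denominator set before the data were examined, next to 5.81% with anti-CTLA-4, and with 6.28 per cycling conventional CD4 T cell, next to 4.72 with control mAb, with overlapping intervals in both. Over all T cells and ILCs, neoAg SLP vax was below anti-CTLA-4, with 4.99% and 5.57%, and slightly below anti-PD-1. Per Foxp3+ cell it was below the 3 ICT libraries, with 5.35 against 10.0, 5.62 and 6.31, with overlapping intervals. A minimum of 1000 UMIs per cell changed these numbers by log2 changes of -0.21 with neoAg SLP vax, -0.73 with anti-PD-1 and -0.50 with combination ICT. That put neoAg SLP vax above anti-PD-1 and combination ICT, but not above anti-CTLA-4 (-0.59).

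The paper states a higher ratio of cycling CD8 T cells to Tregs or CD4 T cells with anti-PD-1 and names no library to compare with. Per conventional CD4 T cell, the number of CD8 T cells with anti-PD-1 was 4.07, above 2.20 with anti-CTLA-4 and 1.89 with combination ICT and below 4.72 with control mAb. Per Foxp3+ cell it was 5.62, above 2.85 with control mAb and below 10.0 and 6.31 in the other ICT libraries. Of the alternatives set before the data were examined, clustering with no integration, a minimum of 1000 UMIs per cell, a limit of 5% mitochondrial UMIs and clustering at resolution 1.2 put anti-PD-1 above control mAb per conventional CD4 T cell. None of the alternatives set before the data were examined put it above both other ICT libraries per Foxp3+ cell.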

Other observations

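The tests of the Cx3cr1 level with control vax and of the reach of reads into V genes were chosen only after the result was seen.

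Depth is argued against as the cause of higher Nos2 with ICT, since the lowest thinned share over the 3 ICT libraries was 10.8%. Free RNA would appear in T cells, whose Nos2 level in the 3 ICT libraries reached 0.632% of that of monocytes/macrophages at most. For lower Cx3cr1 with ICT, the highest thinned share was 7.56%, below that of control mAb. The thinned shares argue against depth for anti-CTLA-4 only, since the 95% counting intervals of the other ICT libraries overlap that of control mAb. With combination ICT the log2 ratio reversed, to 0.0191, under the mean of per-cell values. The highest level after reweighting to the subcluster sizes of control mAb was 103, below its interval. This argues against a change in subcluster sizes as the whole cause. An effect of ICT on Cx3cr1 and Nos2 in monocytes/macrophages may explain both, as a hypothesis, because differences between single pools of mice were not tested. The higher Cx3cr1 of control vax could come from a change in subcluster sizes: reweighted, its level was 129, inside the interval of control mAb.

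Spp1 was highest in monocytes/macrophages of control mAb. Free RNA as the source would raise it in T cells of the same libraries, but there the T cell level was 6.75% of that of monocytes/macrophages. This share was 22.8%, 19.3% and 21.5% in the ICT libraries and 113% and 88.6% with control vax and neoAg SLP vax, whose T cells and NK cells carry Spp1 of their own.

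Trbv UMIs per Trbc UMI in CD8 T cells were 0.380, 0.231, 0.330, 0.0506, 1.55 and 0.374 with control mAb, anti-CTLA-4, anti-PD-1, combination ICT, control vax and neoAg SLP vax. Immunoglobulin V UMIs per C UMI in B cells were 0.641, 0.418, 0.548, 0.0963, 1.31 and 0.500. The measures rose together over the 6 libraries (Spearman's rho 0.943, exact permutation p = 0.0167; Pearson's r 0.964, exact permutation p = 0.00417; smallest p possible over 720 permutations 0.00139). Without combination ICT and control vax, the extreme libraries, Pearson's r was 0.792 over 4 libraries. How far reads reach into V genes may therefore differ between libraries, and the number of cells with a V gene should not be compared between them.

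The list of interferon-stimulated genes (6 to 9 measured per comparison) was compared by lineage for anti-CTLA-4, anti-PD-1, combination ICT and control vax against control mAb and for neoAg SLP vax against control vax, in this order, as median log2 ratios. In monocytes/macrophages, the medians were -0.70, -0.47, -0.56, -0.02 and -0.26. In conventional CD4 T cells, the medians were -0.11, -0.54, -0.08, 1.04 and -0.51. In CD8 T cells, the medians were -0.54, 0.03, -0.26, 0.64 and -0.55. In Tregs, the medians were -0.53, -0.20, 0.13, 0.77 and -0.64. In NK cells, the medians were -0.31, 0.01, 0.01, 0.38 and -0.39.

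The dissociation stress genes were compared in the same way. In monocytes/macrophages, the medians were -0.14, -0.68, -0.68, -0.43 and 0.13. In conventional CD4 T cells, the medians were 0.10, -0.08, -0.64, -0.13 and -0.31. In CD8 T cells, the medians were -0.06, -0.34, -0.22, -0.24 and -0.34. In Tregs, the medians were 0.13, -0.08, -0.18, -0.01 and -0.24. In NK cells, the medians were -0.58, -0.92, -1.16, -0.82 and -0.24.

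The largest and the smallest log2 ratios by lineage and comparison follow, up to 3 of each. Anti-CTLA-4 against control mAb in monocytes/macrophages: Arg1 (3.33), Nos2 (3.01) and Saa3 (2.37) were highest and Klra17 (-3.59), Clec4b1 (-2.34) and Negr1 (-2.28) lowest. Anti-PD-1 against control mAb in monocytes/macrophages: Saa3 (2.84), Nos2 (2.82) and Arg1 (2.59) were highest and Irf4 (-2.07), Tmem267 (-1.84) and Reps2 (-1.78) lowest. Combination ICT against control mAb in monocytes/macrophages: Ccl24 (4.79), Arg1 (3.67) and Saa3 (3.58) were highest and Hspb1 (-3.47), Cbr2 (-2.44) and CAAA01147332.1 (-2.21) lowest. Control vax against control mAb in monocytes/macrophages: Chtf8 (2.04), Ugt1a7c (1.93) and Hp (1.84) were highest and Tmem267 (-3.56), Glis3 (-3.41) and Ccdc162 (-3.19) lowest. NeoAg SLP vax against control vax in monocytes/macrophages: Arg1 (2.84), Epb41l1 (1.98) and Ifitm1 (1.89) were highest and Fcrl5 (-2.86), Negr1 (-1.96) and Klra17 (-1.88) lowest.

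Anti-CTLA-4 against control mAb in conventional CD4 T cells: Ifitm1 (2.09), Mmp9 (2.01) and Fam124b (1.94) were highest and Ccr7 (-2.30), Klf3 (-1.93) and Pard3 (-1.92) lowest. Anti-PD-1 against control mAb in conventional CD4 T cells: Fbn2 (2.83), Ifitm1 (2.58) and Ccl4 (2.42) were highest and Il13 (-2.27), Pak1 (-1.92) and Irs2 (-1.57) lowest. Combination ICT against control mAb in conventional CD4 T cells: Srgap3 (3.46), Ifitm1 (3.11) and Serpine2 (3.03) were highest and Il2 (-2.70), Pakap (-2.69) and CAAA01147332.1 (-2.43) lowest. Control vax against control mAb in conventional CD4 T cells: Spp1 (3.95), C2cd4b (2.20) and Cd160 (2.13) were highest and Il13 (-3.18), Pard3 (-3.12) and Irs2 (-2.89) lowest. NeoAg SLP vax against control vax in conventional CD4 T cells: Rhoq (1.74), Slc17a6 (1.72) and Rbm47 (1.68) were highest and Spp1 (-4.41), C2cd4b (-2.92) and Xcl1 (-2.73) lowest.

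Anti-CTLA-4 against control mAb in CD8 T cells: Dscam (1.57), Ifitm2 (1.56) and Flot1 (1.50) were highest and Slc15a2 (-2.07), Zfp68 (-1.23) and Simc1 (-1.15) lowest. Anti-PD-1 against control mAb in CD8 T cells: Filip1 (1.80), Ifitm2 (1.57) and Flot1 (1.56) were highest and Ramp3 (-1.90), Simc1 (-1.77) and Mt2 (-1.70) lowest. Combination ICT against control mAb in CD8 T cells: Ifitm1 (3.31), Ifitm2 (2.41) and Taco1 (2.26) were highest and CAAA01147332.1 (-2.55), Ccr7 (-2.35) and Ramp3 (-2.11) lowest. Control vax against control mAb in CD8 T cells: Ifitm10 (1.97) and Hsd11b1 (1.36) were highest and Il2ra (-2.44), Slc16a3 (-2.14) and Myo9a (-2.13) lowest. NeoAg SLP vax against control vax in CD8 T cells: Itgb3 (1.85), Itga1 (1.56) and Fah (1.53) were highest and Hspb1 (-1.76) and Nabp2 (-1.37) lowest.

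Anti-CTLA-4 against control mAb in Tregs: Dscam (1.36), Btla (1.30) and Aff3 (1.25) were highest and Ltf (-1.80), Nckap5 (-1.73) and Sv2c (-1.46) lowest. Anti-PD-1 against control mAb in Tregs: Slc14a1 (1.72), Ccl4 (1.24) and Ptch1 (1.15) were highest and Abcb1b (-1.28), Pqlc1 (-1.24) and Il1b (-1.24) lowest. Combination ICT against control mAb in Tregs: Bcl2 (1.91), Dgkb (1.89) and St6gal1 (1.75) were highest and CAAA01147332.1 (-2.68), Filip1l (-2.30) and Lactb (-2.22) lowest. Control vax against control mAb in Tregs: Ms4a4c (2.57), Ifitm3 (1.85) and Evl (1.73) were highest and Eml1 (-2.11), Yes1 (-2.09) and Il1b (-1.72) lowest. NeoAg SLP vax against control vax in Tregs: Rbm47 (1.60), Sod1 (1.52) and Tbx21 (1.34) were highest and Ptp4a1 (-2.21), Idi1 (-1.91) and Ltf (-1.88) lowest.

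Anti-CTLA-4 against control mAb in NK cells: Spp1 (2.45), Gzmc (1.58) and Basp1 (1.51) were highest and Il1b (-1.42), Apoe (-1.29) and Vps26a (-1.26) lowest. Anti-PD-1 against control mAb in NK cells: Slc24a3 (1.12), Slf1 (1.12) and Tmem260 (1.09) were highest and Mt1 (-2.39), Slc5a3 (-2.09) and Osgin1 (-2.02) lowest. Combination ICT against control mAb in NK cells: Spp1 (1.75), Clybl (1.69) and Lag3 (1.63) were highest and Mt1 (-2.83), CAAA01147332.1 (-2.45) and Gla (-2.00) lowest. Control vax against control mAb in NK cells: Spp1 (2.39), Klrg1 (2.16) and Cma1 (2.11) were highest and Il1b (-2.37), Hspa1b (-2.30) and Cxcr4 (-2.18) lowest. NeoAg SLP vax against control vax in NK cells: Atxn2 (1.27), Ganc (1.22) and Cbx7 (1.22) were highest and Cxcl10 (-2.48), Cd3e (-2.02) and Hspb1 (-1.86) lowest. A filter of 30 UMIs with none on cells kept 0 to 2 of the 6 genes over the 25 lists.

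Y gene UMIs lay between 184 and 291 CPM in the 6 libraries and Xist at no more than 0.0421.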
